# Environmentally induced variation in sperm sRNAs is linked to gene expression and transposable elements in zebrafish offspring

**DOI:** 10.1038/s41437-025-00752-2

**Published:** 2025-03-22

**Authors:** Alice M. Godden, Willian T. A. F. Silva, Berrit Kiehl, Cécile Jolly, Leighton Folkes, Ghazal Alavioon, Simone Immler

**Keywords:** Evolutionary genetics, Bioinformatics

## Abstract

Environmental factors affect not only paternal condition but may translate into the following generations where sperm-mediated small RNAs (sRNAs) can contribute to the transmission of paternal effects. sRNAs play a key role in the male germ line in genome maintenance and repair, and particularly in response to environmental stress and the resulting increase in transposable element (TE) activity. Here, we investigated how the social environment (high competition, low competition) of male zebrafish *Danio rerio* affects sRNAs in sperm and how these are linked to gene expression and TE activity in their offspring. In a first experiment, we collected sperm samples after exposing males to each social environment for 2 weeks to test for differentially expressed sperm micro- (miRNA) and piwi-interacting RNAs (piRNA). In a separate experiment, we performed in vitro fertilisations after one 2-week period using a split-clutch design to control for maternal effects and collected embryos at 24 h to test for differentially expressed genes and TEs. We developed new computational prediction tools to link sperm sRNAs with differentially expressed TEs and genes in the embryos. Our results support the idea that the molecular stress response in the male germ line has significant down-stream effects on the molecular pathways, and we provide a direct link between sRNAs, TEs and gene expression.

## Introduction

The importance of non-genetic inheritance of environmentally induced variation in paternal condition for offspring fitness is increasingly accepted (Bonduriansky et al. 2012; Bonduriansky and Day 2009). A range of factors affect not only the condition of the father but also the resulting offspring including temperature (Salinas et al. 2013; Salinas and Munch 2012), diet (Dunn and Bale 2009; Huypens et al. 2016; Valtonen et al. 2012), social interactions (Saavedra-Rodriguez and Feig 2013), and stress (Franklin et al. 2010; Kan et al. 2016; Weiss et al. 2011; Zaidan et al. 2013). While it is generally accepted that these effects may be transferred through epigenetic (namely, non-DNA encoded) factors such as methylation patterns (Jiang et al. 2013; Potok et al. 2013), chromatin structure (Lindeman et al. 2011) and small RNAs (sRNAs) (Gapp et al. 2014; Houri-Zeevi et al. 2020; Rechavi et al. 2014), it is unclear whether these factors ending up in sperm are adaptive or part of the repair and maintenance response of the male germ line to environmental stress (Godden and Immler 2023). Here we focused on the possible role of sperm sRNAs in the transmission of inter-generational paternal effects and their link to transposable element (TE) activity and gene expression in the resulting offspring.

Among the sperm-mediated sRNAs, micro- (mi-) and piwi-interacting (pi-) RNAs are known to exhibit differential expression in sperm and may contribute to non-genetic inheritance (Immler 2018; Rando 2016). In adult male Norway rats *Rattus norvegicus* for example, heat stress altered gene expression as well as miRNA expression in spermatocytes and spermatids (Yadav et al. 2018), and in zebrafish *Danio rerio*, thermal stress affected the miRNA profile in testes (van Gelderen et al. 2022). MiRNA and piRNA profiles in sperm of male house mice *Mus musculus* exposed to trauma as juveniles differed from the profiles in sperm of control mice, and these differences in sRNA expression were directly linked to changes in the behaviour of the resulting offspring (Gapp et al. 2020). Finally, long-term exposure to different sex ratios and diets in selection lines of the fruit fly *Drosophila melanogaster* led to differences in sperm miRNA profiles between the different lines (Hotzy et al. 2021).

However, sRNAs also have a key role in gene regulation and DNA maintenance and repair in the animal germ line (Bartel 2004; Godden and Immler 2023; Houwing et al. 2007). MiRNAs post-transcriptionally regulate gene expression through complementary seed region binding of the mature miRNA and the 3’ untranslated region of a mRNA; one miRNA can regulate many hundreds of genes, and as a result can fine-tune gene expression (Agarwal et al. 2015; Bartel 2004; Thatcher et al. 2008). PiRNAs are involved in protecting the genome, particularly the germline genome from invasive TEs (Chang et al. 2022; Houwing et al. 2007). DNA transposons are the most abundant TEs in the zebrafish genome and contribute to the epigenetic state of the genome (Chang et al. 2022). Many DNA transposons exhibit testes-specific expression in zebrafish suggesting they may have tissue-specific regulatory functions (Lee et al. 2022). Long Terminal Repeat (LTR) elements are enriched very early in zebrafish embryo development during post-zygotic genome activation, and DNA TEs are expressed in later development (Chang et al. 2022). The enrichment for piRNAs complementary to LTR elements at these early stages of embryo development may therefore offer protection to the developing zebrafish germline in changing environments (Chang et al. 2022; Houwing et al. 2007).

While environmental factors such as temperature, diet and toxins are directly interacting with physiological processes (Barrionuevo and Burggren 1999; Ton et al. 2003), the effects of the social environment on individuals is more complex. A common response to competitive social interactions is stress, which can potentially cause diseases in the individuals directly exposed to it (Garratt et al. 2016; McEwen and Stellar 1993) and can affect the next generation (Franklin et al. 2010; Kan et al. 2016; Weiss et al. 2011; Zaidan et al. 2013). In fact, stressful environments lead to higher cortisol levels and in extreme cases death in subordinate zebrafish, as zebrafish act aggressively and will establish dominance if kept in pairs (Dahlbom et al. 2011). As a consequence, social interactions and social hierarchy among males during competition for access to females are known to affect ejaculate and sperm traits in a wide variety of species (Fitzpatrick and Lupold 2014), and dominant males produce more sperm compared to subordinate males (Filby et al. 2010). Stress experienced by males may also carry over into the following generations, potentially through the transmission of sRNAs in sperm. In male zebrafish for example, stress induced by an alarm cue prior to mating led to differential expression in sRNA profiles in sperm, where 12 out of 213 mature miRNAs, 6 out of a 569 piRNA clusters (all enriched), and 12 out of 55 tsRNA clusters showed differential expression (Ord et al. 2020). In addition, offspring of these stressed males exhibited altered stress responses, and increased thigmotaxis. We previously showed that the intensity of male-male competition experienced by fathers prior to siring offspring affects offspring performance, with males under high competition siring faster hatching offspring with lower survival rates (Zajitschek et al. 2014). Similarly, the social status of zebrafish males immediately before fertilisation affected offspring activity, and changes in social hierarchy had the strongest effects where males shifting from dominant to subordinate seemed to be experiencing the biggest change (Zajitschek et al. 2017). The mechanisms of these observed effects on offspring phenotype are currently not known.

The aim of our study was to understand how variation in the paternal social environment may affect sRNA profiles in sperm and whether these are linked to gene expression and TE activity during early embryo development in the resulting offspring. We exposed male zebrafish to an experimental setup where males were either kept in company of one male and one female (high competition) or in the company of two females (low competition). In a first experiment, we exposed each male to both treatments in random order for 2 weeks each and collected a total of two sperm samples, one at the end of each period. We conducted sRNA sequencing with a focus on mi- and piRNAs on the sperm samples and mRNA sequencing on the embryos to identify differentially expressed genes and TEs. In a second experiment, we exposed males to one of the two treatments for 2 weeks only, and performed in vitro fertilisations (IVF) at the end using a split-clutch design to control for maternal effects. We collected embryos at 24 h post-fertilisation, a key stage in early embryo development with highly synchronised expression patterns (Mathavan et al. 2005), for whole transcriptome analyses. Subsequently, we were able to link differentially expressed sRNAs in sperm with differential expression of putative target genes and TEs in the offspring using newly developed bioinformatic tools.

## Materials and methods

All fish used in the experiment were adult male and female zebrafish from the AB wild-type strain obtained from ZIRC and bred under a carefully designed outbreeding regime for one generation in the SciLifeLab zebrafish facility at Uppsala University. The fish were raised to sexual maturity and kept under standard laboratory conditions at a temperature of 28 °C and a 12:12 h light-dark cycle. The fish were fed ad libitum three times per day with live *Artemia* (ZM Systems, UK) and dry food (Medium granular, ZM Systems, UK). The Swedish ethical standards were followed, and all experimental protocols were approved by the Swedish Board of Agriculture (Jordbruksverket, approval no. C 3/15).

### Experimental set up for sperm sample collection

To collect sperm samples for sRNA-sequencing, males were exposed to one of two different treatments as described above and in (Zajitschek et al. 2014): (1) a high risk of sperm competition treatment (hereafter referred to as High) where two males were kept with one female, or (2) a low risk of sperm competition treatment (Low) where one male was kept with two females in 3 L tanks. In zebrafish, both males and females compete for spawning and both sexes can be dominant (Spence et al. 2008). As larger fish tend to dominate smaller ones, we were careful to select fish with similar sizes for the experiment. To reduce stress exposure for experimental fish kept in such small groups, artificial aquaria plants were added to the tanks, providing sheltering and hiding space. The exposure duration corresponds to the time necessary for the completion of two spermatogenic cycles (Leal et al. 2009) and allows for any non-genetic signals to be potentially incorporated into newly produced mature sperm (Dias and Ressler 2014; Rodgers et al. 2013).

Sperm samples were collected under anaesthesia (see Supplementary Information for details) from each male at two time points resulting in samples from High1 (High exposure first), Low2 (Low exposure second), Low1 (Low exposure first) and High2 (High exposure second) (see Fig. 1A–D for schematic of experimental set up). Each treatment lasted for 2 weeks before sperm were collected. We conducted pairwise comparisons of Low treatments only (Low1.Low2), High treatment only (High2.High1) and between Low and High (Low2.High1, Low1.High1, High2.Low1, High2.Low2).

**Fig. 1:**
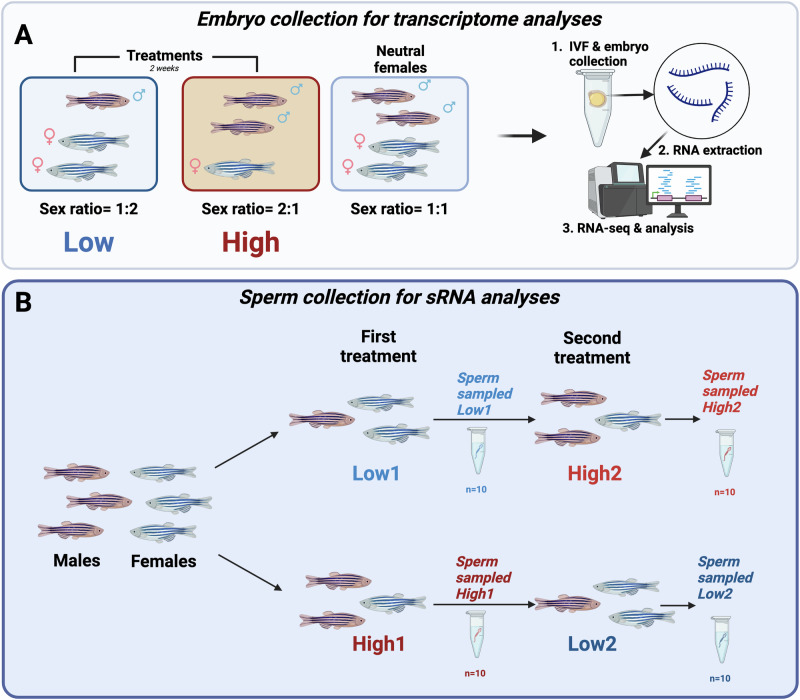
Overview of embryonic and sperm sampling in experiments. **A** Schematic of the embryonic transcriptome fish set-up, with competition environments highlighted and data acquisition in for RNA-seq experiment. **B** Schematic of the male competition environments in each treatment group for sperm sRNA sequencing experiment, namely a High competition treatment (two males and one female) and a Low competition treatment (one male and two females). All males were exposed to both treatments in randomised order with half starting High followed by Low and the other half vice versa. 1 indicates first treatment and 2 indicates second treatment. Sperm samples were collected after each treatment round for sequencing. We used *n* = 10 males in each group resulting in a total of 40 sperm samples at the two time points. Red fish are male zebrafish, and blue fish are female zebrafish.

### Sperm phenotypic data analysis

Statistical analyses of the treatment effects on sperm traits were analysed using the package *lme4* (Bates et al. 2015) for the statistical software R (see Supplementary Materials for details).

### RNA extraction, library preparation and sequencing for sperm sRNA analyses

RNA was extracted from individual sperm samples as described in Supplementary Materials. Library preparation for sRNA from sperm samples was done using the New England BioLabs kit NEBNext^®^ Multiplex Small RNA Library Prep Set for Illumina^®^ Set 1 and 2 (NEB #E7300 and NEB #E7580). The provided guidelines of NEB were followed for small sample preparation until step 15, the performing of PCR Amplification. Eight individual sperm samples were sequenced per lane on Illumina HiSeq2500 with 50 bp single-end kit resulting in an average read depth of 23 million reads per sample. Samples were combined to account for lane bias and excluding index-primer repeats. The raw sRNAseq datafiles are available on GEO here: GSE248535. Isolation of sRNA’s and quality checks can be seen in Supplementary Fig. S3 at the sequencing platform of SciLifeLab at Uppsala University.

### Experimental set-up for embryo sample collection

In this experiment, males were only exposed to one of the two different for 2 weeks, and no second treatment followed. After the 2 weeks of exposure to treatments, the sperm of experimental males were collected and used for in vitro fertilisation (IVF) procedures as described in Supplementary Material. Females used for IVFs came from separate tanks and were not exposed to any experimental treatments but kept in a 1:1 sex ratio in 3 L tanks and a density of 12 fish per tanks. These females will be referred to as neutral or control females. Embryos were collected at 24 h post-fertilisation (hpf), a key stage in early embryo development with highly synchronised expression patterns (Mathavan et al. 2005), for whole transcriptome sequencing.

### Library preparation and sequencing for embryo transcriptome analyses

RNA extraction from embryos was performed as described in Supplementary Materials. Prior to library preparation, ribosomal RNAs were depleted by using the Ribosomal RNA Depletion kit (Ambion, A1083708) following the manufacturer’s protocol. cDNA libraries were prepared from RNA samples using the NEBNext Ultra Directional RNA Library Prep Kit (Illumina compatible, NEB, #E7420L following the kit protocol, generating 125 bp paired end reads. The RNA and cDNA libraries were prepared as described above from four individual embryos from each of the 20 sub-clutches and sequenced using Illumina HiSeq 2500 Systems. The raw RNA-seq data from embryos has been deposited at European nucleotide archive accession: PRJEB66218. There was an average read depth of 15 million reads per sample. The samples were sequenced at the sequencing platform of SciLifeLab at Uppsala University.

### Bioinformatic analyses

#### Sperm sRNA analyses

Small RNA reads were converted from FASTQ to FASTA format using *seqkit* v0.15.0 (Shen et al. 2016), and then processed to trim sequencing adaptors using a custom Perl script (Fowler et al. 2019, Supplementary Material) recognising the first eight bases of the adaptor sequence (‘AGATCGGAAGAGC’).

For miRNA analyses, the trimmed reads were aligned to miRBase (v22.0) mature zebrafish miRNA sequences using *PatMaN* v1.2.2, (Prufer et al. 2008), (parameters -e 0 -g 0). A Perl script (Fowler et al. 2019, Supplementary Material) was used to parse the alignment files into a count table for each sample, which were then collated to generate an aligned read count table across all samples. *DESeq2* (Love et al. 2014) was used for normalisation of counts between samples and with treatment as the sole fixed effect to examine the effects of social stress. Adaptors for sequencing identified from FastQC reports and TrimGalore v0.6.5 were standard Illumina adaptor: AGATCGGAAGAGC.

For piRNA analyses, the trimmed reads were aligned to the piRNA reference using *PatMaN* (Prufer et al. 2008), (parameters -e 0 -g 0). A Perl script (Fowler et al. 2019, Supplementary Material) was used to parse the alignment files into a count table for each sample, which were collated to generate an aligned read count table across all samples. *DESeq2* (Love et al. 2014) was used for normalisation of counts between samples and calling differentially expressed piRNA clusters with treatment as the sole fixed effect to examine the effects of social stress. Heatmaps of log^2^ fold change for differential expression of miRNAs and piRNAs were generated using the heatmap package version 1.0.12 in R Studio (Kolde 2012).

### Differential gene expression analyses in embryos

We sequenced a total of 80 embryos with four embryos per sub-clutch from a total of 20 sub-clutches from ten males (five per treatment) and ten females. The analysis of the RNA-sequencing data was conducted following (Conesa et al. 2016). Quality control was assessed using FastQC v0.11.6 (Andrews 2010). Reads were mapped against the zebrafish reference genome version (Genome Reference Consortium 2017) and counted at the gene level using STAR v2.5.3a (Dobin et al. 2013). Differential gene expression was analysed with the R package *DESeq2* v1.34.0 (Love et al. 2014) with treatment and female ID as fixed effect. We used R packages *EnhancedVolcano* v1.12.0 for plotting volcano plots (Blighe et al. 2021). ShinyGO v0.77 was used for GO terms analysis with a custom specified background list of all genes expressed with a *p* value in the *DESeq2* output results.

### Sperm piRNA analysis

Zebrafish GRCz11 piRNA clusters were downloaded from piRNA Cluster Database (Rosenkranz 2016) in bed format and GRCz11 reference assembly genome was downloaded from NCBI Genomes (https://www.ncbi.nlm.nih.gov/datasets/genomes/?txid=7955). A total of 532 piRNA cluster loci were extracted from the reference assembly genome using the genomic coordinates of the piRNA clusters in the .bed file using the *bedtools* (v2.29.2) function *getfasta*, producing the reference sequence for piRNA clusters. PiRNA loci not found in the NCBI reference assembly (e.g. loci in scaffolds/contigs) were not included.

### De novo sperm piRNA cluster generation

Small RNAs were adaptor trimmed using *trimgalore!* (v 0.6.6, --stringency 8), (Krueger 2019), with cutadapt v1.18 (Martin 2011). Trimmed sRNAs were then converted from fastq to fasta format using seqkit fq2fa (v0.15.0) (2) all sequencing files where concatenated into a single processed sRNAs fasta file for piRNA cluster prediction. To identify additional piRNA clusters not found in the piRNA cluster database, we ran the *proTRAC* pipeline v 2.4.4 on the fasta file of piRNAs generated as described above (Rosenkranz and Zischler 2012). All sequencing files where concatenated into a single processed sRNAs fasta file for piRNA cluster prediction. In brief, the script TBr2_collapse and TBr2_duster was used to remove redundant and low-complexity sequences from the processed sRNAs. sRNAs were then mapped using the perl script *sRNAmapper* v1.0.5 (Roovers et al. 2015), to the *Danio rerio* genome GRCz11. The resulting map file was then processed with the Perl script proTRAC_2.4.4 to predict piRNA clusters. In total, we discovered 902 new piRNA clusters concatened with the existing 532 piRNAs from the reference genome, to generate a new piRNA reference with 1434 piRNA clusters in total. Locus identifiers within the expression tables and results table starting with NC_are previously identified clusters, all others are de novo identified with proTRAC. PiRNA loci located on unplaced scaffolds/contigs were not included.

The resulting fasta file containing piRNA clusters was concatenated with the existing piRNA database and used as the set of piRNA reference sequences called from this point onwards the ‘piRNA reference’ (1434 piRNA clusters in total). Locus identifiers within the expression tables and results table starting with NC_ are clusters from the existing database, all others are de novo identified with *proTRAC*.

### Differential expression of embryo TEs

To identify differentially expressed TE families between the embryos of High and Low competition males, we used TEtranscripts v2.2.3 on the transcriptome data (Jin et al. 2015). The TEtranscripts pipeline was run using -g GRCz11 genome settings. Strandedness of our RNA-seq data was checked with MultiQC report (Ewels et al. 2016). TEtranscripts was executed with the following settings: *sorted_bam_files.bam --GTF Danio_rerio.GRCz11.107.gtf --TE GRCz11_Ensembl_rmsk_TE.gtf --mode multi --project projectname --minread 1 -i 100 --padj 0.05 --outdir results*.

### Sperm miRNA target gene analysis

For sensitivity, statistical confidence of miRNA-target gene associations in the 3’ untranslated region (UTR) of mRNAs by miRNAs, miRanda v3.3a pipeline was used with default settings (John et al. 2004). MiRanda was run with fasta file of mature zebrafish miRNAs and 3’ UTRs to scan and generate scored putative matches in the output. Full scripts and files can be accessed here: https://github.com/alicegodden/paternalsocstress/tree/main/miRanda. Zebrafish UTRs were obtained from TargetScan (Agarwal et al. 2015) and the mature miRNA fasta file was obtained from miRbase (Griffiths-Jones et al. 2006). The *ShinyGO* web-tool v0.77 was used for GO terms analyses on target genes (Ge et al. 2020). The background list of genes for sperm was taken from published scRNAseq datasets (Qian et al. 2022) and was limited to genes known to be expressed in sperm. To find and identify piRNAs in the differentially expressed clusters, the genomic regions were searched with piRBase (Wang et al. 2019).

To test for a link between sperm piRNAs and embryo TE, we used *FishPi*, a Python-based (*Python* v3.11) piRNA-TE complementarity analysis tool (Godden et al. 2025). *FishPi* works by matching piRNA seed regions specified by user (1–10 bp for 5’ end of mature piRNA for teleost) as input, and TE matches are identfied in a reference fasta file containing a list of all known TE sequences.

To link gene expression and TE expression in the embryo dataset, we developed Fish Transposable Element Analyser (*FishTEA*). We compared overlapping significantly differentially expressed genes and significantly differentially expressed TE loci using the DanRer11/GRCz11 reference genome. All scripts were written in Python v3.11. *FishTEA* works in five key steps that are ran individually: step 1: addition of TE loci co-ordinates, 2. Matching overlapping genes and TEs, 3. Generation of a chromosomal plot, 4-5—plotting bar charts at TE family / class level count data. 4. Hypergeometric testing for enriched overlapping regions of TEs and genes in the genic region of the genome. The aim was to visualise any overlaps between significantly differentially expressed genes and significantly differentially expressed TEs and to identify particularly active regions in the genome. *FishTEA* can be easily adapted to other organisms and can be found on Github: https://github.com/alicegodden/FishTEA/.

All scripts used in this project can be found here unless otherwise specified: https://github.com/alicegodden/paternalsocstress/.

## Results

### Phenotypic sperm traits

To test for the effect of competition environment on sperm traits, we compared velocity parameters of sperm between High and Low males. We found a significant difference in VCL (curvilinear velocity) in sperm between males from the High (HighDom and HighSub Supplementary Fig. 1), and the Low competition (LowDom and LowSub Supplementary Fig. 1) treatments where Low competition males produced faster sperm than High competition males. Statistical parameters came from a linear mixed model (REML) with an Analysis of Deviance (Type III Wald chi-square tests, Treatment:Time *p* = 0.0315359, social status: Treatment:Time:Status *p* = 0.0009481 (see Supplementary Fig. S1 and Supplementary Table S1 for VCL and full statistical analyses).

### Differential expression of sperm miRNAs

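Sperm was taken from individual zebrafish males after each treatment of 2 weeks, in tanks of 2 males and 1 female (High) or 1 male and 2 females (Low). Males of the Low-first line gave Low1 and then High2 samples, and males of the High-first line gave High1 and then Low2 samples. The authors aligned the trimmed reads to the mature zebrafish miRNAs of miRBase with PatMaN, allowing no mismatch and no gap, and counted the reads of each miRNA. The deposited miRNA table holds 346 miRNAs in 39 of the 40 sperm samples, with 10 samples each for High1, High2 and Low1 and 9 for Low2. Its values are log2 of the authors' read count divided by a library size factor, plus 4. The reads recovered from these values equalled the counts of Supplementary File S5 in 13494 of 13494 values. Total miRNA reads ranged from 742784 to 5600401 in High1 (median 1182396), from 948655 to 6071817 in High2 (median 3152946), from 79435 to 8447142 in Low1 (median 2641870.5) and from 133035 to 5303390 in Low2 (median 2218558). The 10 most abundant miRNAs took a median of 77.3% of the reads of a library. By library number, each of the 5 sequencing pools held 2 libraries of every group, except that pool 2 held 1 library of Low2. The sample titles place 6 of the 39 libraries in another pool, so the pools are uncertain. Samples were grouped by the metadata in the paper's supplementary files, because the treatment labels in the public record name another group for most second-treatment samples. The groups were compared in 1 limma fit to the deposited log2 values, with a trend of variance on mean abundance and treatment as the sole factor. Its two-sided p-values were adjusted by the Benjamini-Hochberg method over the 346 miRNAs of a comparison, with a threshold of 0.05. Each fold change is on the log2 (normalised reads + 4) scale, which understates the change of miRNAs with few reads.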

We compared the miRNA profiles of males exposed to both High and Low treatments. In a first step, a principal component analysis across all samples including treatment and the unique Male ID assigned to every male at the start of the experiment showed a substantial effect of male ID on sperm miRNA profiles (Fig. 2A). Nevertheless, we identified a total of seven significantly differentially expressed miRNAs across the pairwise comparisons between the four treatment groups (Fig. 2B), one of which was found in the High2.Low1 comparison (*dre-miR-10b-5p*). This miRNA and the other 6: *dre-miR-129-5p*, *dre-miR-184*, *dre-miR-181a-5-3p*, *dre-miR-183-5p*, *dre-miR-193b-5p*, *dre-miR-10b-5p*, *dre-miR-200a-5p* were all significantly differentially expressed in the High2.Low2 pairwise comparison. 

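In a principal component analysis of the 39 miRNA libraries, PC1 held 20.3% and PC2 15.3% of the variance. The mean PC1 score was -0.249 ± 7.50 (SD, n = 19) in Low samples and 0.237 ± 5.19 (SD, n = 20) in High samples. The difference of -0.486 was smaller than the spread within either treatment (two-sided permutation test, p = 0.820). With the samples grouped by the labels of the public record, the alternative that moved it most, the difference was -3.71 (two-sided permutation test, p = 0.0652). Male ID was tested through the replicate numbers of the samples, on the assumption that same-numbered samples of one line come from the same male, which the paper does not state. Deviations of same-numbered samples of one line from their group means had a mean Pearson correlation of -0.00726 across miRNAs (19 pairs, one-sided permutation test of pairings within lines, p = 0.538). With Spearman's correlation the mean was 0.0164 (one-sided permutation test, p = 0.425), on the other side of 0. The correlations are across miRNAs, which are not independent replicates.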

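In High2 against Low1, limma called 0 of the 346 miRNAs at an adjusted p under 0.05, and 20 had an unadjusted p under 0.05, 16 of them higher in High2. The miRNA dre-miR-10b-5p had 5276 ± 1005 normalised reads (SD, n = 10) in High2 and 5191 ± 1293 (SD, n = 10) in Low1. Its log2 fold change was 0.04 (standard error 0.54, limma adjusted p = 1). Over the 10 settings chosen before the data were examined, the log2 fold change ran from -0.000241 to 0.98. The lowest value came with only the libraries of at least 500000 miRNA reads. The smallest limma adjusted p among these settings was 0.905. High2 and Low1 are samples of the same males, so the replicate number was also fitted as a block. The block left the count at 0, with 17 miRNAs at an unadjusted p under 0.05. Same-numbered samples of these groups were no more alike than samples paired at random (mean correlation -0.0912, 10 pairs, one-sided permutation test, p = 0.888).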

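In High2 against Low2, limma called 0 miRNAs, and 14 had an unadjusted p under 0.05. The log2 fold changes of the 7 miRNAs lay between -1.37 and -0.76, each lower in High2, with limma adjusted p = 0.983 for all 7. The largest was that of dre-miR-183-5p, with 1051 ± 340 normalised reads (SD, n = 10) in High2 and 9883 ± 17863 (SD, n = 9) in Low2, a log2 fold change of -1.37 (standard error 0.62). The smallest unadjusted p was that of dre-miR-184 (limma, p = 0.0190), whose log2 fold change was -1.29 (standard error 0.53). The other log2 fold changes were -0.95 for dre-miR-129-5p, -0.76 for dre-miR-181a-5-3p, -1.35 for dre-miR-193b-5p, -1.01 for dre-miR-10b-5p and -1.12 for dre-miR-200a-5p. The spread within Low2 was larger than these differences. The median of dre-miR-10b-5p was 5065 normalised reads in High2 and 5046 in Low2, whereas its mean in Low2 was 30598 ± 50574 (SD, n = 9). A negative binomial model of the recovered reads, added after the data were seen, moved the count most. It called 12 miRNAs, all lower in High2, and these included all 7. Its adjusted p for the 7 ranged from 0.000127 for dre-miR-183-5p to 0.0241 for dre-miR-200a-5p, with log2 fold changes from -3.23 to -1.59. With the samples grouped by the labels of the public record, limma gave the 7 log2 fold changes of the other sign, from 0.72 to 1.31 (adjusted p = 0.945). From the differentially expressed miRNAs and their known roles, the paper proposes that stress in the High competition environment affects immune, cardiac and developmental pathways.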

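Limma called 0 miRNAs in High1 against Low1, High1 against Low2, High2 against High1 and Low2 against Low1, where 11, 3, 22 and 22 miRNAs had an unadjusted p under 0.05. High1 and Low2 are samples of the same males, and a block for the replicate number left that count at 0, with 18 miRNAs at an unadjusted p under 0.05. Their same-numbered samples had a mean correlation of 0.0860 (9 pairs, one-sided exact permutation test, p = 0.211). In a fit of only High2 and High1, limma called 9 miRNAs, all with the same log2 fold change of 0.74 because they share the same values in every library. One of the 9 is dre-miR-430a-11-5p, which is named here after its values were seen. With only the libraries of at least 500000 miRNA reads, limma called 10 miRNAs in High2 against High1, all higher in High2, which are these 9 and dre-miR-430b-5p, likewise named after its values were seen, and so stand for 2 measurements. With the negative binomial model, 14 miRNAs were called in Low2 against Low1, all higher in Low2.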

No significantly differentially expressed miRNAs were found in any other pairwise comparison.

**Fig. 2:**
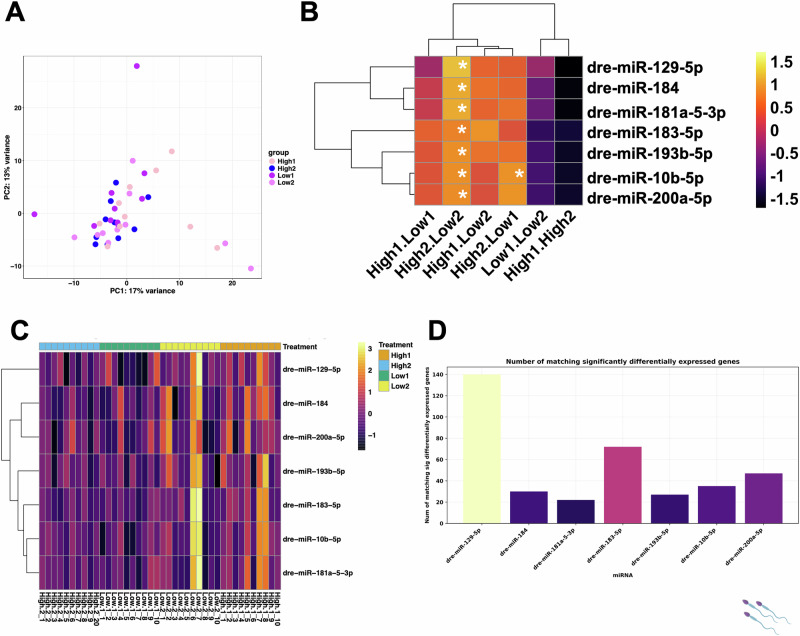
Differential expression of miRNAs in sperm of males exposed to High and Low male-male competition environments. **A** Principal component analysis showing variation across all samples used in the miRNA differential expression analysis. **B** Heatmap with dendrogram clustering showing all statistically significantly differentially expressed miRNAs log^2^ fold change (*p* = <0.05 denoted by *). Colour key reflects miRNA expression level, and shows general trend of miRNA expression. Not all miRNAs were significantly differentially expressed across all groups. **C** Heatmap of normalised counts (log^2^ CPM), from DESeq2 output of sRNA-seq data on miRNAs across all samples, grouped by treatment. **D** Number of matching significantly differentially expressed genes that targeted a significantly differentially expressed miRNA. 515 genes targeted the miRNAs.

When looking at log_2_ transformed counts per million (CPM) *Z*-scores of significantly differentially expressed miRNAs across all samples (Fig. 2C), miRNA expression showed minimal variance across samples, with Low2_6 and Low2_7 showing higher expression for all miRNAs. 

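The Z-scores of the 7 miRNAs were taken across the 39 libraries on the deposited log2 values and averaged per library. The mean Z-score was 2.97 in Low2_7, 2.39 in Low2_6, 1.97 in High1_7 and 1.87 in High1_8, and no other library was above 0.872. All 4 of these libraries are in pool 5, whether pools are taken by library number or by title. Within pool 5 by library number the mean was 2.68 in Low2, 1.92 in High1, -0.120 in Low1 and -0.416 in High2 (n = 2 libraries each). The difference between High2 and Low2 was 0.131, -0.125, 0.0228 and -0.738 in pools 1 to 4 and -3.10 in pool 5, so it did not hold in every pool. Each pool holds too few libraries per group for a test within it.

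**Figure D1:**
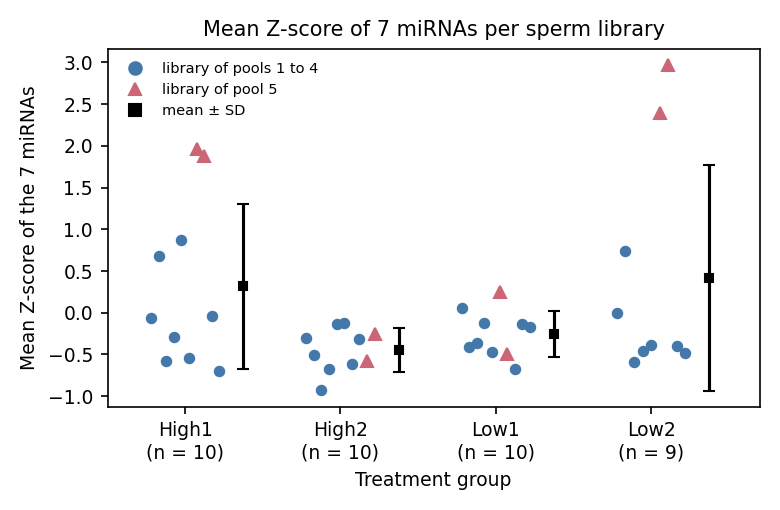
Mean Z-score of the 7 miRNAs in each sperm library, by treatment group, with triangles for libraries of pool 5 and squares with bars for the group mean ± SD. The highest libraries are Low2_7 at 2.97 and Low2_6 at 2.39, followed by High1_7 at 1.97 and High1_8 at 1.87.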

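Averaged by group, the mean Z-score of the 7 miRNAs was -0.44 ± 0.26 in High2 (SD, n = 10), -0.25 ± 0.28 in Low1 (SD, n = 10), 0.32 ± 0.99 in High1 (SD, n = 10) and 0.42 ± 1.35 in Low2 (SD, n = 9). Low1 differed from the rest by -0.341 (two-sided permutation test, p = 0.317) and High1 by 0.429 (two-sided permutation test, p = 0.196), both within the spread between libraries. On log2 CPM with a pseudocount of 1, the alternative that moved the Low1 difference most, they were -0.488 (p = 0.125) and 0.440 (p = 0.168) by the same permutation test. The High1 difference moved most with the labels of the public record, to 0.417 (permutation p = 0.212). With that scale the group means were -0.363 in Low1 and -0.308 in High2.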

Low1 samples appeared to show the lowest expression of miRNAs, whereas High1 showing the highest expression of miRNAs. Following high social stress environments the miRNA dre-miR-129-5p targets 140 significantly differentially expressed genes in the embryonic transcriptome dataset (Fig. 2D).

### Differential expression of sperm piRNA clusters

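The authors aligned the trimmed reads with PatMaN, with no mismatch and no gap, to 532 clusters of the piRNA Cluster Database and 902 clusters predicted by proTRAC on GRCz11, and counted the reads of each cluster. The deposited piRNA table holds 24 sperm samples, 6 per treatment group, and its values are log2 on the same scale as those of the miRNAs. Cluster reads ranged from 17047635 to 56435023 in High1 (median 27041702), from 23530143 to 44501520 in High2 (median 35289056), from 26806298 to 42483801 in Low1 (median 31170238) and from 5983071 to 38109310 in Low2 (median 25462928). The median over all 24 libraries, 31170238, is above the average read depth per sample that the paper gives. A read that aligns to several clusters may have been counted in each, so these totals need not be numbers of separate reads. The 10 most abundant clusters took a median of 79.0% of the reads of a library. By library number, the sequencing pools held 4 to 6 of these libraries each, with as many High as Low libraries in every pool. The single groups were not balanced, since pool 3 held 2 libraries each of High1 and Low2 and 0 of High2 and Low1. Pool thus cannot be fully told apart from group where High2 or Low1 is compared with High1 or Low2. The sample titles place 2 of the 24 libraries in another pool, so this balance is uncertain. The same limma model as for the miRNAs was fitted, with adjustment over the 1434 clusters of a comparison.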

We compared the piRNA profiles of males exposed to both High and Low treatments. A principal component analysis of piRNAs showed clear clustering by Male ID and some clustering by treatment groups on PC1, with Low competition treatments clustering with some degree of separation from the High competition treatments (Fig. 3A). 

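PC1 of the 24 piRNA libraries held 29.7% of the variance and PC2 10.5%. The PC1 score was 2.81 ± 9.41 (SD, n = 12) in Low samples and -2.81 ± 9.10 (SD, n = 12) in High samples. The difference of 5.61 was smaller than the spread within either treatment (two-sided permutation test, p = 0.161). The SD of High rests largely on High1_1 at 24.9, since the other High libraries ran from -8.33 to 0.447. Low ran from -13.7 in Low2_6 to 26.2 in Low2_3. The treatments were not compared without High1_1, so a separation of the other libraries is not excluded. The difference was -0.116 when the samples were grouped by the labels of the public record (two-sided permutation test, p = 0.978). Same-numbered samples of one line had a mean correlation of -0.0807 across clusters (7 pairs, one-sided exact permutation test, p = 0.722), where clusters are not independent replicates. The mean PC1 score by sequencing pool, taken by library number, was -2.26, 12.7, -1.01, 0.152 and -6.46 in pools 1 to 5 (permutation test of the pool means, p = 0.0181).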

We found a total of 1434 piRNA clusters in sperm, of which 532 were already known (Fig. 3B, C), and 902 were unknown de novo clusters from the *proTRAC* output. 

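The deposited table lists 1434 clusters, 532 under names of the piRNA Cluster Database and 902 under proTRAC names. Of these, 163 lie on alternative haplotypes of the assembly, and 71 share their values with another cluster in every library, which leaves 1398 distinct sets of values. The median length was 10.2 kb and the longest cluster was 299.9 kb. The deposited values equal those of Supplementary File S7 in 25656 of 25656 values, over the 1069 clusters that could be compared by name. Supplementary File S1 lists 58 clusters, 15 of them known, and 7 of the 58 have the same values as another cluster of the table.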

We observed a general increase in expression of piRNA clusters in sperm samples of all Low males (Low1 and Low2) compared to all High males (High1 and High2; Fig. 3C). However, we found significant differences when comparing the different treatments according to experimental order (High1 and High2 and Low1 and Low2). 

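The mean Z-score over the 58 clusters of Supplementary File S1 was higher by 0.515 in Low samples than in High samples (n = 12 each, two-sided permutation test, p = 0.0317). These clusters were chosen by the paper from the same samples, so the p-value does not stand apart from that choice. Over all 1434 clusters, the alternative that moved it most, the difference was 0.00736 (two-sided permutation test, p = 0.787), but the scaling of the libraries holds the mean over all clusters near 0, so this value does not count against the difference of the 58. With each library centred on its median it was 0.468 (two-sided permutation test, p = 0.0537). By single clusters, limma called 0 between High and Low at an adjusted p under 0.05, and 126 had an unadjusted p under 0.05, with 39 higher and 87 lower in High. With centred libraries, 114 had an unadjusted p under 0.05, 59 higher and 55 lower in High, so this imbalance depends on the scaling.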

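In High2 against Low1, 202 of the 1434 clusters had an unadjusted p under 0.05 by limma, 60 higher and 142 lower in High2. With centred libraries it was 201, 89 higher and 112 lower. Over all clusters, 740 were higher and 694 lower in High2, with a median log2 fold change of 0.01. Among the 58 clusters of Supplementary File S1, 12 were higher and 46 lower in High2, with a median log2 fold change of -0.63. At an unadjusted p under 0.05, there were 146 clusters in High2 against Low2, 117 in High2 against High1, 91 in High1 against Low1, 68 in Low2 against Low1 and 36 in High1 against Low2.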

The most significantly differentially expressed piRNA clusters were found when comparing sperm samples from High2 and Low1 males, piRNAs in this comparison were mostly downregulated in expression. The most upregulated piRNA cluster in this comparison was *NC_007123.7:14899002-14913024* and the most downregulated clusters included many unannotated piRNA clusters from *CHROM:14845000-14858022* to *CHROM:7007002-37018889*. 

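Cluster NC_007123.7:14899002-14913024 is 14.0 kb long and had 1818 ± 399 normalised reads (SD, n = 6) in High2 and 1276 ± 305 (SD, n = 6) in Low1. Its log2 fold change was 0.51 (standard error 0.16, limma adjusted p = 0.174), the 56th highest of 1434. The deposited names place the cluster at 14845000-14858022 on chromosome 16 and the one ending at 37018889 on chromosome 11. The chromosome 16 cluster, 16:14845000-14858022, had 3622 ± 317 normalised reads (SD, n = 6) in High2 and 4966 ± 829 (SD, n = 6) in Low1, a log2 fold change of -0.44 (standard error 0.11, limma adjusted p = 0.156). It was called by the negative binomial model, with a log2 fold change of -0.46 and an adjusted p of 0.00671. The chromosome 11 cluster had 1984 ± 261 normalised reads (SD, n = 6) in High2 and 2595 ± 551 (SD, n = 6) in Low1, a log2 fold change of -0.37 (standard error 0.16, limma adjusted p = 0.290).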

A significant trend of downregulation of piRNA clusters was also observed in the comparison of groups Low1-High1, and High2-High1. 

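In High1 against Low1, 697 of the 1434 clusters were higher and 737 lower in High1, and at an unadjusted p under 0.05 by limma 38 were higher and 53 lower. In High2 against High1, 707 were higher and 727 lower in High2, and at the same threshold 55 were higher and 62 lower. With centred libraries, the clusters at an unadjusted p under 0.05 were 41 higher and 41 lower in High1 against Low1, and 79 higher and 44 lower in High2 against High1. Of the 58 clusters of Supplementary File S1, 45 were lower in High1 than in Low1 (median log2 fold change -0.32) and 50 were lower in High2 than in High1 (median log2 fold change -0.33).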

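Over the average of both High groups against both Low groups, 45 of the 58 clusters of Supplementary File S1 were lower in High, with a median log2 fold change of -0.30. Of all 1434 clusters, 729 were higher and 705 lower in High, with a median log2 fold change of 0.0035. Among the 58, 14 correlate above 0.99 with another of them across libraries and 7 lie on alternative haplotypes, so the 58 directions are not independent.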

The general pattern across these comparisons was the significant downregulation of piRNA clusters in sperm of males exposed to a High treatment (Fig. 3B).

**Fig. 3:**
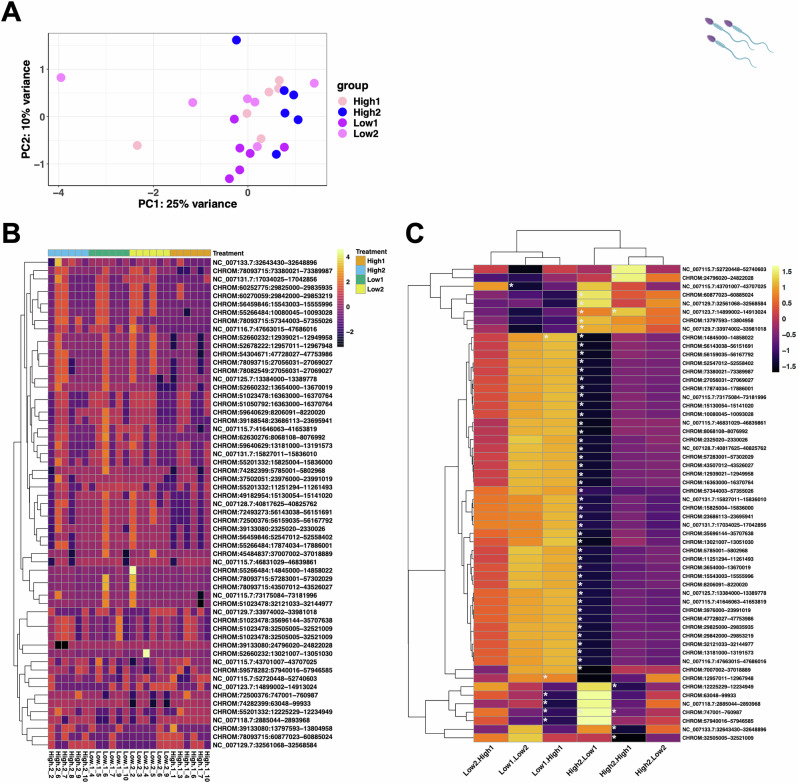
Differential expression of piRNAs in sperm of males exposed to High and Low male-male competition environments. **A** Principal component analysis showing variation across all samples used in the piRNA differential expression analysis. **B** Heatmap of normalised counts (log^2^ CPM) from DESeq2 output of sRNA-seq data on piRNAs across all samples, grouped by treatment. **C** Heatmap of all significantly DE piRNAs clusters log^2^ fold change (*p* = <0.05 are denoted by *) for pair-wise comparisons. Colour key shows piRNA expression level, and shows general trend of piRNA expression. PiRNA names are abbreviated (see Supplementary File S1 for full piRNA cluster loci names).

Significantly differentially expressed piRNA read counts that were log_2_ transformed CPM with *Z*-scores showed higher piRNA expression in the High2 group, and lower overall expression in the High1 group (Fig. 3B). 

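On the deposited log2 values, the mean Z-score over the 58 clusters was -0.530 ± 0.305 in High2, 0.0146 ± 0.608 in High1, 0.0503 ± 0.442 in Low2 and 0.465 ± 0.614 in Low1 (SD, n = 6 each). High2 differed from High1 by -0.544 (two-sided exact permutation test, p = 0.0476) and from Low2 by -0.580 (two-sided exact permutation test, p = 0.0216). The difference between High2 and Low1 was -0.994 (two-sided exact permutation test, p = 0.00866), and that between High1 and Low1 was -0.450 (two-sided exact permutation test, p = 0.221). The High1 mean includes High1_1 at 1.17, against -0.609 to 0.0354 in the other High1 libraries. The difference between High2 and High1 thus rests in part on that library, and it was not tested without it. The list was chosen on these samples. The paper's Z-scores are of log2 CPM, a scale not used for the clusters here.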

When looking for differential expression in piRNA clusters between treatments (Fig. 3C), we identified 45 differentially expressed piRNA clusters between samples from the same males in the comparison Low1.High2 (Fig. 3C, denoted by asterisks). 

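Limma called 0 clusters in High2 against Low1 at an adjusted p under 0.05, and the smallest adjusted p was 0.156. In a fit of only these groups, the alternative that moved it most, limma called 55 clusters, 22 higher and 33 lower in High2, and 17 of the 55 are in Supplementary File S1. The negative binomial model called 24 clusters, 5 higher and 19 lower in High2, of which 20 are in Supplementary File S1. The calls of these fits have 11 clusters in common. With the replicate number as a block for the male, limma called 0 clusters, and 107 had an unadjusted p under 0.05. Only 4 pairs of same-numbered samples were in the table, and their mean correlation was -0.180 (one-sided exact permutation test, p = 0.875). From the comparisons between the treatment groups, the paper proposes that the history and order of the competition environments affect several spermatogenic cycles.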

Of note, there were no significantly differentially expressed piRNAs for the Low2.High1 and High2.Low2 comparison of samples. However, we found six differentially expressed piRNAs (Fig. 3C) in the Low1.High1 comparison, five differentially expressed piRNA clusters in the High1.High2, and one differentially expressed piRNA in the Low1.Low2 comparison (Fig. 3C).

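The smallest limma adjusted p was 0.999 in High1 against Low2 and 0.400 in High2 against Low2, and 0 clusters were called in both, with 36 and 146 at an unadjusted p under 0.05. High1 and Low2 are samples of the same males. A block for the replicate number left 0 called there, with 143 clusters at an unadjusted p under 0.05. Their 3 same-numbered pairs had a mean correlation of 0.0518 (one-sided exact permutation test, p = 0.333).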

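By limma, 0 clusters were called in High1 against Low1, in High2 against High1 and in Low2 against Low1. The smallest adjusted p was 0.273 in the first, 0.403 in the second and 0.770 in the last of these comparisons. The negative binomial model called 6 clusters in High1 against Low1, 5 of them higher in High1, and 5 of the 6 are in Supplementary File S1. It called 8 in High2 against High1, 3 higher and 5 lower in High2, of which 7 are in Supplementary File S1. In Low2 against Low1 it called NC_007115.7:43701007-43707025, higher in Low2 by a log2 fold change of 2.26, which is in Supplementary File S1 and is named here after its values were seen. With the sequencing pool as a covariate, limma called 3:2960000-2969978 in High2 against High1, lower in High2 by a log2 fold change of -1.02 (adjusted p = 0.0397), and this name too was chosen after the values were seen.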

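The deposited name of cluster 1:57940016-57946585 gives chromosome 1 of GRCz11, from 57940016 to 57946585, and a length of 6.57 kb. It is a proTRAC cluster. Its reads per library ranged from 14.4 to 869 normalised reads, and it had 337 ± 292 (SD, n = 6) in High1, 108 ± 67.4 (SD, n = 6) in High2, 39.3 ± 26.1 (SD, n = 6) in Low1 and 215 ± 197 (SD, n = 6) in Low2.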

According to piRBase (Wang et al. 2019), piRNA cluster *CHROM: 57940016-57946585* is located on chromosome 1 and contains 125 known piRNA sequences within that cluster. This cluster was significantly downregulated in comparison Low1.High1. 

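Cluster 1:57940016-57946585 was higher in High1 than in Low1 by a log2 fold change of 2.65 (standard error 0.77, limma adjusted p = 0.605), the highest of the 1434 clusters. In the negative binomial model it was called, with a log2 fold change of 3.10 and an adjusted p of 0.0145. With a block for the replicate number, the log2 fold change was 3.51 (limma adjusted p = 0.0578). High1 and Low1 are samples of different males, so this block joined samples that are not paired. Only the 4 numbers found in both groups set its value.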

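The cluster NC_007115.7:52720448-52740603 spans 20.155 kb by its start and end. By length it ranks 167 of the 1434 clusters of the deposited table and 7 of the 58 clusters of Supplementary File S1, where the longest is 36.9 kb.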

The largest identified piRNA cluster is located on chromosome 4, *NC_007115.7:52720448-52740603* at 20.16 kb in size. It contains the sequences of 169 known piRNAs, and was significantly enriched in sperm from High competition males, showing the highest fold change in expression. 

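Cluster NC_007115.7:52720448-52740603 had 61931 ± 19439 normalised reads in High1, 244467 ± 224577 in High2, 131064 ± 73645 in Low1 and 131474 ± 89401 in Low2 (SD, n = 6 each). Between both High and both Low groups its log2 fold change was -0.10 (standard error 0.37, limma adjusted p = 0.937). With the male fitted as a block, it was 0.11. High2 exceeded High1 by a log2 fold change of 1.56, the 2nd highest of the 1434 clusters. The negative binomial model, chosen after the data were seen, called this difference and ranked it 1st (log2 fold change 1.98, adjusted p = 0.0285). Against Low1, High2 was higher by 0.64 (standard error 0.52, unadjusted p = 0.233 by limma), and High1 was lower than Low1 by a log2 fold change of -0.92. The spread among High2 libraries, from 45779 to 671688 normalised reads, overlapped that of every other group.

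**Figure D2:**
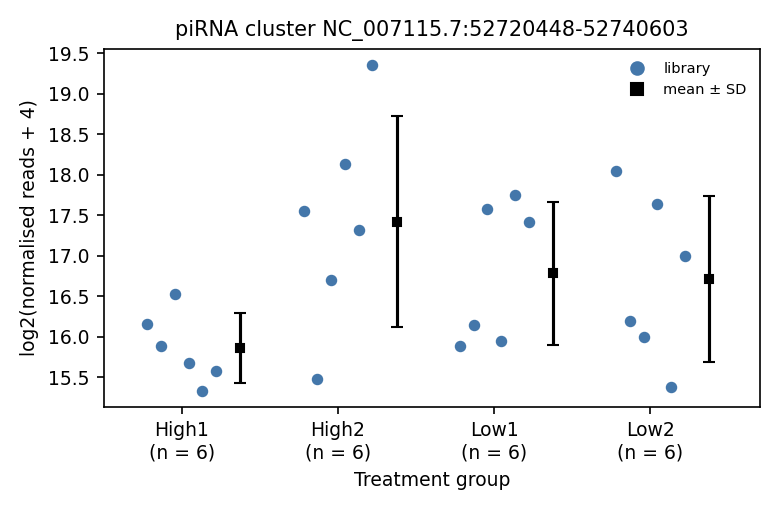
Normalised reads of piRNA cluster NC_007115.7:52720448-52740603 on the log2 (normalised reads + 4) scale in each sperm library, by treatment group, with squares and bars for the group mean ± SD. High1 has the lowest mean at 15.86 and High2 the highest at 17.42.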

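Cluster NC_007133.7:32643430-32648896 spans 5.47 kb and ranks 57 of the 58 clusters of Supplementary File S1 by length. No annotation of genes within it was used here.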

The *NC_007133.7:32643430-32648896* cluster is located on chromosome 22, is 5.4 kb in size and contains six known piRNA sequences, and three ncRNA genes: *BX640547.5*, *BX640547.4*, *BX640547.6*. This piRNA cluster was significantly downregulated in sperm from High competition males (High1 and High2) (Fig. 4B). 

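Cluster NC_007133.7:32643430-32648896 had 3299 ± 5522 normalised reads in High1, 582 ± 288 in High2, 843 ± 230 in Low1 and 1016 ± 442 in Low2 (SD, n = 6 each). Its log2 fold change between both High and both Low groups was 0.02 (standard error 0.40, limma adjusted p = 0.994). With a block for the male it was -0.024, with the labels of the public record 0.58 (limma adjusted p = 0.935) and with the negative binomial model, added after the data were seen, 0.58 (adjusted p = 0.590). High2 was lower than High1 by a log2 fold change of -1.47, the lowest of the 1434 clusters, and the negative binomial model called this difference (log2 fold change -2.50, adjusted p = 0.0285). High2 was also lower than Low2 by a log2 fold change of -0.79, the 16th lowest, and lower than Low1 by -0.64, the 73rd lowest. The High1 mean rests on a library with 14522 normalised reads, against a median of 1244 in that group.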

From the largest piRNA cluster, *NC_007115.7:52720448-52740603*, individual piRNAs were further analysed with *FishPi* to identify matching TE transcripts. As there were 169 piRNAs in this cluster, the first piRNAs of the three biggest subclusters were selected for analysis (Supplementary Fig. 5). The most significant and complementary class of TEs to *piR-dre-43599*, *piR-dre* -*7058* and *piR-dre*-*58396* were class I DNA transposons, with fewer complementary class II RNA retrotransposons (Supplementary Fig. 5). *piR-dre-43599* was complementary to 2080 TEs (1846 Class I and 234 Class II—Supplementary Fig. 5A), *piR-dre -7058* was complementary to 1160 TEs (874 Class I and 286 Class II—Supplementary Fig. 5B) and *piR-dre-58396* was complementary to 2483 TEs (1943 Class I, 540 Class II—Supplementary Fig. 5C).

**Fig. 4:**
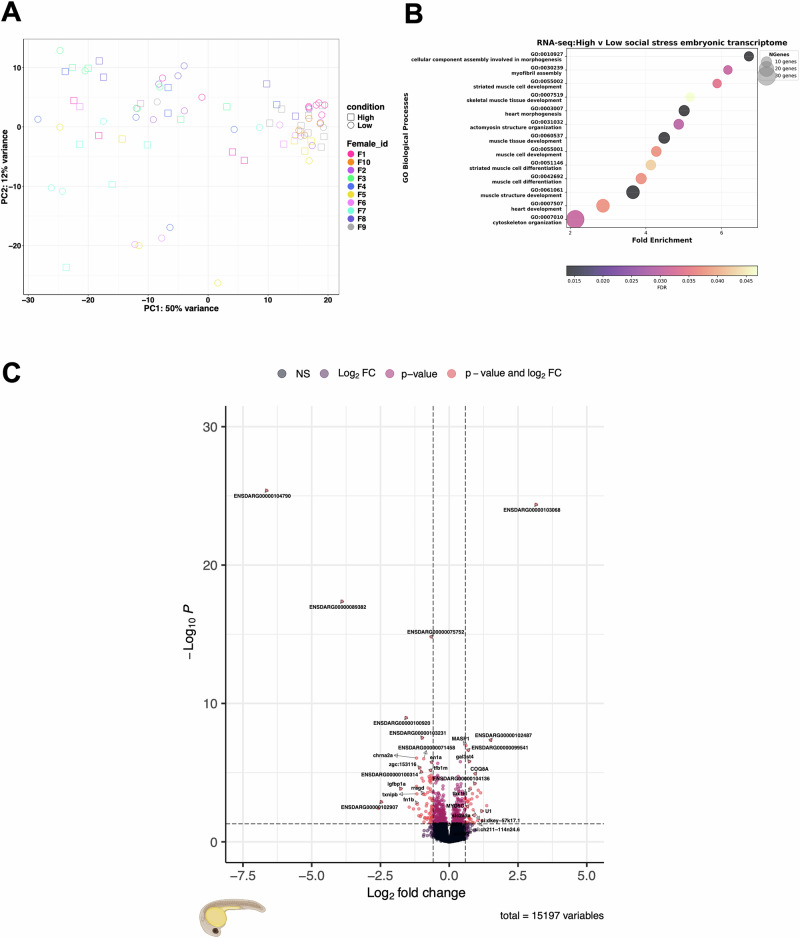
Differential expression of mRNAs in 24 hpf half-sibling embryos sired by males exposed to High and Low competition treatments. **A** Principal component analysis with treatment (Low versus High), and female ID as factors from DESeq2. **B** GO term analysis looking at biological processes for zebrafish using ShinyGO on all significantly differentially expressed genes (FDR cut-off was set to *p*_adj_ < 0.05) revealed a significant prediction to affect muscle development and differentiation. **C** Enhanced volcano plot of differentially expressed genes from DESeq2.

### Embryonic transcriptome analysis

#### Differential gene expression in 24hpf embryos

To assess an effect of the competition environment in fathers on offspring gene expression, we compared the transcriptome of embryos sired by either High or Low fathers in IVFs performed after 2 weeks of treatment. We identified a total of 612 differentially expressed genes with a *p*_adj_ < 0.05 between 24 hpf embryos sired by High and Low competition males (see Supplementary Files 3 and 4 for raw RNA-seq counts data and associated metadata). A principal component analysis showed negligible clustering of expression profiles by treatment groups or maternal effects (Fig. 4A). Of the differentially expressed genes, 358 were downregulated and 254 were upregulated in High competition embryos. *ENSDARG00000104790* was the most downregulated differentially expressed gene in High competition embryos (Fig. 4C) and *Metazoa_SRP* (*ENSDARG00000103068*) was the most upregulated differentially expressed gene (Fig. 4C). GO terms analyses on biological processes showed strong associations of these two gene groups with muscle development and differentiation (Fig. 4B). *ENSDARG00000104790* (*CABZ01045617*.1) is expressed in the vascular system in zebrafish embryos (Gurung et al. 2022). *Metazoa_SRP* (ENSDARG00000103068), which is approximately 300 bp long (cDNA) and is present in multiple copies (81 hits on Ensembl) in the zebrafish genome, with most copies located on chromosome 11. These are necessary components for co-translational protein targeting by the signal recognition particle (Bradshaw and Walter 2007; Keenan et al. 2001).

### Social stress impact on TE expression in the embryonic transcriptome

To test for an effect of the competition environment experienced by fathers on TE activity, we compared TE expression in embryos sired by either High or Low fathers in IVFs performed after 2 weeks of treatment. The embryo transcriptome data were analysed with the *TEtranscripts* pipeline (Jin et al. 2015) to profile differential expression of TEs at the family level (Fig. 5A). A principal component analysis of the TE data showed modest clustering of the samples according to the two treatments and female ID (Supplementary Fig. S4A). The most significantly differentially expressed TEs at family level were ERV, BEL and Gypsy TEs, which belong to the LTR class (Fig. 5A). The most abundant TEs were Class I DNA TEs (Supplementary Fig. S4B, C). We used *FishTEA* (Godden and Immler 2024) to test if TEs overlapped with genes that were differentially expressed and to reveal regions of the genome showing enrichment or downregulation of gene expression or TE activity. We found 343 (out of 612) significantly differentially expressed genes to overlap with 59 (out of 116) significantly differentially expressed TEs. We found that the majority of these TEs were Class I DNA TEs, as denoted by the orange dots, with a few Class II RNA retrotransposons, as denoted by the blue dots (Fig. 5B). Regions of highest enrichment for shared clustering of TEs and differentially expressed genes included the short arm of chromosome 4 and chromosome 23. Interestingly, the long arm of chromosome 4 showed little activity of significantly differentially expressed TE families and genes. Regions with significant enrichment of significantly differentially expressed genes and TEs in genic regions are highlighted in orange diamonds, we found 12 of 1898 regions where our genes and TEs overlapped were significant (*p* = < 0.05) (Fig. 5B).

**Fig. 5:**
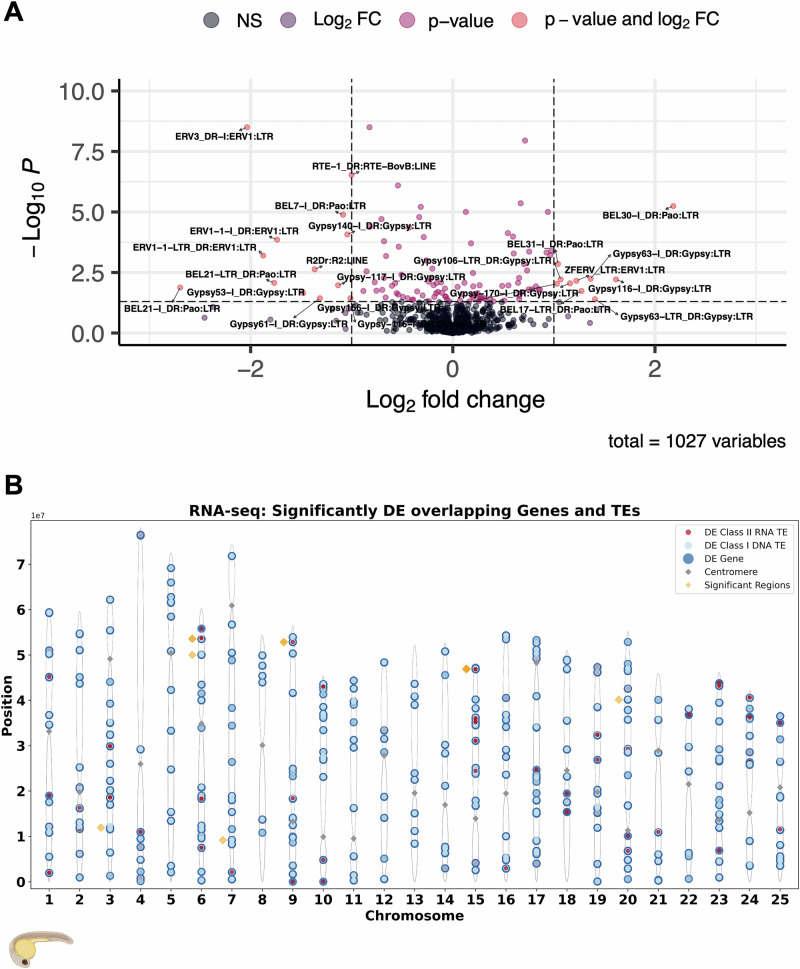
Differential expression of TE transcripts by class and family in embryos fathered by males from High versus Low competition environments. **A** Volcano plot of differentially expressed TEs by family from *DESeq2* analyses looking at impact of high social stress and factoring in female_id. **B** Chromosomal distribution of the significantly differentially expressed genes and TEs that overlap along each chromosome with enrichment testing. Differentially expressed genes (dark blue), Differentially expressed TEs Class I (red), Differentially expressed TEs Class II (light blue). Regions where the overlap of Differentially expressed genes and differentially expressed TEs in genic regions is statistically significant—are highlighted in orange diamonds. In total there are 12 significant regions of enrichment out of a possible 1898.

### Linking sperm sRNAs with DE genes in embryos

To link the significantly differentially expressed genes identified in the embryos, and the significantly differentially expressed miRNAs in the sperm, we used *miRanda*, which identifies the genes targeted by specific miRNAs by searching for complementary hits in the 3’ UTR. The number of genes that are targeted by specific miRNAs are referred to as hits: *dre-miR-129-5p* had 140 hits, *dre-miR-184* had 30 hits, *dre-miR-181a-5-3p* had 22 hits, *dre-miR-183-5p* had 72 hits, *dre-miR-193b-5p* had 27 hits, *dre-miR-10b-5p* had 35 hits and *dre-miR-200a-5p* had 47 hits (Fig. 3D). The 3’UTR’s predicted to be the top hit of the significantly differentially expressed miRNAs showed 515 (out of 612) of the significantly differentially expressed genes as predicted targets (Supplementary Fig. S2H). We performed GO terms analysis to examine potential affected biological processes and found enrichment for terms associated with muscle development terms (Supplementary Fig. S6).

We found 224 out of 612 significantly differentially expressed genes from our embryonic transcriptome data were targeted by the 7 significantly differentially expressed miRNAs from our sperm data, as predicted by miRanda (Supplementary Fig. S2A–G. In sperm from High2 males, the miRNA *dre-miR-129* was enriched (Fig. 2B) and was predicted to target significantly downregulated genes *ENSDARG00000075752* (*MYO18A*) and *ENSDARG00000103231* (novel gene) in the embryos (Supplementary Fig. 2G). A Fisher’s exact test to examine for enrichment of miRNA target genes in the differentially expressed genes from embryos, showed that the differentially genes targeted by sperm miRNAs were highly enriched over random (odds ratio = 129.26; *p* = 2 × 10^−16^).

## Discussion

Variation in male-male competition not only affected sperm velocity parameters but also sperm sRNA, TE and gene expression profiles. Environmental changes and stress may affect the defense mechanisms in the male germ line where small RNAs play a key role in the defense of the genome against the activity of TEs and other possible DNA-damaging elements (Godden and Immler 2023). These same signals may induce a potentially mild stress response in the resulting offspring, which affects early growth and development. Use of *IVF* in the externally fertilising zebrafish made our results powerful and allowed us to focus more on paternal effects while controlling for maternal effects (Mashoodh et al. 2018). Here, we discuss how a response to competitive male social environments may explain the changes in mi- and piRNA profiles in sperm and how these changes may be linked to perturbed gene and TE expression differences in the embryo RNA-seq data.

As previously described in many taxa (Bonduriansky and Crean 2018; Zajitschek et al. 2014, 2017), the level of male-male competition did have an effect on sperm velocity where low competition males produced faster sperm than High competition males (Supplementary Fig. S1 and Supplementary Table S1 for VCL). This confirms that our treatments had the expected effects in response to male social environments, and that high competition males experienced more stress reducing overall sperm performance.

### Paternal stress effects on gene expression in zebrafish embryos

We found a significant general enrichment of GO terms for muscle development in High competition embryos (4B). Specifically, T-box transcription factor 16-like gene *tbx16l* was enriched in embryos sired by males under High competition environments, a which is involved in mesoderm and somite development (Windner et al. 2015). An increase in expression of *tbx16l* could lead to more rapid muscle development and earlier onset of larval activity. Other significantly differentially expressed genes involved in embryo development include *si:dkey-121a11.3, myo18a* and *masp1*. Differentially expressed genes involved in the development of the central nervous system include *masp1*, *chrna2a* and *ern1*, and *en1a*. Finally, *gal3st4, ano7* and *coq8ab* are involved in general metabolic pathways and lipid metabolism. The GO terms for biological processes for miRNA revealed enrichment of processes in metabolism, muscle and nervous development (Supplementary Fig. 5). All these processes indicate that embryos may differ in their developmental and metabolic rates, which links back to the earlier finding of increased hatching rates in embryos sired by High completion males (Zajitschek et al. 2014), and highlights potential detrimental effects due to poor male condition in a high competition environment (Bonduriansky and Crean 2018). Overall, we show that the response in males exposed to a High competition environment is translated into the offspring and triggers similar physiological responses. Such a response has been observed in offspring of starved zebrafish males where the gene expression in the embryos reflected gene expression changes observed in starved adult zebrafish (Jimenez-Gonzalez et al. 2024).

### Effects of paternal stress on TE activity in embryos

TE activity was altered at the family level, with strong enrichment and downregulation of TE families in High competition embryos (Fig. 5A). A possible explanation for the effects we observed is that males facing a rival male may have a physiological response to the higher stress levels induced by the competitive environment (Bonduriansky and Crean 2018; Filby et al. 2010). This response affects the sRNAs in the sperm and their transfer into the zygote may explain the differential gene expression observed in the embryos as well as the differences in TE activity. Additionally, we found that 343 significantly differentially expressed genes overlapped with loci of 59 significantly differentially expressed TEs (Fig. 5B). These TEs may be hitchhiking the gene expression mechanisms to upregulate themselves, and impact gene expression, with two-thirds of zebrafish TEs known to be associated with host gene expression (Chang et al. 2022). Such detrimental TEs would be expected to be selected against and removed quickly over evolutionary times and time-point sampled transgenerational studies will give more insight into directional selection.

### Sperm miRNAs

sRNAs are known to be involved in inter-and trans-generational inheritance of parental conditions (Duempelmann et al. 2020; Rechavi and Lev 2017). In zebrafish, at least 415 miRNAs are known, which are split into 44 families, with *miR-430* being the largest family with many isoforms; *miR-430* is located on chromosome 4, which has the least protein-coding genes of all zebrafish chromosomes (Howe et al. 2013; Thatcher et al. 2008). We found *miR-10b-5p* to be the most significantly differentially expressed miRNA in sperm of High versus Low competition males (Fig. 2B). This miRNA is highly conserved across the animal kingdom (Griffiths-Jones 2004; Griffiths-Jones et al. 2006). 

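Averaged over both High and both Low groups, dre-miR-10b-5p had a log2 fold change of -0.02 (standard error 0.38, limma adjusted p = 0.998). With the male fitted as a block the log2 fold change was 0.05. Limma called 0 miRNAs between High and Low, and 4 had an unadjusted p under 0.05.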

In house mice, *miR-10b* is involved in spermatogonial stem cell production and loss of *miR-10b* may lead to increased spermatogonial stem cell death (Li et al. 2017). *MiR-10b* is targeting *Kruppel-like factor 4* (*Klf4*), a transcription factor that is involved in cell cycle regulation, contact inhibition and apoptosis, and is highly expressed in germ cells and Sertoli cells (Li et al. 2017). A possible explanation is that the high competition treatment led to changes in sperm production by deregulation of sperm stem cell renewal as shown in dominant zebrafish males that have higher numbers of spermatids in their testes in comparison to subordinate males (Filby et al. 2010). The trend of enrichment of miRNAs in response to environmental stress may represent an adaptive mechanism to fine-tune gene expression and preserve the germline genome (Godden and Immler 2023).

Physiological stress affected sRNA profiles in sperm following heat-stress in *Drosophila* where genes coding for heat shock proteins, including *Hsp68* and *Hsp70*, became highly enriched, and some sRNAs (miRNAs and piRNAs), and Gypsy family TEs were differentially expressed (Bodelon et al. 2023). Similarly, *Drosophila* sperm miRNA profiles changed in response to variation in population sex ratio, where *miR-184* was found to be differentially expressed (Hotzy et al. 2021). In fruitflies, *miR-184* is important in the production of the female germline (Iovino et al. 2009) and given that mature *miR-184* is conserved between zebrafish and fruitflies, it may have shared functions in germ cell development (Zhang et al. 2023). Other differentially expressed miRNAs in our study included *dre-miR-129-5p, dre-miR-181A-5-3p and dre-miR-193B-5p*, (all enriched in High2.Low2). *Dre-miR-129* is conserved across vertebrates and is involved in zebrafish ciliogenesis, with inhibition of *dre-miR-129-3p* showing defective embryo development and suppression of ciliation in the Kupffer’s vesicle (Cao et al. 2012). *Dre-miR-181A-5-3p* is involved in zebrafish vascular development where experimental over-expression and knock-down impairs blood vessel development (Ma et al. 2019). Additionally, *miR-181A-5p* is known to regulate inflammatory immune responses and is involved in tumour development (Ye et al. 2018). Finally, *dre-miR-193B-5p* was found to be significantly downregulated in zebrafish larvae exposed to 1% ethanol (Soares et al. 2012). Stress induced by the high competition environment may therefore affect immune response and cardiac and developmental pathways. *Dre-miR-200* was enriched in High versus Low comparison groups, most significantly in High2.Low2. The *dre-miR-200* cluster is involved in the regulation of sperm motility, with increased expression leading to decreased sperm motility by targeting sperm-motility genes including *amh* (Xiong et al. 2018).

To link sperm miRNA with the embryo transcriptomes, the significantly differentially expressed miRNAs were put through miRanda to analyse predicted gene targets (Supplementary Fig. S2). Of the 612 significantly differentially expressed genes from our embryonic RNA-seq data, 515 were targeted by our miRNAs, with each miRNA targeting some significantly differentially expressed genes, enrichment testing with Fisher’s exact test showed *p* = 2.2 × 10^−16^ with an odds ratio of 129.256. This shows a strong enrichment of the miRNA target genes (Fig. 2D). Each of these miRNAs were enriched following their competition environment treatment, in the High2 v Low2, High2 v Low1 comparisons (Fig. 2B).

### Linking sperm piRNAs and embryo TEs

PiRNA enrichment helps to maintain the integrity of the germline through complementary binding to transposon transcripts, whereas loss of piRNAs leaves the germline genome vulnerable to invasion and disruption by transposons (Aravin et al. 2007). Chromosome 4 is the putative sex chromosome in zebrafish and hosts genes that can influence sex determination, particularly around position 61,176,889 (Anderson et al. 2012; Howe et al. 2013), which may explain the over-representation of repetitive elements in that region. We found the largest differentially expressed piRNA cluster *NC_007115.7:52720448-52740603* on chromosome 4 to be enriched in High competition sperm (Fig. 3B, C), which supports the idea that piRNA expression is linked to a response in the germ line to environmental stress to protect the germline genome (Godden and Immler 2023; Klattenhoff and Theurkauf 2008). No significantly differentially expressed genes and overlapping TEs on a significant portion of the long arm of chromosome 4; a region that is known to be particularly rich in piRNAs and in retroelements (Chang et al. 2022; Howe et al. 2013).

Approximately 56–59% of the zebrafish genome consists of TEs (Shao et al. 2019), and the majority are DNA transposons covering 46% and RNA retrotransposons 13% respectively (Chang et al. 2022). We found LTR elements to be most significantly differentially expressed between High and Low embryos (Fig. 5A). LTRs are most enriched during early embryonic developmental stages (Chang et al. 2022), which may explain a bias towards the significantly differentially expressed LTR elements in our study. Most zebrafish piRNAs map to TEs (Houwing et al. 2007), where a majority map to LTR elements, and fewer piRNAs map to DNA transposon targets, suggesting that piRNA changes with the environment to maintain the integrity of the germline genome (Chang et al. 2022). Our results suggested substantial complementarity of some of piRNAs in the differentially expressed cluster *NC_007115.7:52720448-52740603* to DNA TEs (Supplementary Fig. 6). DNA TEs are linked to older TE age and events (Chang et al. 2022) and retained activity correlated with longevity in *C*. *elegans* (Sturm et al. 2023). Therefore it is expected that piRNAs complementary to the LTR elements are responding to increased TE activity from the environmental stressor.

In the zebrafish genome, LTRs and LINEs are mainly located in pericentromeric regions whereas DNA transposons are located near or within genes; with over 60% of TE transcripts thought to be driven by local gene promoters (Chang et al. 2022). In the adult zebrafish genome, 37% of TEs are located in active regulatory states (Lee et al. 2022). In accordance, we found significantly differentially expressed TEs from Class II retroelements in the pericentromeric region, and Class I DNA TEs overlapped with gene loci more abundantly and frequently than Class II elements (Fig. 5B and Supplementary Fig. 6). This finding suggests that DNA TEs may be expressed more readily, and co-expressed with genes expression responding to the High competition environment.

Many piRNA functions remain unknown, and most but not all piRNAs currently match transposon sequences. In addition, multiple piRNAs may target the same or different TE mRNAs (Zhang et al. 2018). Therefore, continued development of bioinformatic tools such as FishPi (Godden et al. 2025), FishTEA (in this paper), and CRISPR of TEs (Guo et al. 2024) as well as functional tests by knocking out mi- and piRNAs are needed to further analyse the function and interactions of sRNAs and TEs to further understand the mechanisms of their response to environmental triggers.

### Social dominance and environment change

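In Low2 against Low1, 201 of the 346 miRNAs were higher and 145 lower in Low2 (median log2 fold change 0.05), and 622 of the 1434 piRNA clusters were higher and 812 lower (median log2 fold change -0.04). In High2 against High1, 189 miRNAs were higher and 157 lower in High2 (median log2 fold change 0.04). At an unadjusted p under 0.05 by limma, 16 miRNAs were higher and 6 lower in Low2 against Low1, and 17 were higher and 5 lower in High2 against High1. Centring shifts all miRNAs of a library alike, and with centred libraries the median log2 fold change in High2 against High1 was -0.04, with 13 higher and 13 lower at an unadjusted p under 0.05, so the balance of directions in that comparison depends on the scaling chosen. In Low2 against Low1 the balance was kept with centred libraries, with 192 miRNAs higher and 154 lower, and 19 higher and 5 lower at an unadjusted p under 0.05. Of the piRNA clusters in Low2 against Low1, 33 were higher and 35 lower at that threshold, and 32 and 31 with centred libraries.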

When running pairwise comparisons of sperm sRNAs between specific treatment groups (Low1, Low2, High1, High2), we identified a number of differentially expressed mi- and piRNAs that varied across comparisons When comparing Low1 and Low2 only, we observed general downregulation of miRNAs and enrichment of piRNAs, whereas when comparing High2 and High1, we observed downregulation of miRNAs and piRNAs. In sperm from males in a Low treatment followed by High exposure, we found modest enrichment of miRNAs and some enrichment and downregulation of piRNAs. In sperm of males exposed to High competition, we found modest enrichment of miRNAs and downregulation of piRNAs. Overall, exposure to the High competition treatment seemed to have the most profound effect and led to significant changes in sRNA expression, and males exposed to High competition first and then Low competition differed from males, that had only been exposed to a Low competition environment. Nevertheless, the environment a male was exposed to immediately before sperm collection had the strongest effect on the direction of mi- and piRNA expression. It appears therefore that the history and specific sequence of environments affects several spermatogenic cycles. 

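The treatment before sperm collection (High or Low), the line of the males and the treatment period were set side by side as contrasts of the same limma fit, of which those of line and period were added after the data were seen. For miRNAs, 0 were called by each of the 3 contrasts, and 4, 28 and 11 had an unadjusted p under 0.05 for treatment, line and period. For piRNA clusters, 0 were called by each, and 126, 119 and 85 had an unadjusted p under 0.05. The fit takes all libraries as independent. Line differs between males, which were sampled after each treatment, whereas treatment and period differ within males. The counts for line are thus not on the same footing as the others.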

Spermiogenesis takes approximately 1 week in zebrafish (Leal et al. 2009), so having had two cycles of 2 weeks the second sperm sample is still showing some signs of impact from the first environmental exposure.

Thermal stress environments have previously been shown to reduce male fertilisation success in zebrafish, with increasing thermal stress negatively affecting sperm quality and subsequently fertility (Irish et al. 2024). Similarly, alarm cues affect sperm sRNAs in zebrafish supporting the idea that the paternal environment may influence offspring phenotype, via paternal inheritance of sRNAs (Ord et al. 2020). Our study showed that 224 of 612 significantly differentially expressed genes were also predicted targets of the significantly differentially expressed miRNAs. Together, this highlights the importance of the role of miRNAs for paternal inheritance.

## Conclusion

We provide clear evidence that variation in the social environment of zebrafish males can affect sRNA expression in their sperm and gene TE expression in the resulting offspring. We provide direct links between sperm sRNAs and differentially expressed genes in the embryos by introducing new bioinformatic tools and link the seven significantly differentially expressed sperm miRNAs to a global regulatory function over the 612 significantly differentially expressed genes in the embryos. Overall, we provide links between genes and TEs (FishTEA), genes and miRNAs, piRNAs and TEs (FishPi). The regulatory functions of many of the differentially expressed genes are in line with the general phenotypic effects described in previous studies (Zajitschek et al. 2014, 2017). We are still at the very beginning of understanding the potential effects of paternal condition on offspring fitness, but our study further supports the idea that variation in paternal condition, even over short periods of time, is likely to have a significant effect. We currently can only speculate about the mechanisms responsible for the transfer of signals about paternal condition from father to offspring (Immler 2018; Krawetz 2005) and understanding these mechanisms certainly deserves more attention in the future. Whether the epigenetic changes caused by a environmental variation are a true inheritance factor or rather a marker of underlying mechanisms defending the germ line genome (or both) remains to be further investigated.

## Supplementary information

Supplementary files for Godden et al. 2025

Supplementary material

Supp File 1

Supp File 2

Supp File 3

Supp File 4

Supp File 5

Supp File 6

Supp File 7

Supp File 8

Supp File 9

Supp File 10

## Data Availability

The raw sRNAseq datafiles are available on GEO: GSE248535, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248535. The raw RNA-seq datafiles are available on the European Nucleotide Archive (ENA, http://www.ebi.ac.uk/ena/browser/view/PRJEB66218). All metadata, raw counts data, and scripts used to generate and visualise the results used in this project are available as supplementary files in the Supplementary Materials.

# Supplementary material for: Environmentally induced variation in sperm sRNAs is linked to gene expression and transposable elements in zebrafish offspring
**Source:** Heredity (Edinb). 2025 Mar 22;134(3-4):234–46. doi: 10.1038/s41437-025-00752-2
**Supplement:** Supplementary file 1 — Supplementary files for Godden et al. 2025

**Supplementary Files**

**Supplementary materials, methods and figures and figure legends**

Supplementary Material_heredity.docx

**Supplementary File S1- List of piRNA cluster full names in Fig. 4B**

Supp_File_1_piRNAs_heatmap_fullnames.xlsx

**Supplementary File S2 – Phenotypic data**

Supp_File_2_sperm_motility_data.csv

**Supplementary File S3 & S4- raw counts and metadata file RNA seq**

Supp_File_3_RNA_seq_rawcounts.csv

Supp_File_4_rnaseq_metadata.csv

**Supplementary File S5 & S6- raw counts and metadata file sRNA-seq: miRNA data**

Supp_File_5_40_mirna_counts_LF.xlsx

Supp_File_6_40_mirna_metadata_LF.csv

**Supplementary File S7 & S8- raw counts and metadata file sRNA-seq: piRNA data**

Suppl_File_7_piRNA_raw_counts.csv

Supp_File_8_pirna_metadata.csv

**Supplementary File S9 & S10- TEtranscripts RNA-seq raw counts output and metadata file**

Suppl_File_9_tetranscripts_raw_counts_Teonly.xlsx

Suppl_File_10_metadata_rnaseq_TEtranscripts.csv

# Supplementary material for: Environmentally induced variation in sperm sRNAs is linked to gene expression and transposable elements in zebrafish offspring
**Source:** Heredity (Edinb). 2025 Mar 22;134(3-4):234–46. doi: 10.1038/s41437-025-00752-2
**Supplement:** Supplementary file 2 — Supplementary material

**Supplementary Material**

**Environmentally induced variation in sperm sRNAs is linked to gene expression and transposable elements in the offspring**

Alice M. Godden^1*^, Willian T.A.F. Silva^2,3*^, Berrit Kiehl^2*^, Cécile Jolly^2^, Leighton Folkes^1^, Ghazal Alavioon^2^, Simone Immler^1,2^

*These authors share authorship

**Supplementary Material**

**Material & Methods**

*Statistical analyses of sperm phenotypic data*

We investigated the treatment effect on the curvature of three sperm velocity traits, namely VSL (straight line velocity), VCL (curvilinear velocity), and VAP (average path velocity), with social treatment, status, and time (in seconds post-activation, spa) as fixed effects, and male identity as a random effect on all time terms. We modeled the effect of time as a third-order orthogonal polynomial and included all interactions between treatment, status and time into a full model and removed them stepwise if non-significant. The analyses were performed for each sperm trait individually on a dataset containing 86 experimental males, including the ten males used in the fertilisation experiment (embryo transcriptomes). Additionally, after stepwise removal of non-significant interaction terms, the resulting models for each sperm trait were applied to the dataset containing only the ten males used in the fertilisation experiment. *P*-values for sperm trait curves were obtained by normal approximation (assuming the *t*-distribution converges to the *z*-distribution). Differences in fertilisation success (number of fertilised eggs bound to number of unfertilised eggs per half-clutch) between social treatments were analysed using a binomial generalised linear mixed model with social treatment as a fixed effect and male and female identities as random effects.

*Sperm sRNA extraction and library preparation for sequencing*

For sRNA extraction, initially total RNA was extracted and then sRNAs were separated later via a gel-run. Visibility of the material is enhanced via usage of Glycogen. Note that all solutions should be prepared with nuclease-free water, as no RNase inhibitor is used in the protocol. Prior to use, all equipment was thoroughly cleaned with RNase-away (Thermo Scientific™ RNase AWAY™ Surface Decontaminant Spray). Gloves (double layer) are mandatory throughout the entire extraction process to avoid any cross contamination and ensure personal safety according to chemical safety regulations. Because no digestive step was added, cleanliness and an RNase-free working environment including RNase-free reagents are essential for the success of the extractions.

Samples were removed from their storage at -80°C and left to thaw on ice. 400ul of TRIzol® Reagent was added followed by careful homogenization of the samples at room temperature using a micropestle and a handheld pestle motor until complete dissolution. Each sample was then treated with three different sizes of needles attached to a syringe (first 25G, then 27G and finally 30G). The entire sample was loaded and ejected from the syringe five times with each needle size to break the sperm membrane, loosen the nucleus and release the trapped RNA molecules. After the syringe step, samples were left standing for 3 minutes at room temperature.

*Phase separation, phase lock and washing for sperm sRNA*

400 µL of chloroform was added, the tube capped securely and vigorously shaken for 15 seconds after which it was left to incubate for 3 minutes at room temperature. This step was followed centrifugation at 16,000 rcf for 5 minutes at 4°C, which resulted in the separation of three phases: a lower red phenol-chloroform phase, an interphase and a colour-less upper aqueous phase containing the RNA. The aqueous phase should form about 50% of the total volume. The upper aqueous phase including the interphase was carefully removed using a pipette by twisting the tube at a 45° angle and transferring the supernatant into a pre-spun Heavy phase lock tube (2 mL tubes 5Prime Heavy Phase lock gel, Quantabio). In a next step, 1 mL Chloroform per 1 mL aqueous phase was added. This procedure was performed under a ventilation hood at room temperature. The resulting mix was inverted ca. five times until an emulsion forms, which is immediately centrifuged at 16,000 rcf for 5 minutes at room temperature. The resulting aqueous layer was transferred to a clean Axygen tube as used above.

*RNA precipitation on sperm sRNA*

Measuring the aqueous phase, the equivalent of 1/10 of the volume of NaOAC (3M, pH = 5.2) and the equivalent volume of 1/1 of isopropanol was added to the sample tube and transferred to the -80°C freezer overnight. The next day, the samples were thawed on ice and centrifuged at 16000rcf for 30 minutes at 4°C. The supernatant was carefully removed with a pipette leaving the white pellet at the bottom of the tube. The pellet was washed with 200µl cold (from -20°C freezer) 70% EtOH and mixed by gently inverting the tube to avoid moving the pellet and then left for 20 minutes standing at room temperature. After that, the sample was centrifuged at 16000rcf for 10 minutes at 4°C. All EtOH was then carefully removed, and the washing step repeated as above, but only left to stand for 5 minutes at room temperature. After centrifuging at 16000rcf and 4°C all EtOH was carefully removed (to remove all droplets a quick spin with a Microcentrifuge, MiniStar silverline, VWR was included) and the pellet air-dried for 5-10 minutes at room temperature (monitor drying process). The resulting pellet was resuspended in 8ul of pre-warmed to 70°C DEPC treated water, 2µl of the suspension were directly transferred into a TapeStation tube (Agilent Optical tube strip) for quality control, the remaining 6 µL were stored for a maximum of 1 week at -20°C for Library preparation.

*Quality control*

A quality control of the extracted RNA was performed utilizing the above prepared TapeStation tubes and Agilent High Sensitivity RNA ScreenTape and reagents (Suppl. Fig. 3)

*Preparation of sperm RNA sequencing pools*

Eight individual sperm samples were combined into pools for one lane each for sequencing on Illumina HiSeq2500 with 50bp single-end kit resulting in an average read depth of 23mio reads per sample. Samples were combined to account for lane bias and excluding index-primer repeats. Using 40µl of the sample with the lowest pM/µl, the samples’ total molarity in the pool was calculated (40* x pM/ul). The amount added from the seven remaining samples of the pool was calculated to fit this molarity (molarity sample 1/molarity sample 2 = amount sample 2 in pool). The assembled pools of total RNA were run on a 4% low melt agarose gel to separate target bands for size selection of targeted small RNAs.

*Sperm sRNA size selection in gel*

Small RNA was separated from total RNA using the E-Gel EX iBase system from Invitrogen. Cassettes of 4% low melt Agarose Gel were used with an E-GEL 50BP DNA ladder for this gel (Invitrogen). The gel wells were filled with 20µl ladder on the two outer lanes and 20-25µl of the sample pool in the central wells. The amount added per well depended on the volume of the pool, non-used wells were filled with ladder/ water for optimal run. The cassette was opened, and target bands cut out and transferred into a fresh and weighted 1.7ml Axygen maxiclear tube as described above. The weight of the cut bands with gel was recorded. To separate the target bands from the gel we used the Qiagen MinElute Gel Extraction kit.

*Sperm sRNA Target band separation from Agarose gel*

To the Axygen tube containing the gel, 3 gel-volumes of QG buffer is added. The mixture is incubated at 50°C for 10 mins, to facilitate full dissolving of the gel-band-mix, the tube is inverted every 2 minutes. It should turn into yellow fluid when fully dissolved. At full fluidity 1 gel volume of Isopropanol is added and invert mixed. In case of too large gel volume, it may be split into 2 tubes to continue. The sample is transferred into MinElute Spin columns 750 µL at a time and centrifuged for 1min at 13,000rpm and room temperature (RT). Flow-through is discarded and the filtering repeated in the same column until the entire sample from one gel is filtered. Following this 500ul QG Buffer is added to the MinElute Spin column and centrifuged for 1min at 13, 000rpm at RT. Flow-through is discarded and the collection tube can be re-used. 750 µL PE Buffer is added to the MinElute Spin column and left to incubate at RT for 5mins. The spin column is centrifuged for 1min at 13 000rpm RT, flow-through discarded and collection tube re-used for the next step. The “empty” collection tube is centrifuged with closed lid for 1min at 13,000rpm RT to ensure filtering out of the entire volume of PE Buffer. Flow-through and collection tube are discarded. The spin filter is placed in a fresh 1.7 mL low retention tube (Axygen Maxyclear Boil-Proof, Maxymum Recovery® tube) and 12 µL ultra-pure ddH_2_O. The filter with the added water will be incubation for 1min at RT, followed by centrifugation for 1min at 13,000rpm RT. The elute can be stored in -20 °C until sequencing preparation/ delivering to a sequencing platform.

*Sperm collection and velocity measurements for embryonic transcriptome project*

Twenty-four hours before the IVFs, the experimental males where physically separated from their company females by transferring the females into a breeding unit, which was kept inside the original tank. Males could therefore still receive the visual and olfactory cues from the females but could no longer interact. For the collection of the ejaculates, experimental males were anesthetized in MS-222 (Sigma-Aldrich, A5040) solution (0.016%) for a maximum of two minutes, rinsed in system water to remove excess MS-222 and placed ventral side up into a moist sponge under a stereomicroscope (Nikon SMZ800 C-DS). The genital pore was carefully blotted dry with a paper towel prior to sperm collection to avoid premature sperm activation upon contact with water. For each individual, sperm were collected using a calibrated micro-capillary (Sigma-Aldrich, P0674), transferred to an Eppendorf tube containing with 30μL of Hank’s buffer (recipe described by (1)) and placed on ice until measurement of density and velocity parameters (straight line velocity, VSL; curvilinear velocity, VCL; average path velocity, VAP). Sperm density and velocity were recorded using a brightfield microscope (UOP UB200i, PROISER R+D) equipped with a heating plate at 28°C (Linkam DC95, Surrey, UK) and a camera (ISAS 782M, PROISER R+D). The ejaculates were gently homogenized and 0.5 μL of the sperm solution was placed on a 20μm glass cell and activated with 4μL of system water at 28°C. The sample was covered with a coverslip and the density and motility recorded every 10 seconds for one minute, starting 10 seconds after activation. The measurements were repeated at least three times for each sample. The qualitatively suitable recordings were analysed using computer assisted software analysis (ISAS Proiser, Projectes I Serveis R+D, S.L., Valencia, Spain) with the following settings: frame rate of 50 frames/second, 50 frames used, particle area of 5-50μm^2^, threshold measurements for VCL values (μms^-1^): static<10<slow<45<medium<100<rapid.

*Egg collection for embryonic transcriptome project*

Females used for IVFs came from separate tanks and were not exposed to any experimental treatments but kept in a 1:1 sex ratio in 3L tanks and a density of 12 fish per tanks. These females will be referred to as neutral or control females. For egg collection, females were anesthetized in MS-222 for a maximum of two minutes, rinsed in system water and gently dried on a clean paper tissue. Eggs were collected into a clean, dry Petri dish by gently squeezing the female’s belly towards the genital pore. Contact of the eggs with water was carefully avoided to prevent premature activation.

*In vitro fertilisation embryonic transcriptome project*

Clutches with good quality eggs (i.e. yellow and translucent eggs) were divided into two sub-clutches and placed at opposite sides of the Petri dish. Each sub-clutch was fertilized with 10μL of sperm-Hank’s buffer mix by one male and resulting in one sub-clutch being fertilized by a high treatment male and the other by a low treatment male. Each experimental male fertilized sub-clutches from two neutral females (Figure S1). Such a split-clutch design allowed us to account for putative female effects. A total of 20 half-clutches were obtained from 10 males (five per treatment) and 10 females.

The developing embryos were kept in 150mm x 15mm Petri dishes containing methylene blue diluted in system water and incubated at 28°C. The fertilization success (number of fertilized eggs vs. total number of eggs) and survival at 2 hours post-fertilization (hpf) were recorded. Dead or abnormal embryos were recorded and removed. Four 24 hpf individual embryos from each half-clutch were frozen in liquid nitrogen and stored at -80°C until RNA extraction.

*Embryo RNA extraction for embryonic transcriptome project*

Total RNA from four frozen individual embryos at 24 hpf per sub-clutch was extracted. In total, RNA was extracted from 80 individual embryos. Prior to extraction, 100 μL of freshly made lysis buffer (1M Tris buffer, pH=7.5, 0.5M EDTA, 1M NaCl, 10% SDS, 20 mg/mL Proteinase K, was added to each sample. The tissues were disrupted mechanically by pipetting up and down and incubated in lysis buffer for 10 minutes. During incubation, the tubes were inverted gently every two minutes to ensure homogeneity of the samples. The samples were treated with 2 μL of DNase I (Invitrogen, 18068015) for 15 minutes at room temperature to remove any traces of genomic DNA. Total RNA was then extracted by adding 100 μL of phenol:chloroform:isoamyl (pH=4.5; Sigma-Aldrich, 77617) and 0.5 μL of glycogen (20mg/mL stock, 20 µg final Roche, 10901393001) to each tube. The samples were homogenized by gently inverting the tubes and centrifuged at 16,000 rpm for 15 min at 4°C. The upper aqueous phase was collected and transferred to phase-lock tubes, and mixed gently with 100 μL of chloroform:isoamyl alcohol (Sigma-Aldrich, C0549) to remove traces of phenol and ensure the purity of the RNA. The phase-lock tubes were centrifuged at 16000 rpm for 15 minutes at RT and the upper phase transferred to a new clean Eppendorf tube.

For RNA precipitation, samples were incubated for 30 minutes at -80°C with 1/10 volume of NaOAC (3M, pH=5.2, Thermofisher, R1181) and 1/1 volume of isopropanol (Sigma-Aldrich, I9516). After incubation the samples were centrifuged, and the upper phase carefully removed.

*RNA quality control*

The integrity of each sample was verified using the Agilent TapeStation system and High sensitivity RNA ScreenTape kit (Agilent Technology, 5067-5579). The samples were prepared following the kit instructions. Briefly, 2 μL of RNA sample or RNA ladder were mixed with 1 μL of High Sensitivity RNA sample buffer and vortexed for one minute. The samples were then incubated at 72°C for 3 minutes and transferred to ice immediately. RNA samples were loaded into the 2200 TapeStation instrument. The TapeStation generated an RNA integrity number (RIN value) for each sample (Agilent Software packages). Only samples with a RIN value higher than 8 were used to generate cDNA libraries.

**Supplementary Figures**

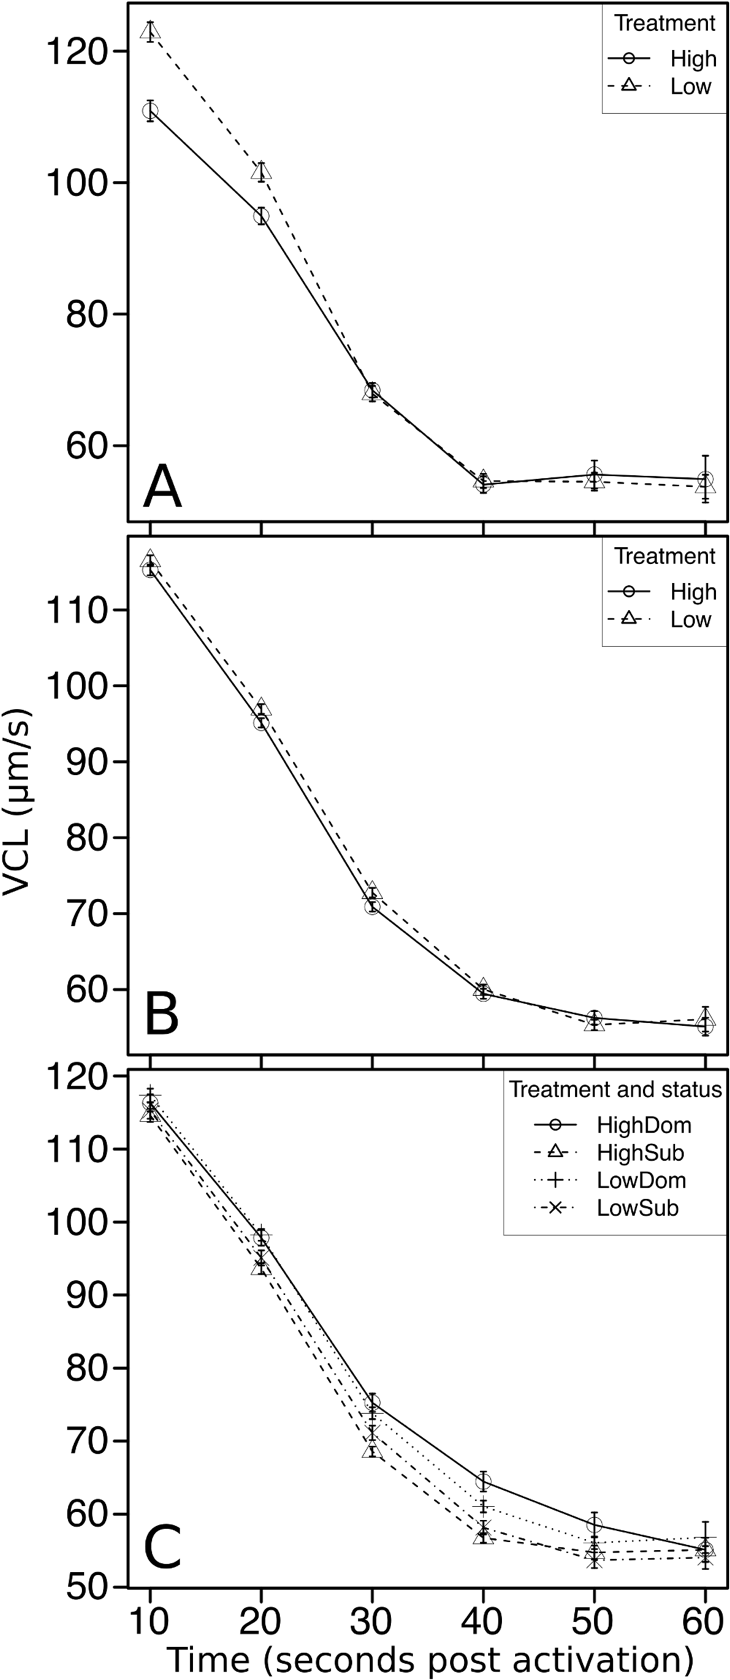

**Supplementary Figure 1.** Change in sperm VCL over time in seconds after sperm activation. (**A**) Sperm VCL per social treatment for 10 males used in embryo transcriptomics analysis. (**B**) Sperm VCL per social treatment for 86 males, including the 10 of the males used in embryo transcriptomics analysis. (**C**) Sperm VCL per social treatment and status for 86 males, including the 10 males used in embryo transcriptomics analysis. HighDom is for high treatment and status as dominant, HighSub is for high treatment and status as subordinate, LowDom is for low treatment and status as dominant, LowSub is for low treatment and status as subordinate. Whiskers indicate 95% confidence intervals.

**Supplementary Figure 2.** Normalised expression of significantly differentially expressed genes targeted by the significantly differentially expressed miRNAs as predicted by miRanda, displaying log^2^ transformed CPM Z-score normalised counts. (A) dre-miR-181-5-3p, (B) dre-miR-184, (C) dre-miR-10b-5p, (D) dre-miR-200a-5p, (E) dre-miR-193b-5p, (F) dre-miR-183-5p, (G) dre-miR-129. (H) The 3’ UTR query sequence outputs from *miRanda* displaying predicted top-scoring miRNA target site.

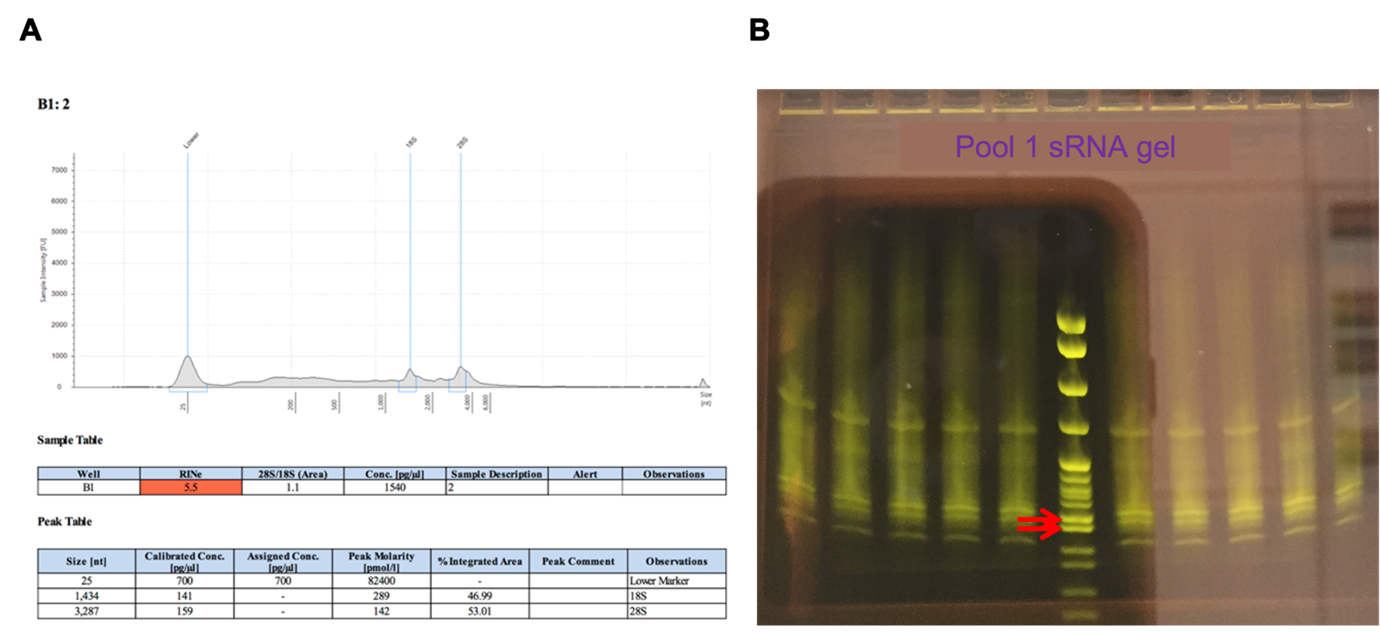

**Supplementary Figure 3.** Assessment of total RNA on TapeStation. (A) Samples show 18S and 28S peak. (B) A typical gel run showing the sRNA populations and the target regions that were cut from the gel, as indicated by the red arrows.

z

**A**

**C**

**B**

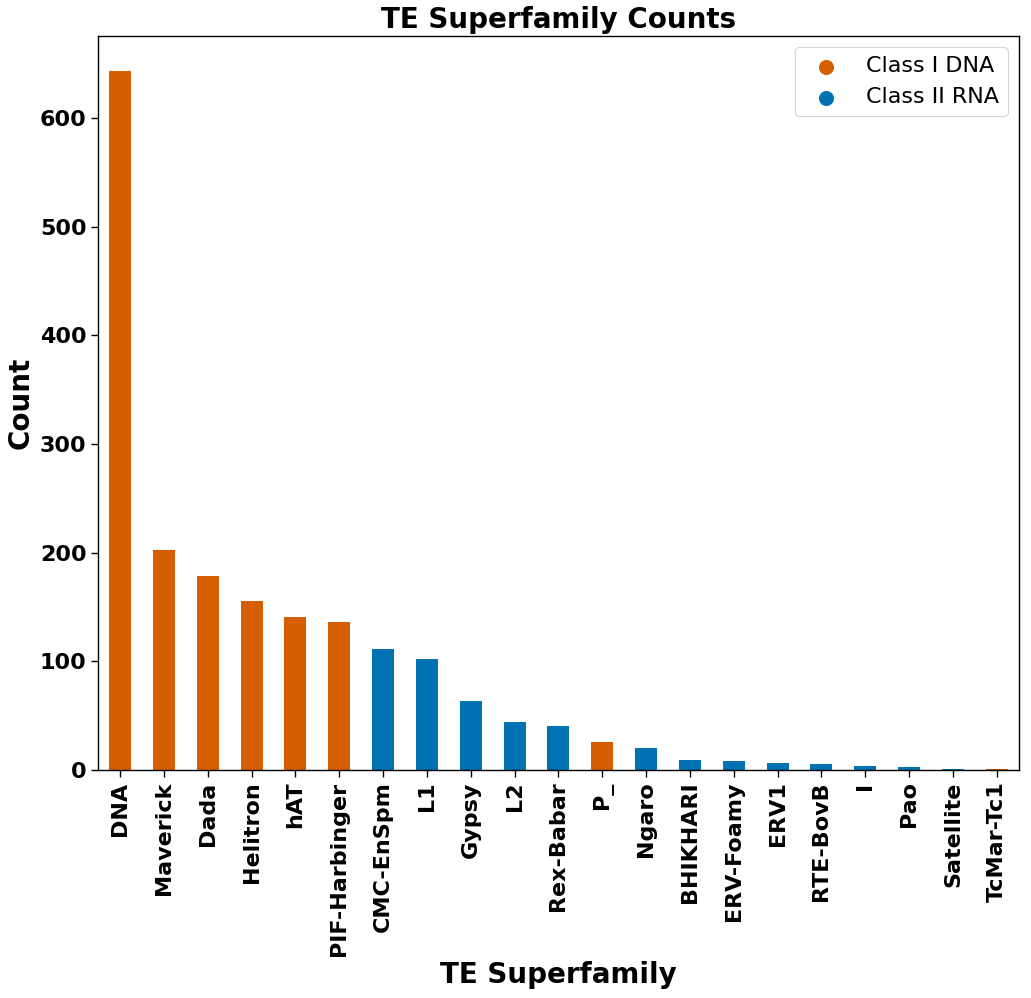

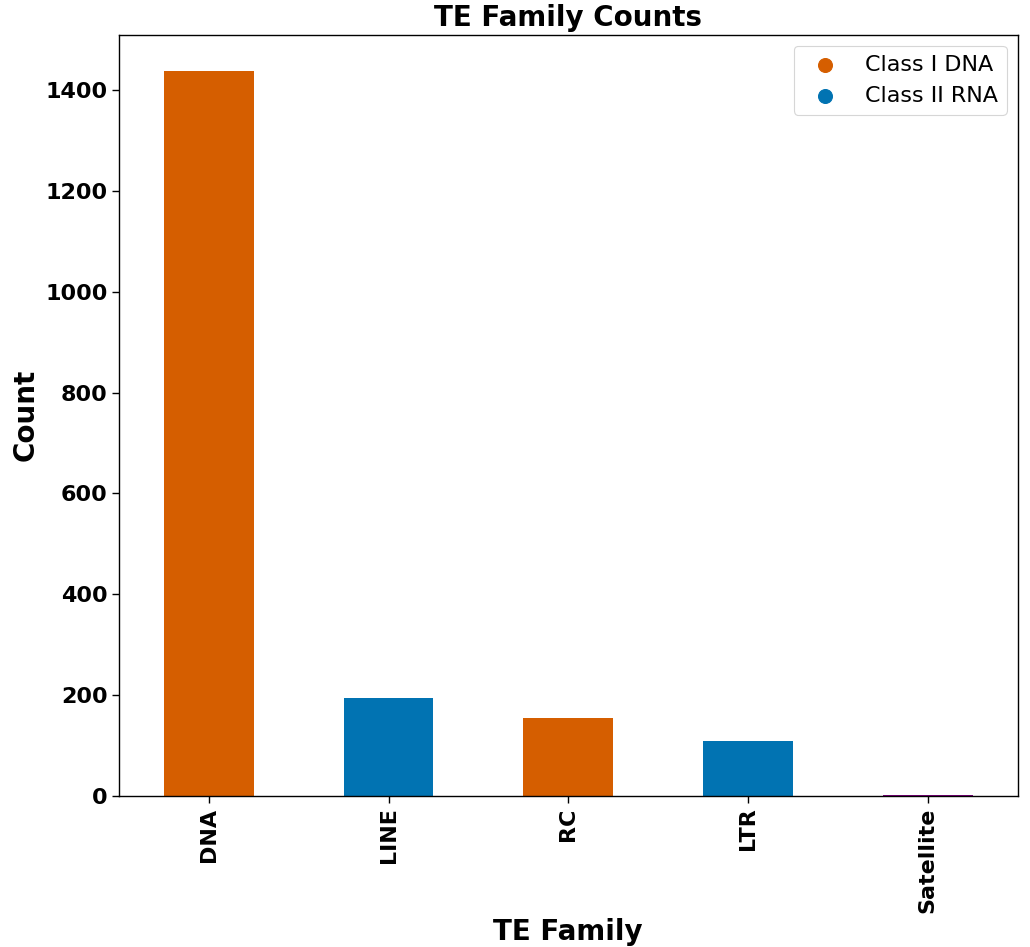

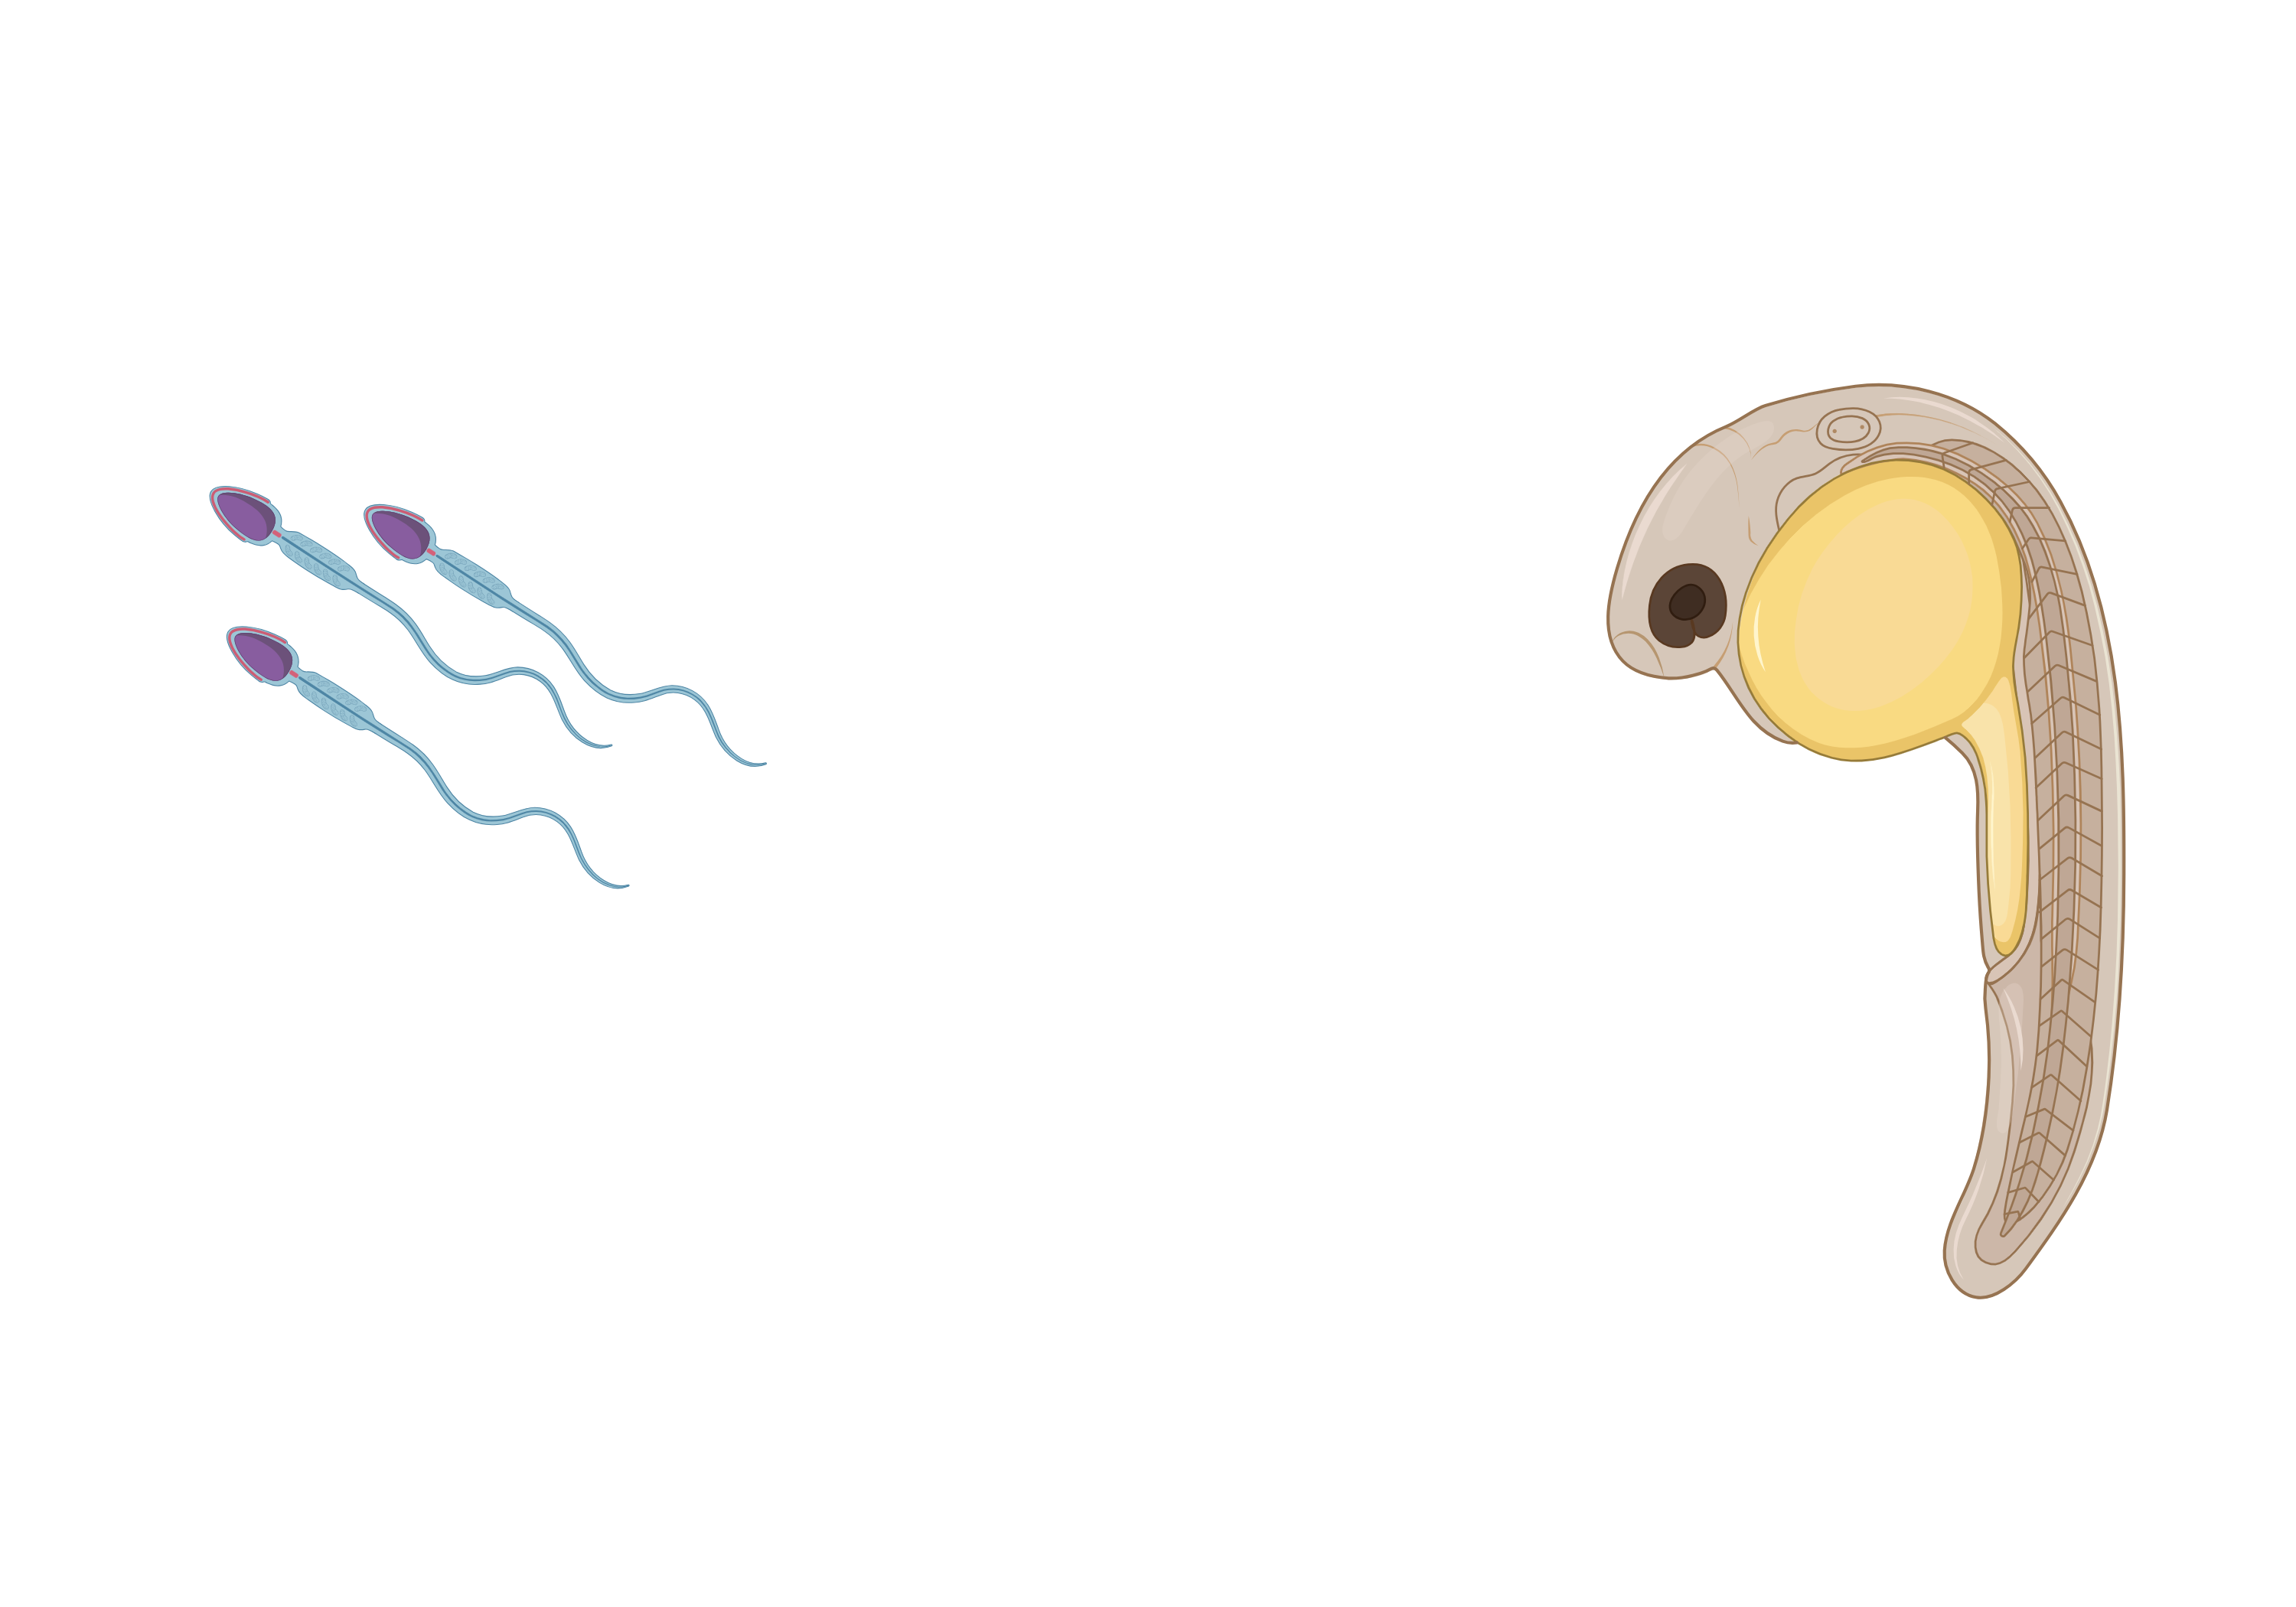

**Supplementary Figure 4.** TETranscripts clustering analysis and overlapping significantly differentially expressed TE families overlapping with genes count data. **(A)** Principal Component Analysis with treatment (Low v High), and female ID as factors from DESeq2 on TETranscripts raw counts output. **(B)** Family counts from FishTEA pipeline for significantly differentially expressed TEs that are overlapping with significantly differentially expressed genes that are also significantly differentially expressed. Class I DNA transposons are displayed with orange bars, and Class II RNA retrotransposons are displayed with blue bars. **(C)** As with B, counts for TE superfamily.

**piR-dre-43599 complementary TEs**

**piR-dre-58396 complementary TEs**

**piR-dre-7058 complementary TEs**

**A**

**B**

**C**

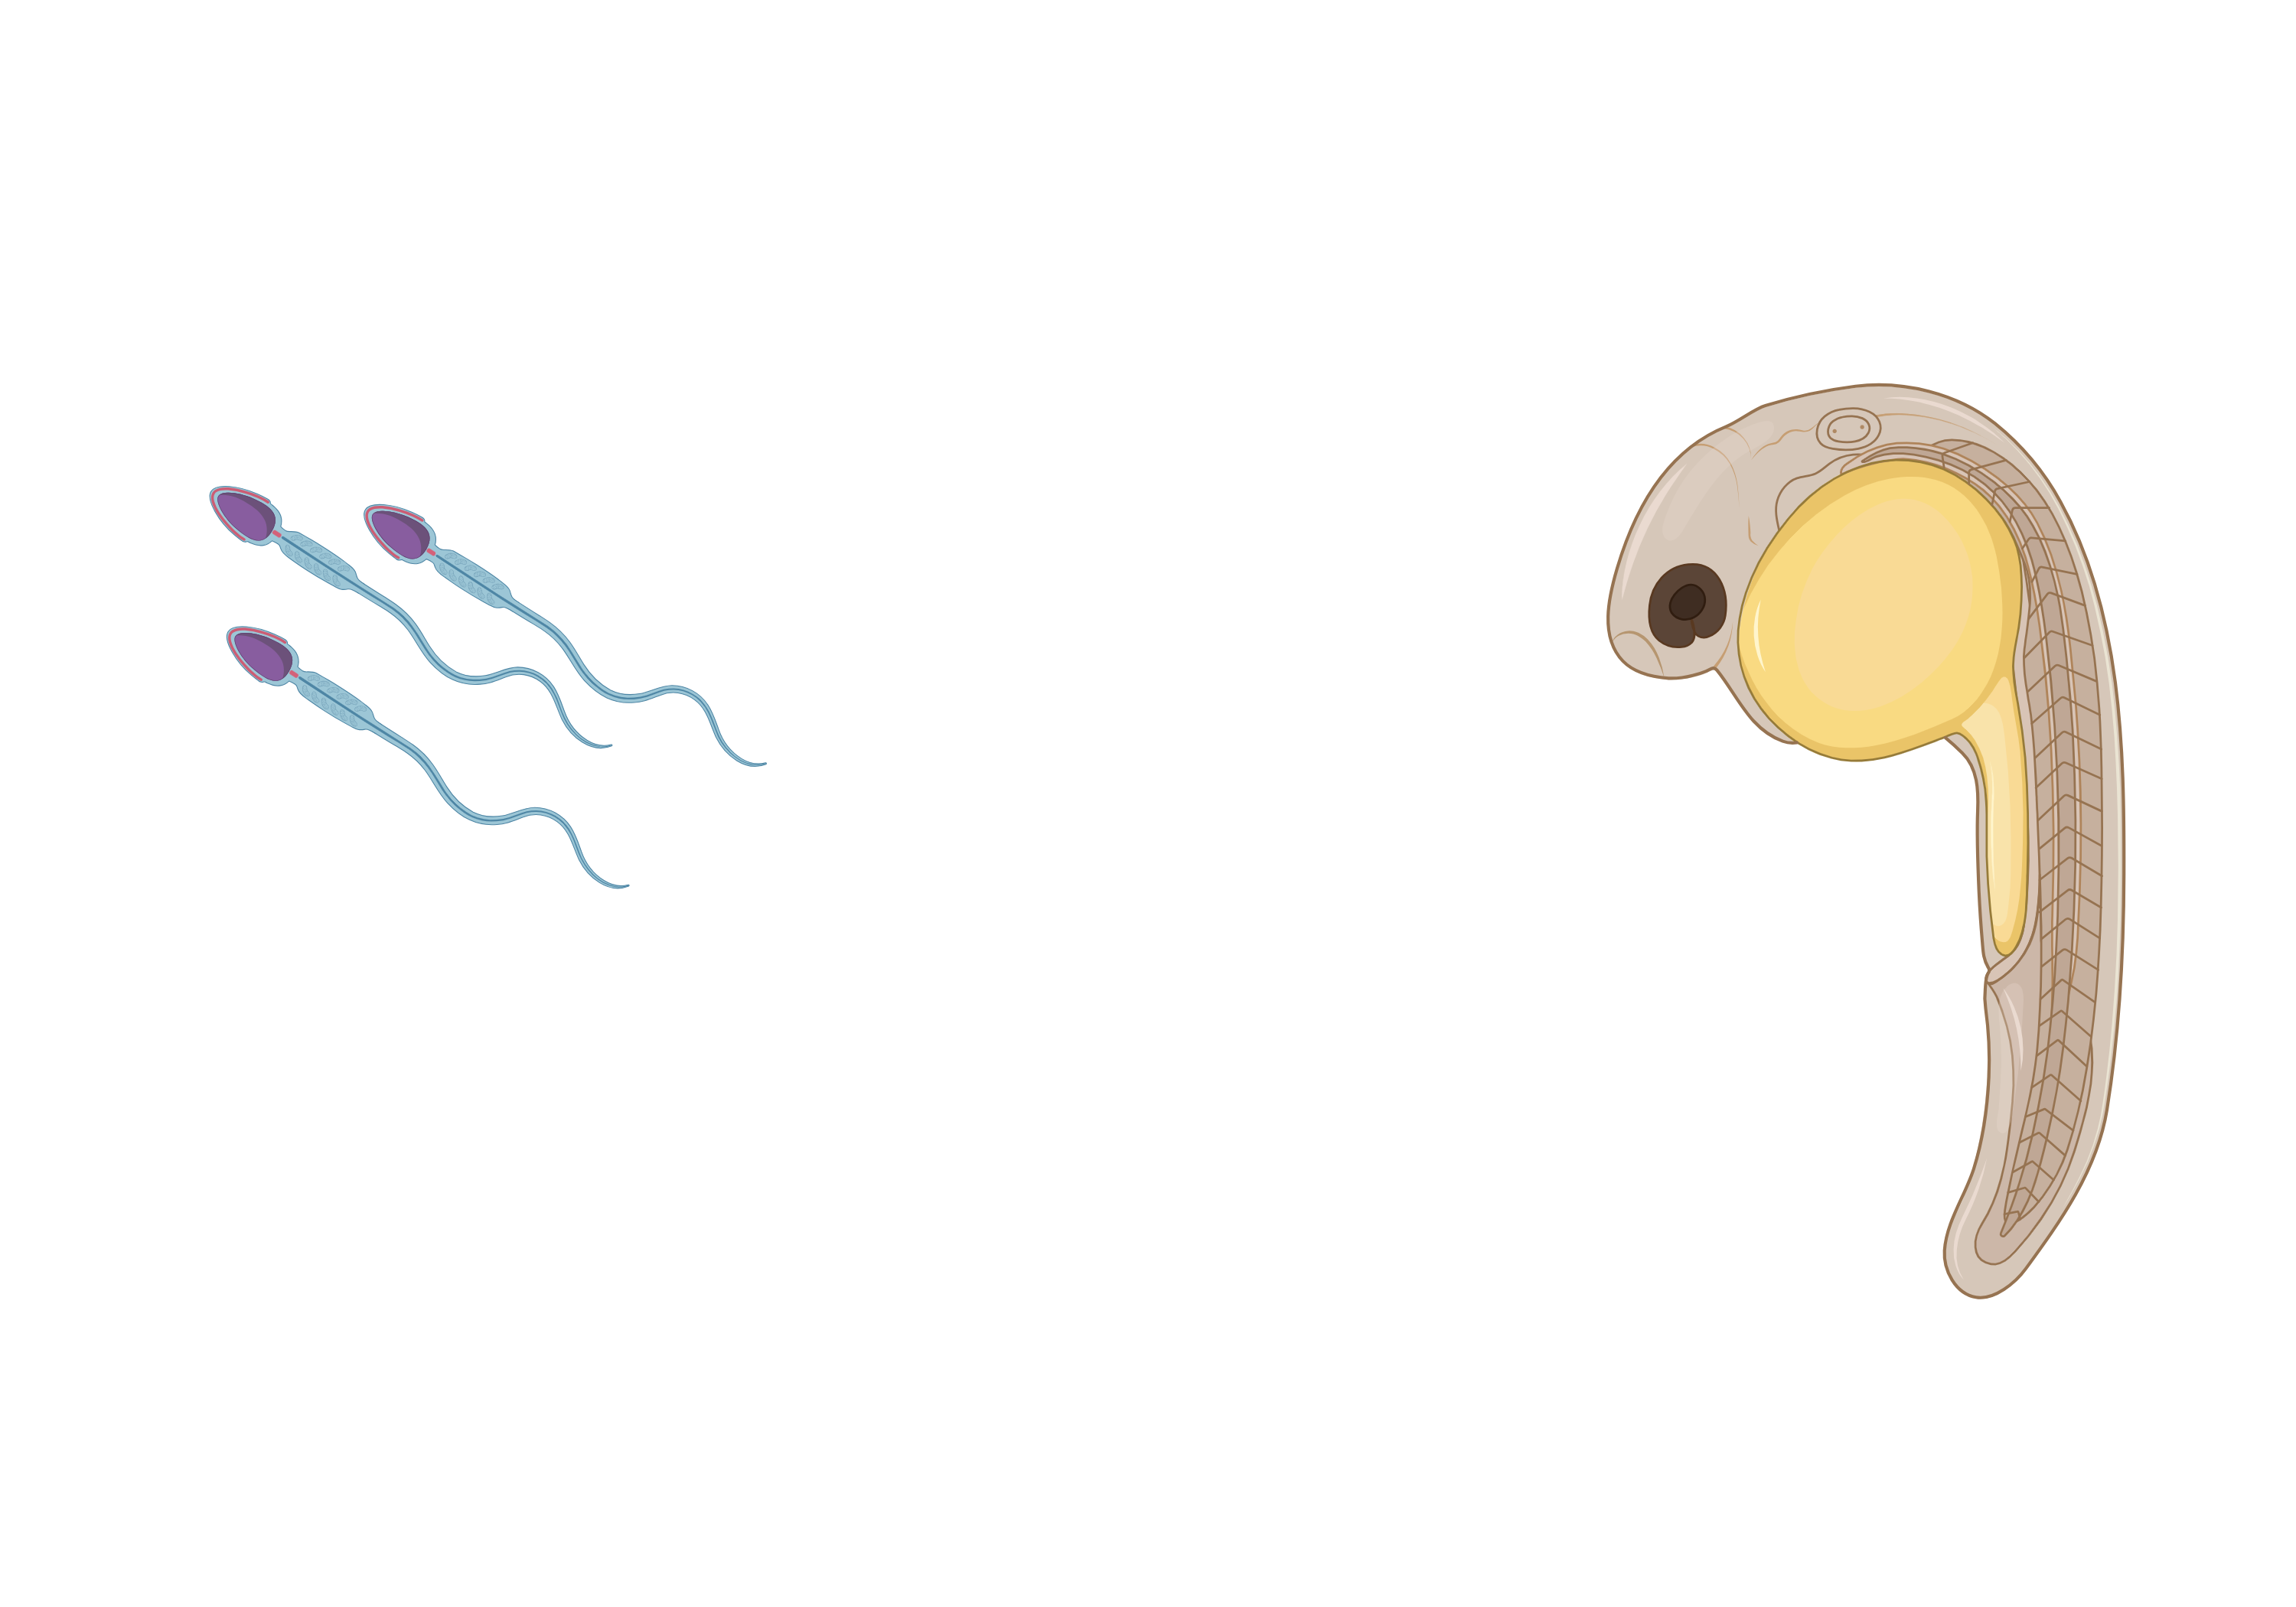

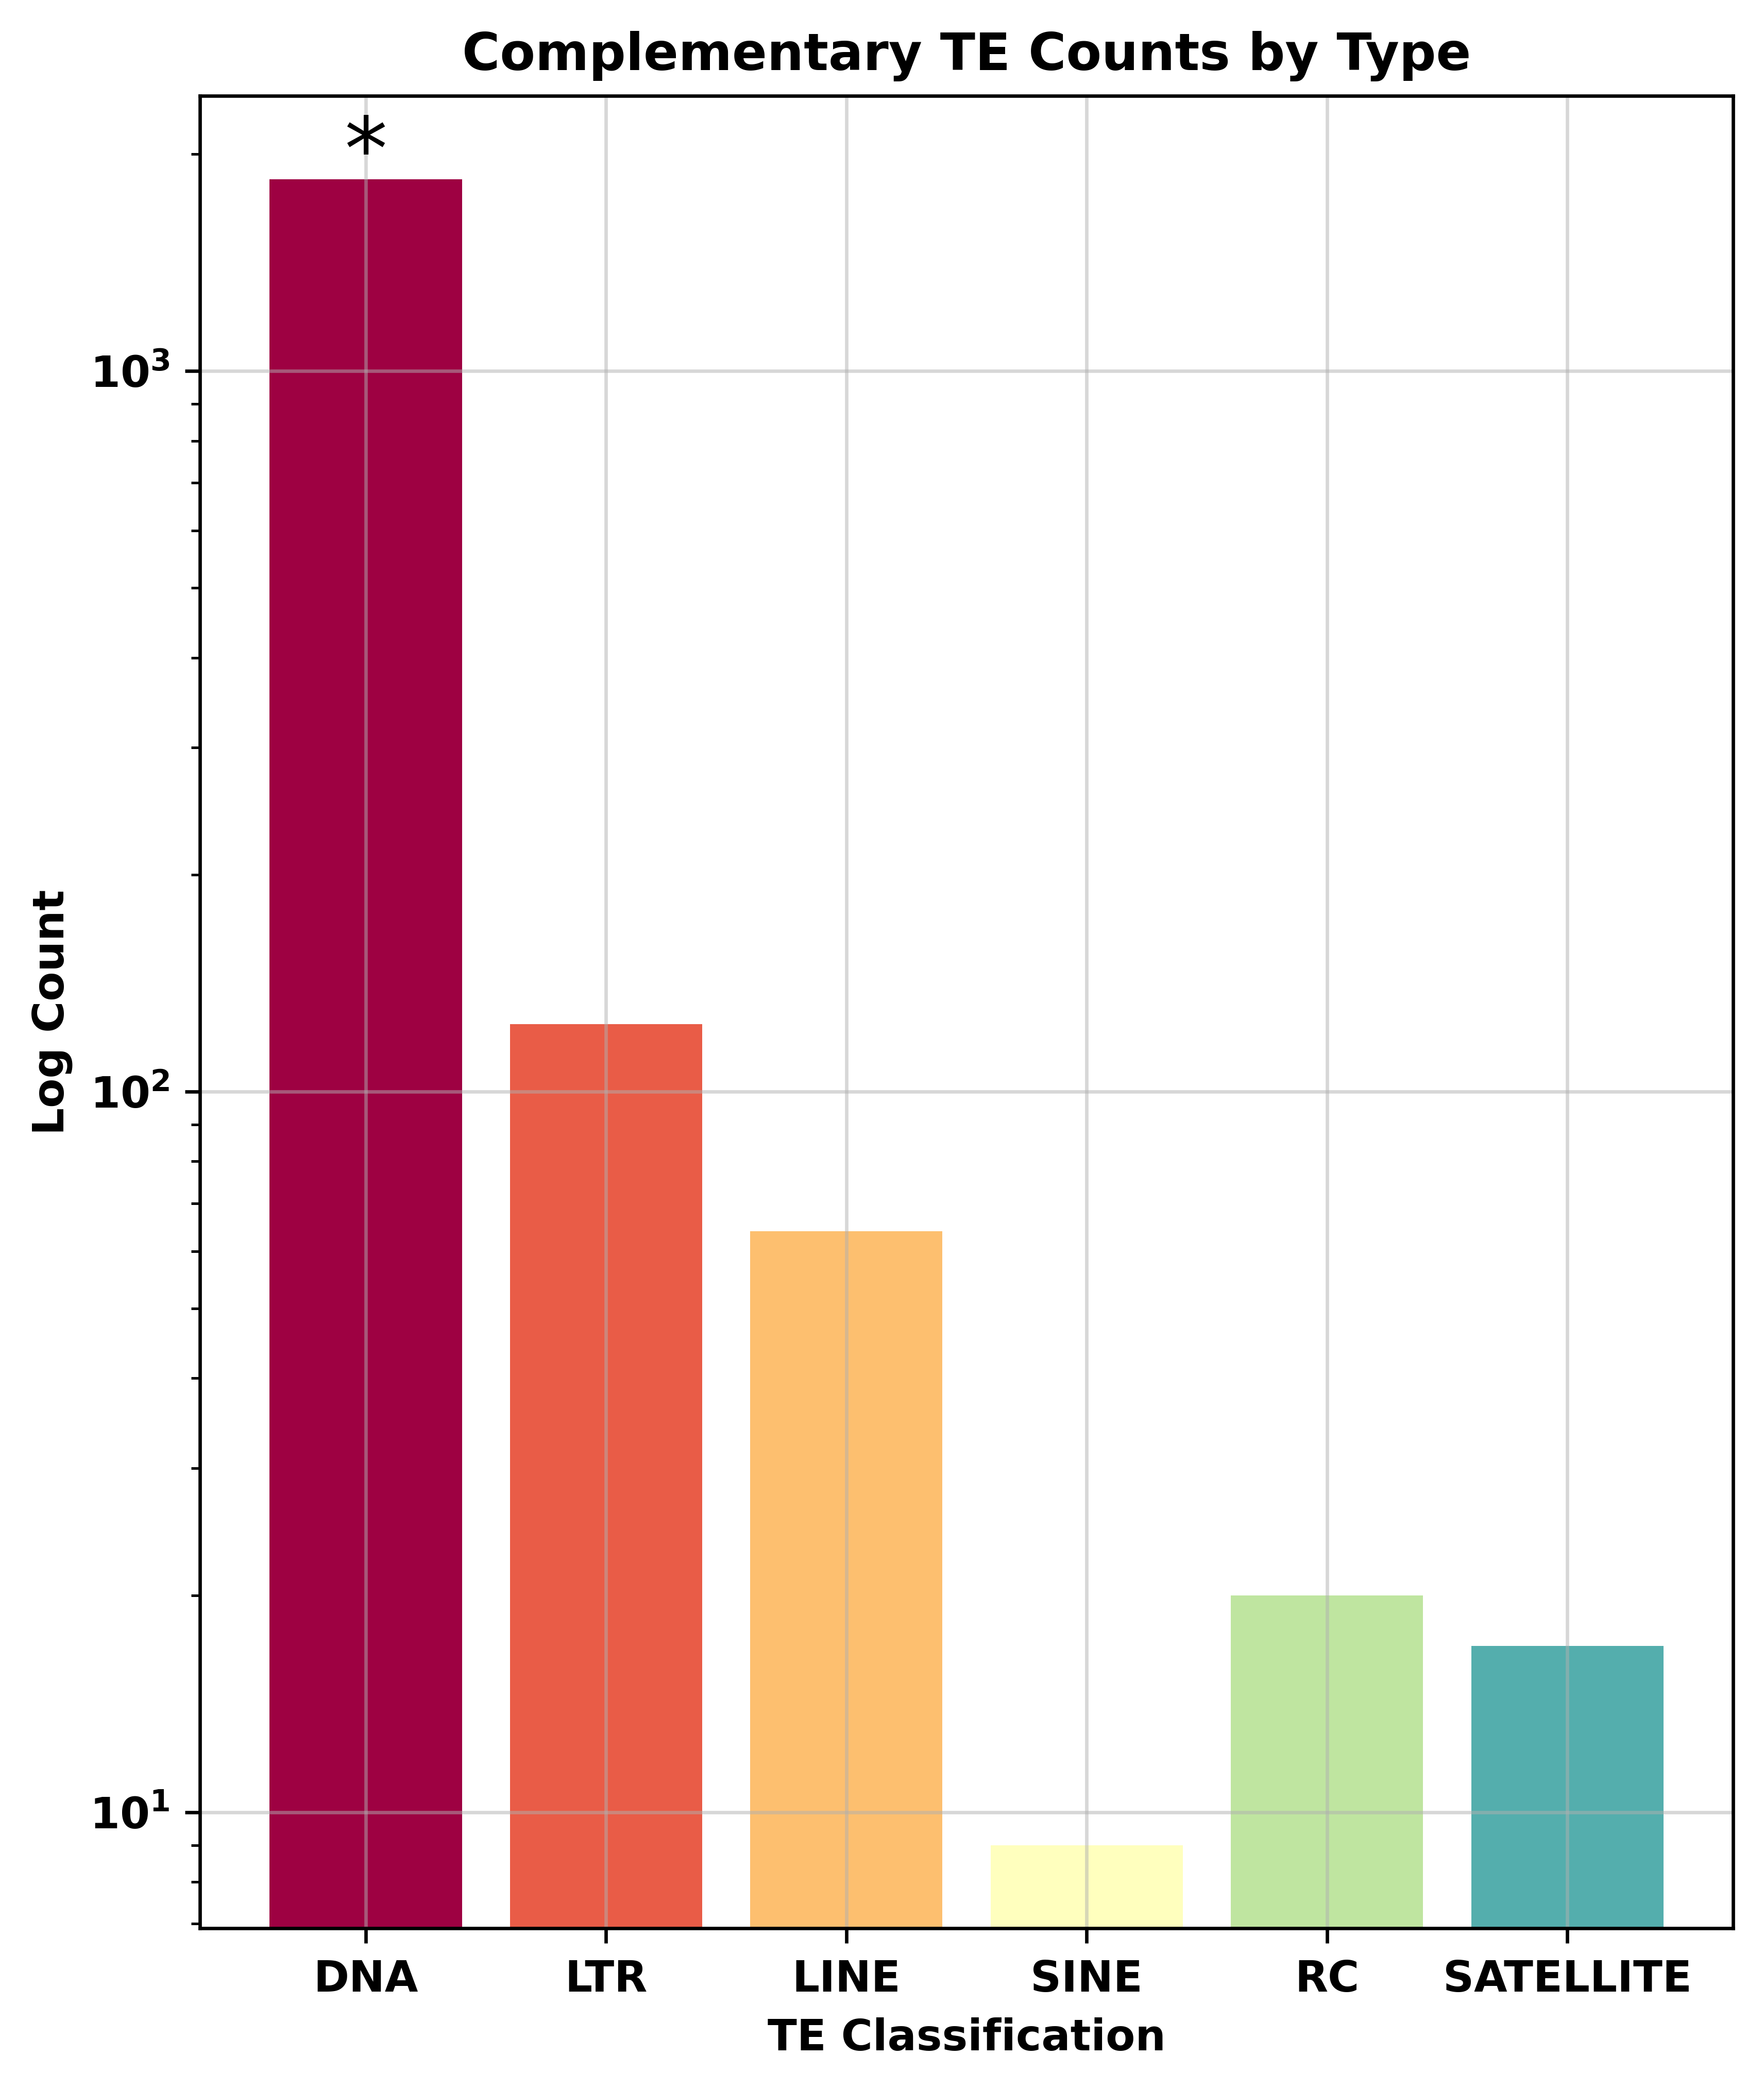

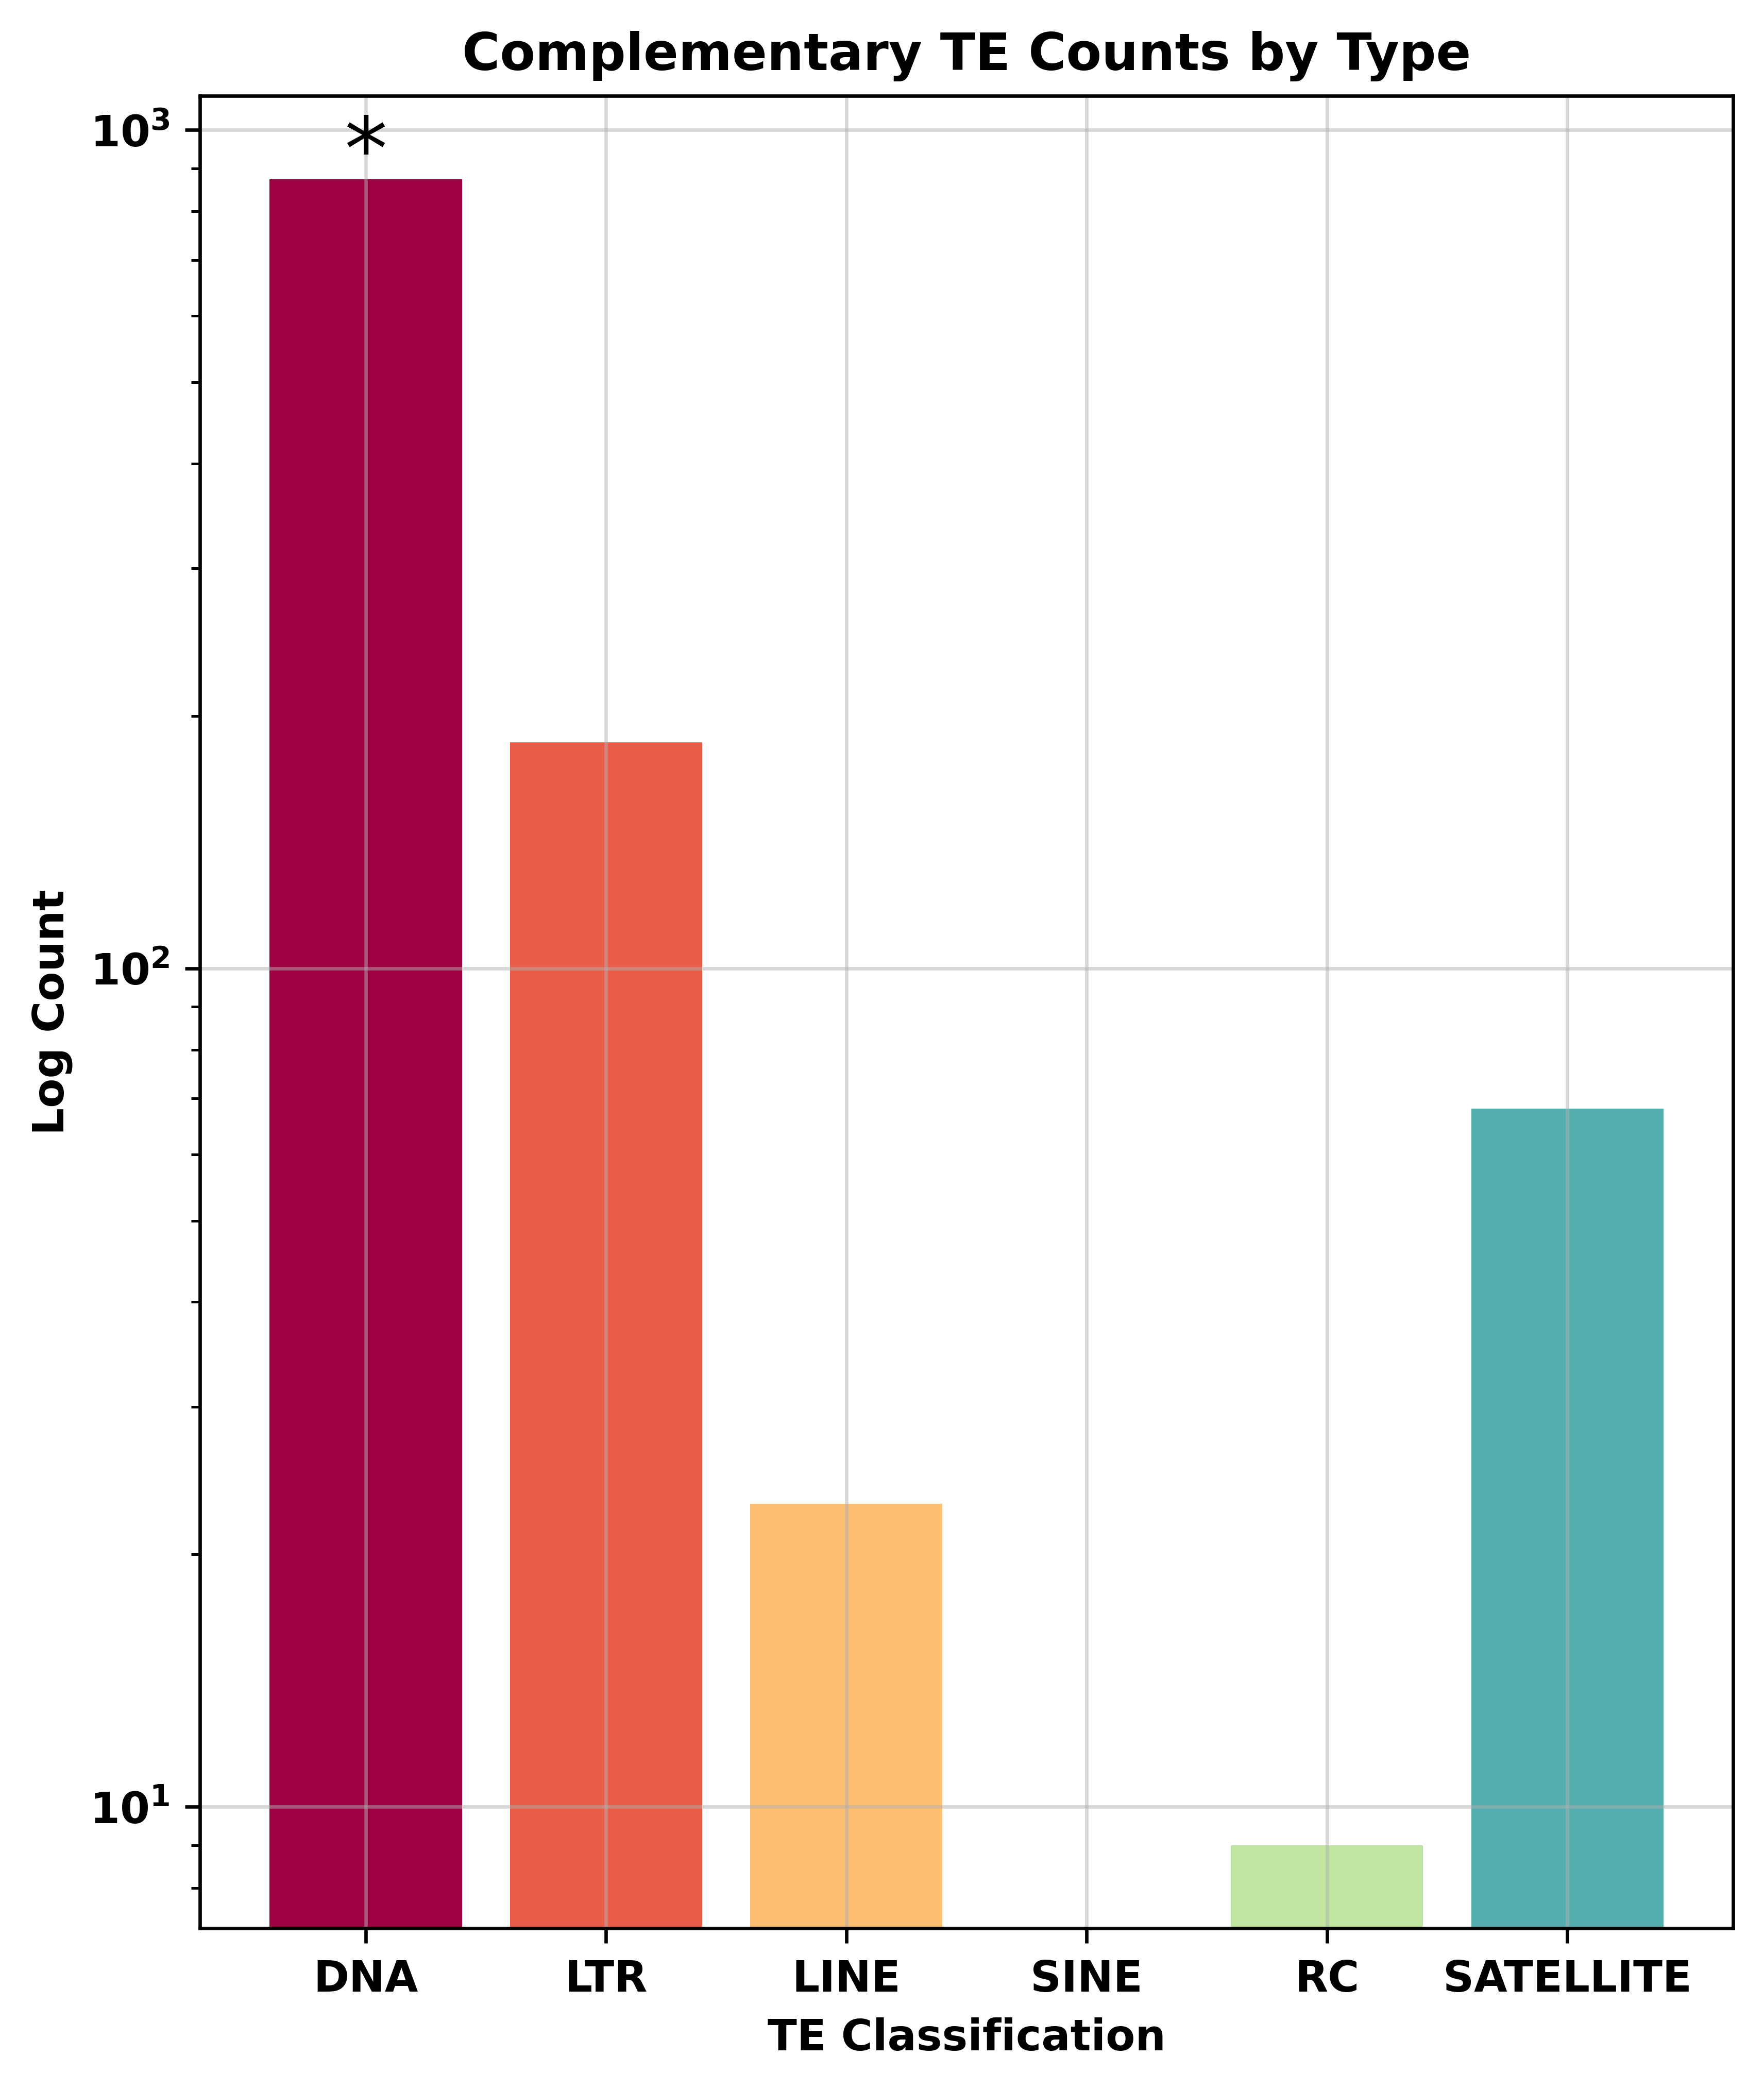

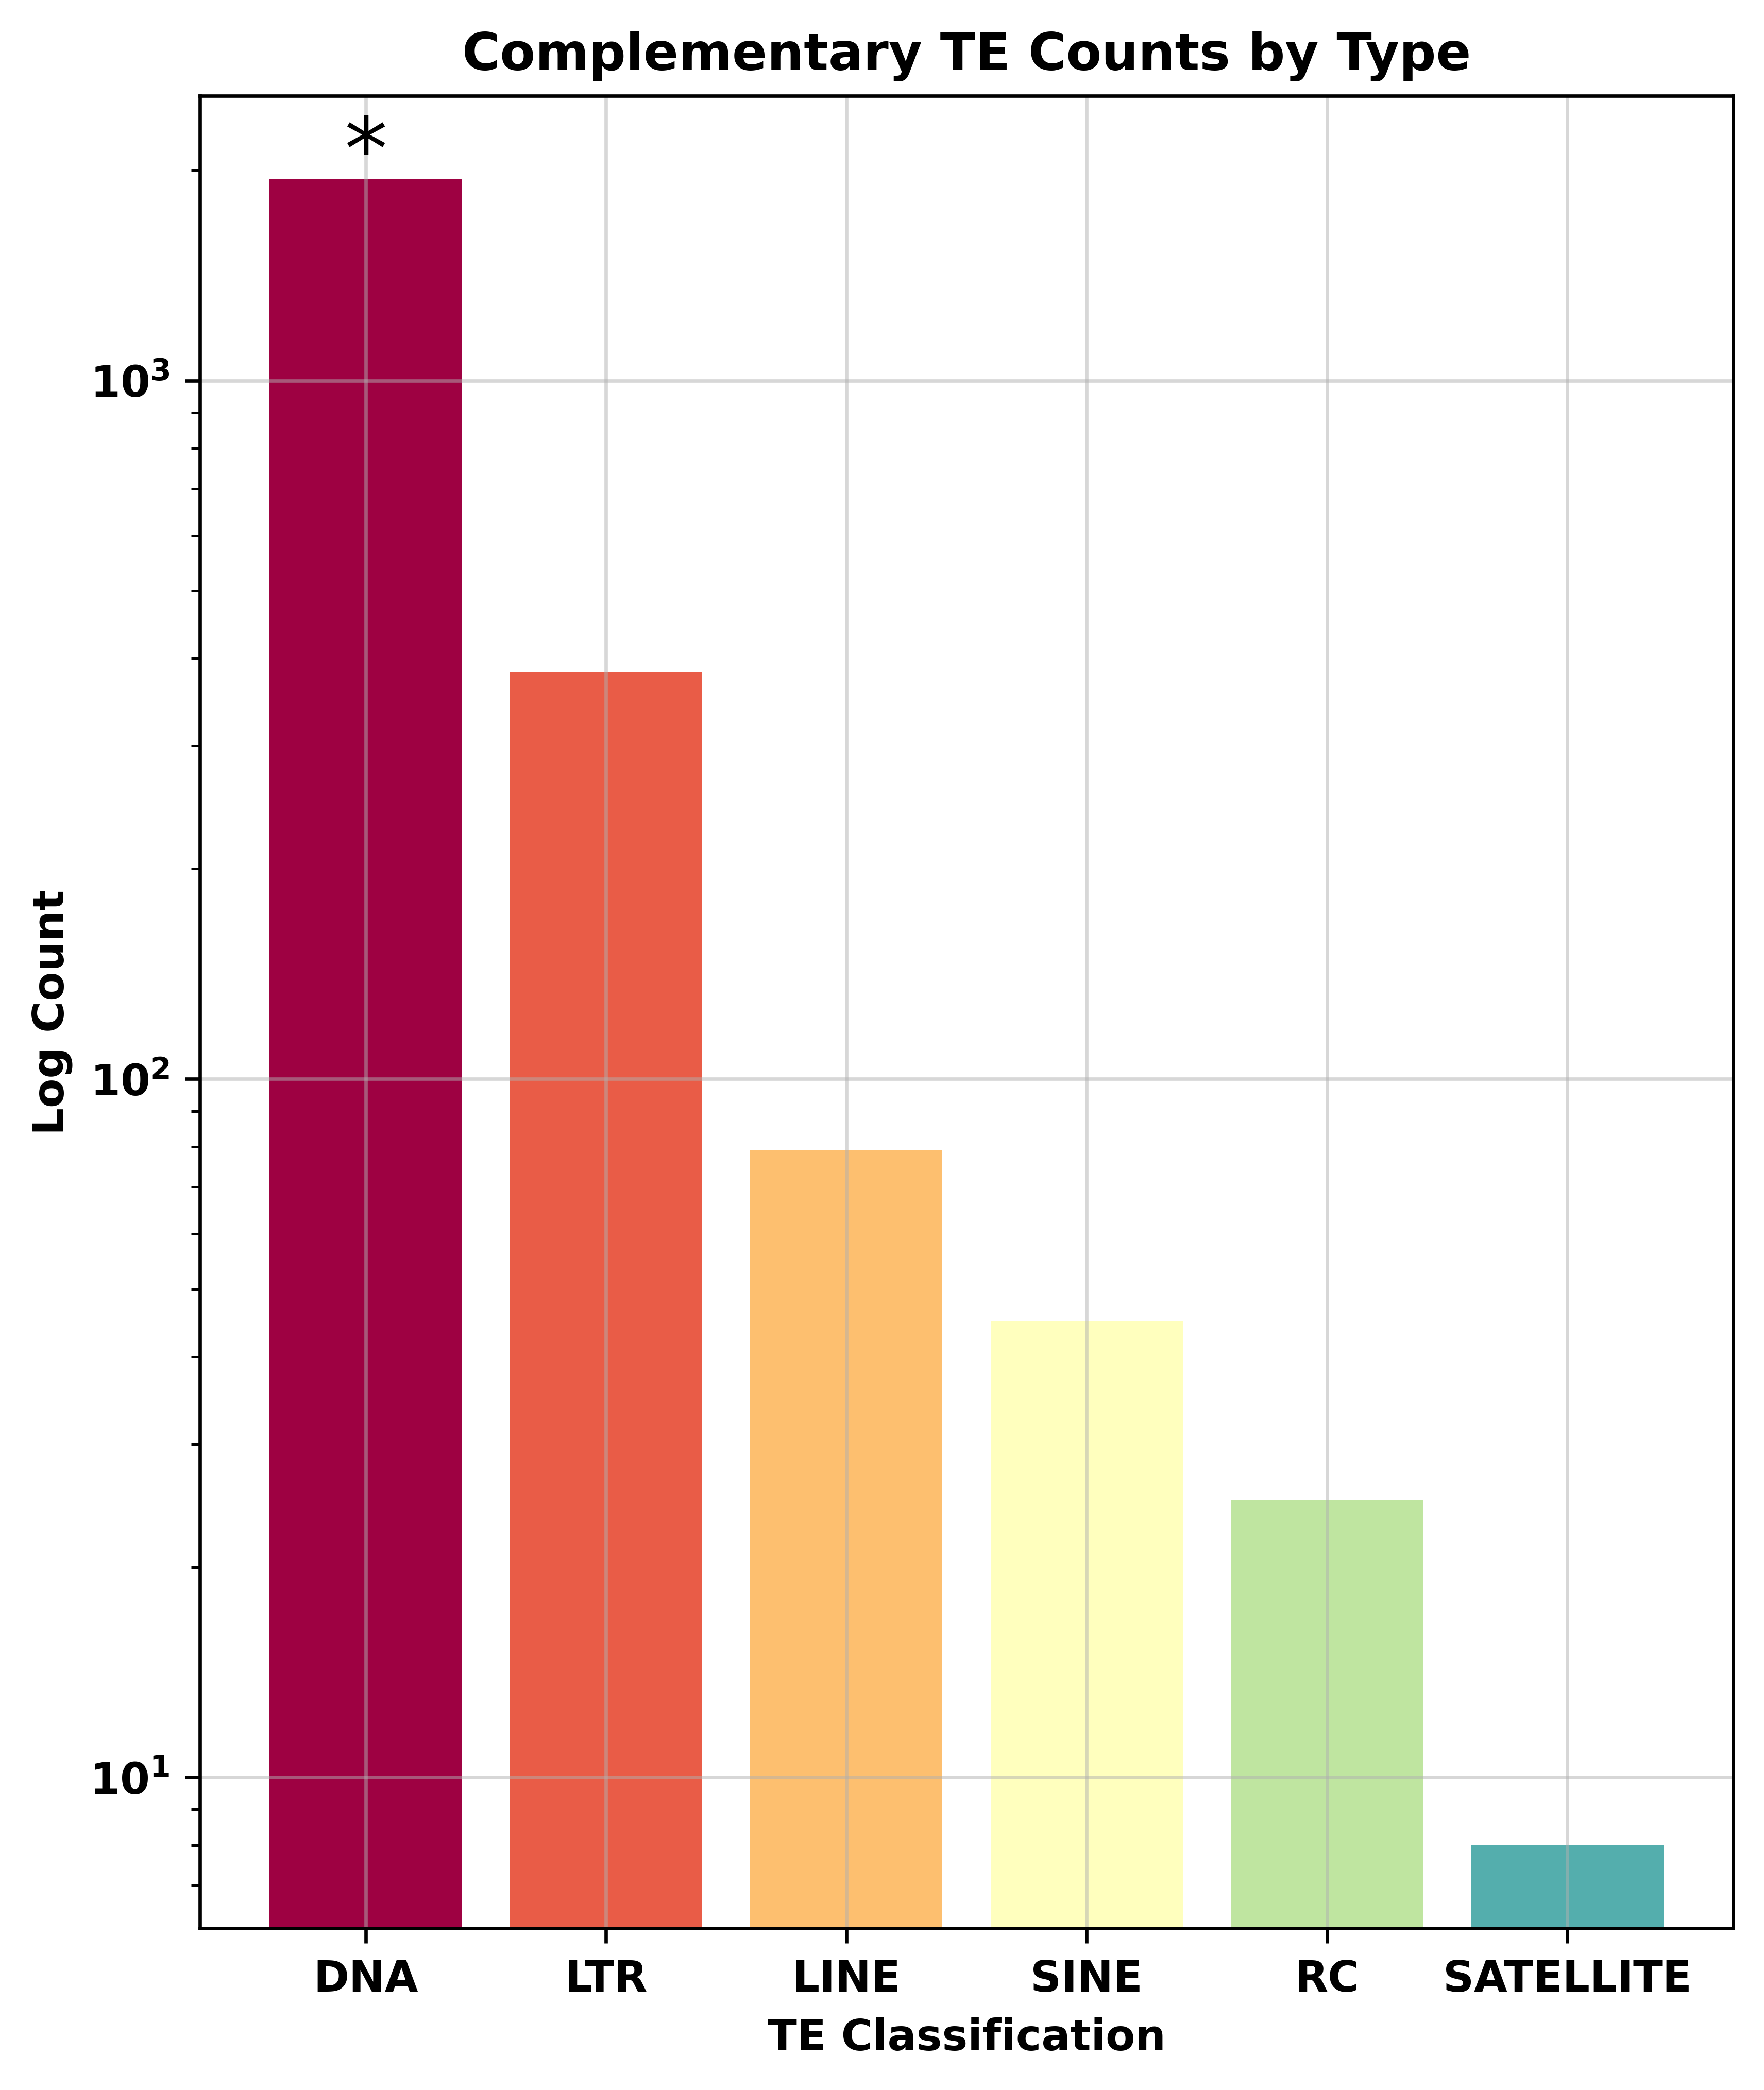

**Supplementary Figure 5.** PiRNA:TE complementarity analysis, results from FishPi. **(A)** Results for TE class complementary to piR-dre-43599, **(B)** piR-dre-7058, **(C)** and piR-dre-58396. *P* value “*” denotes *P* = < 0.001.

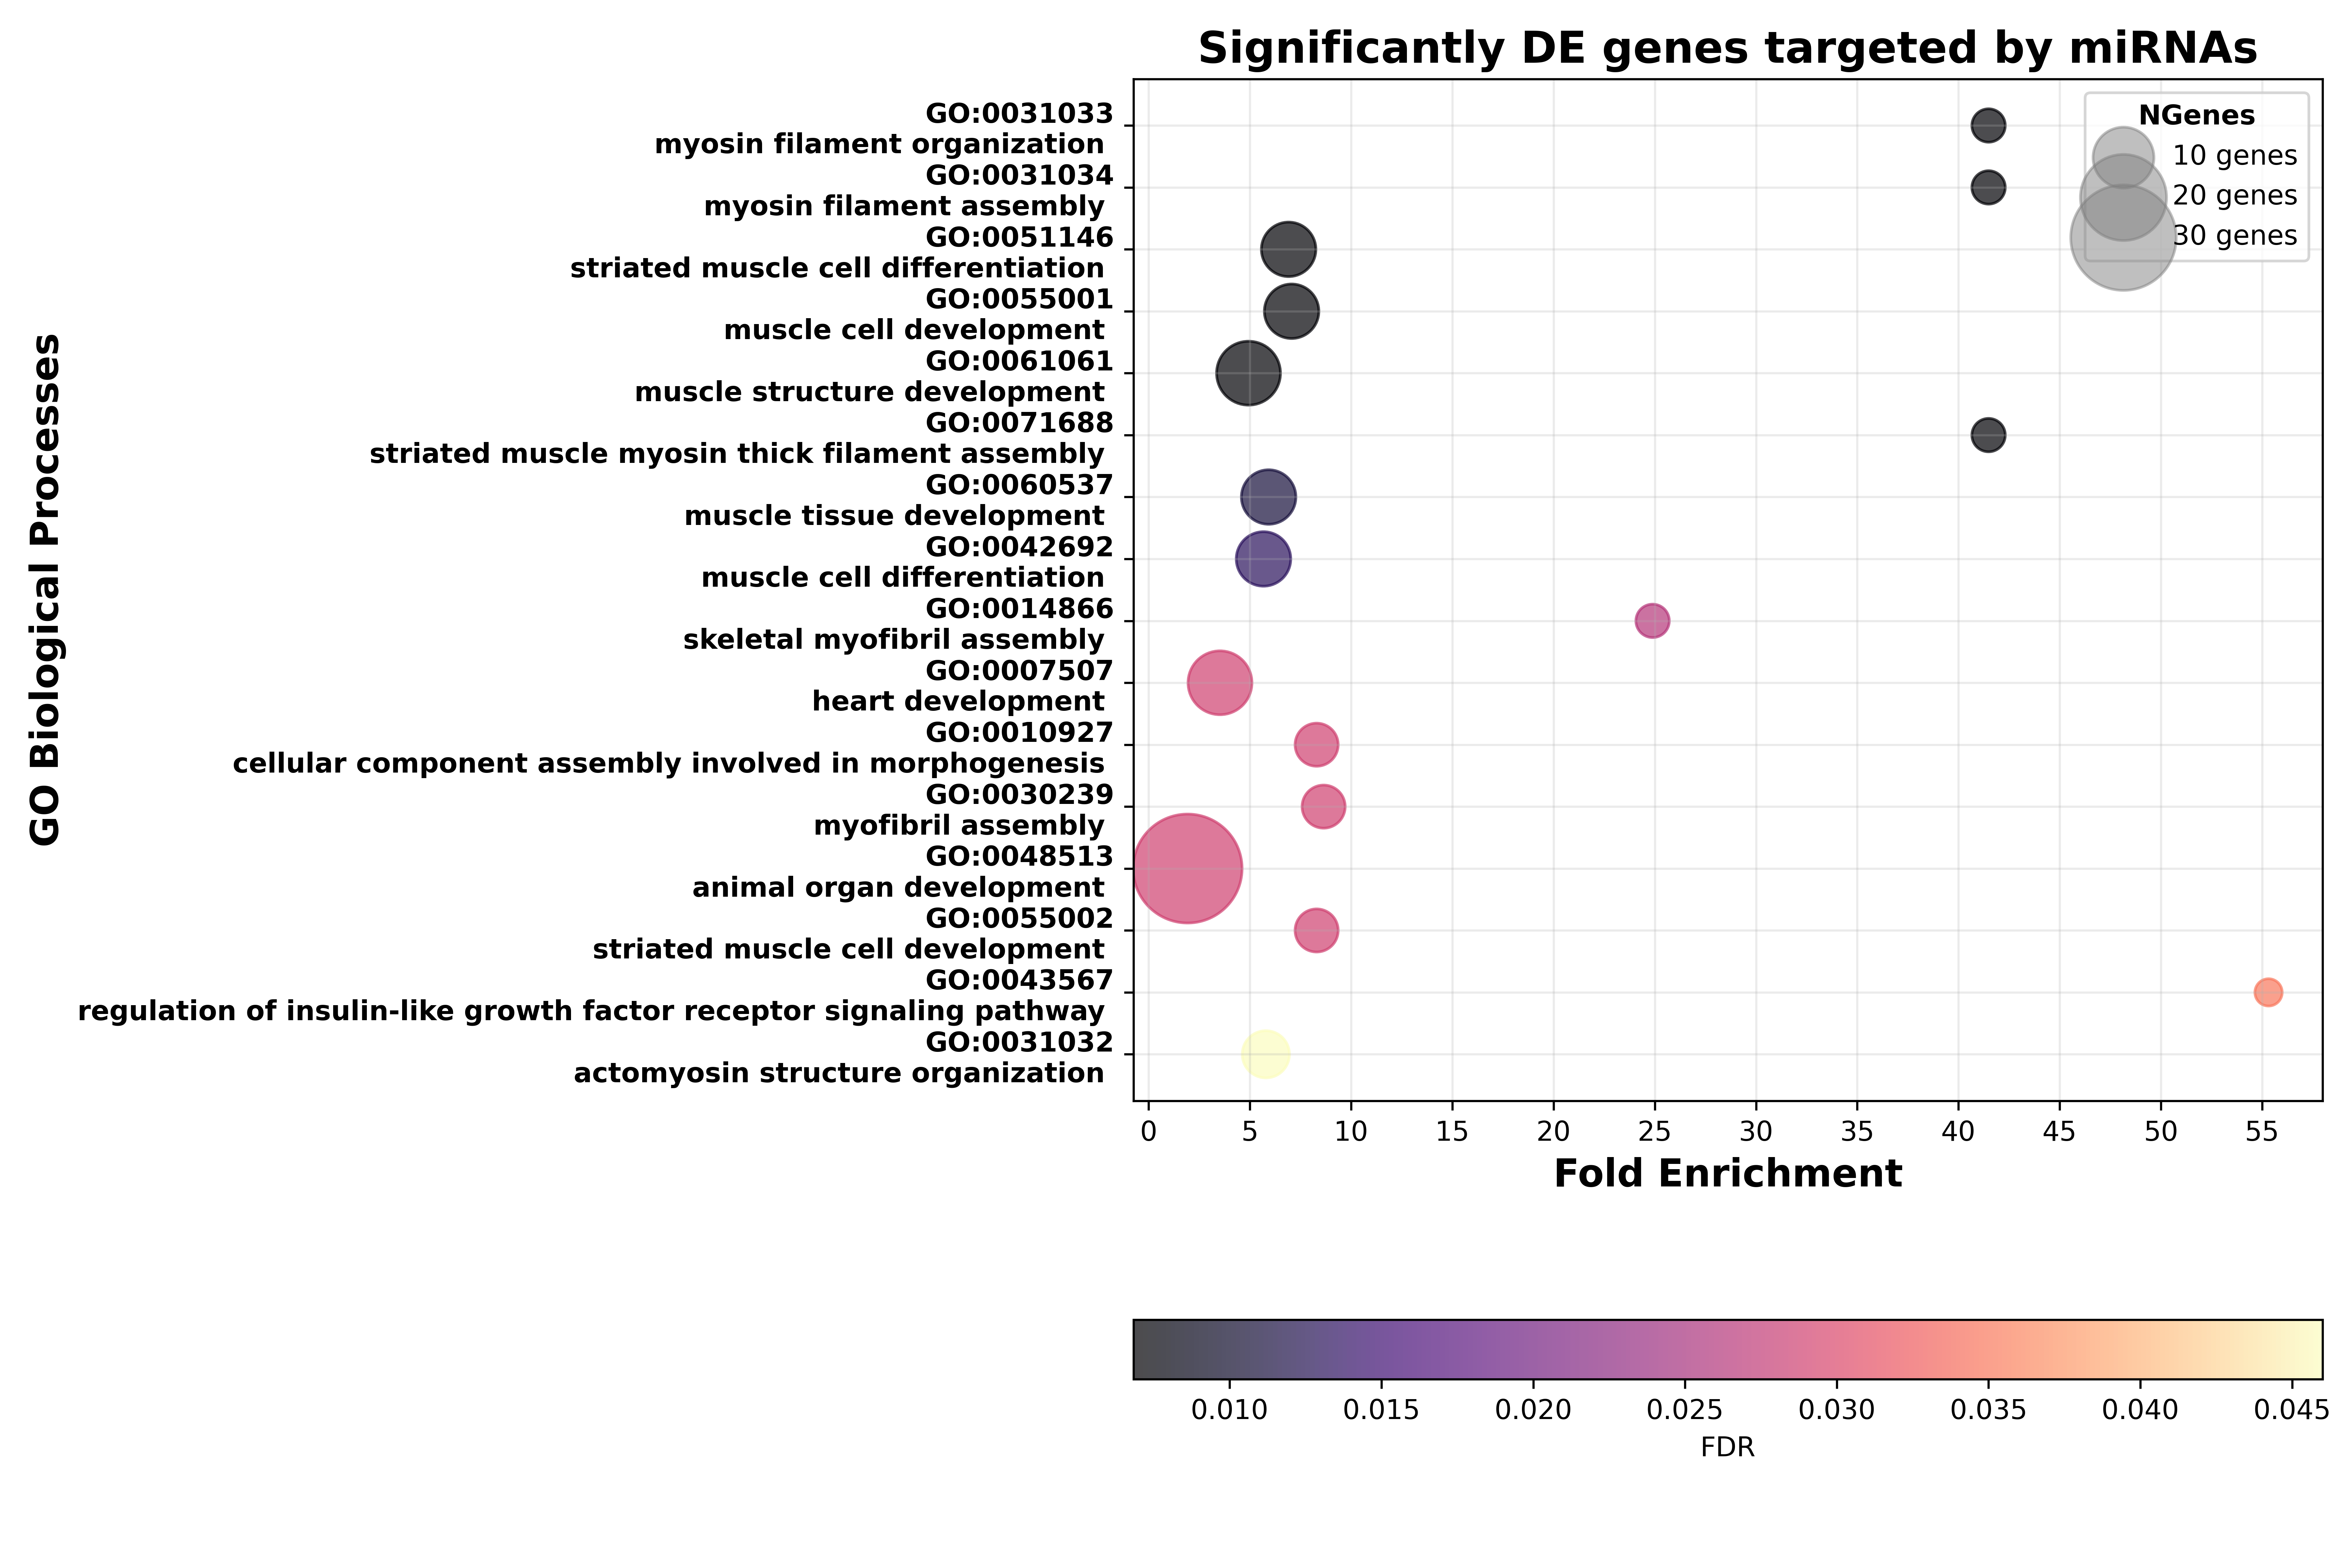

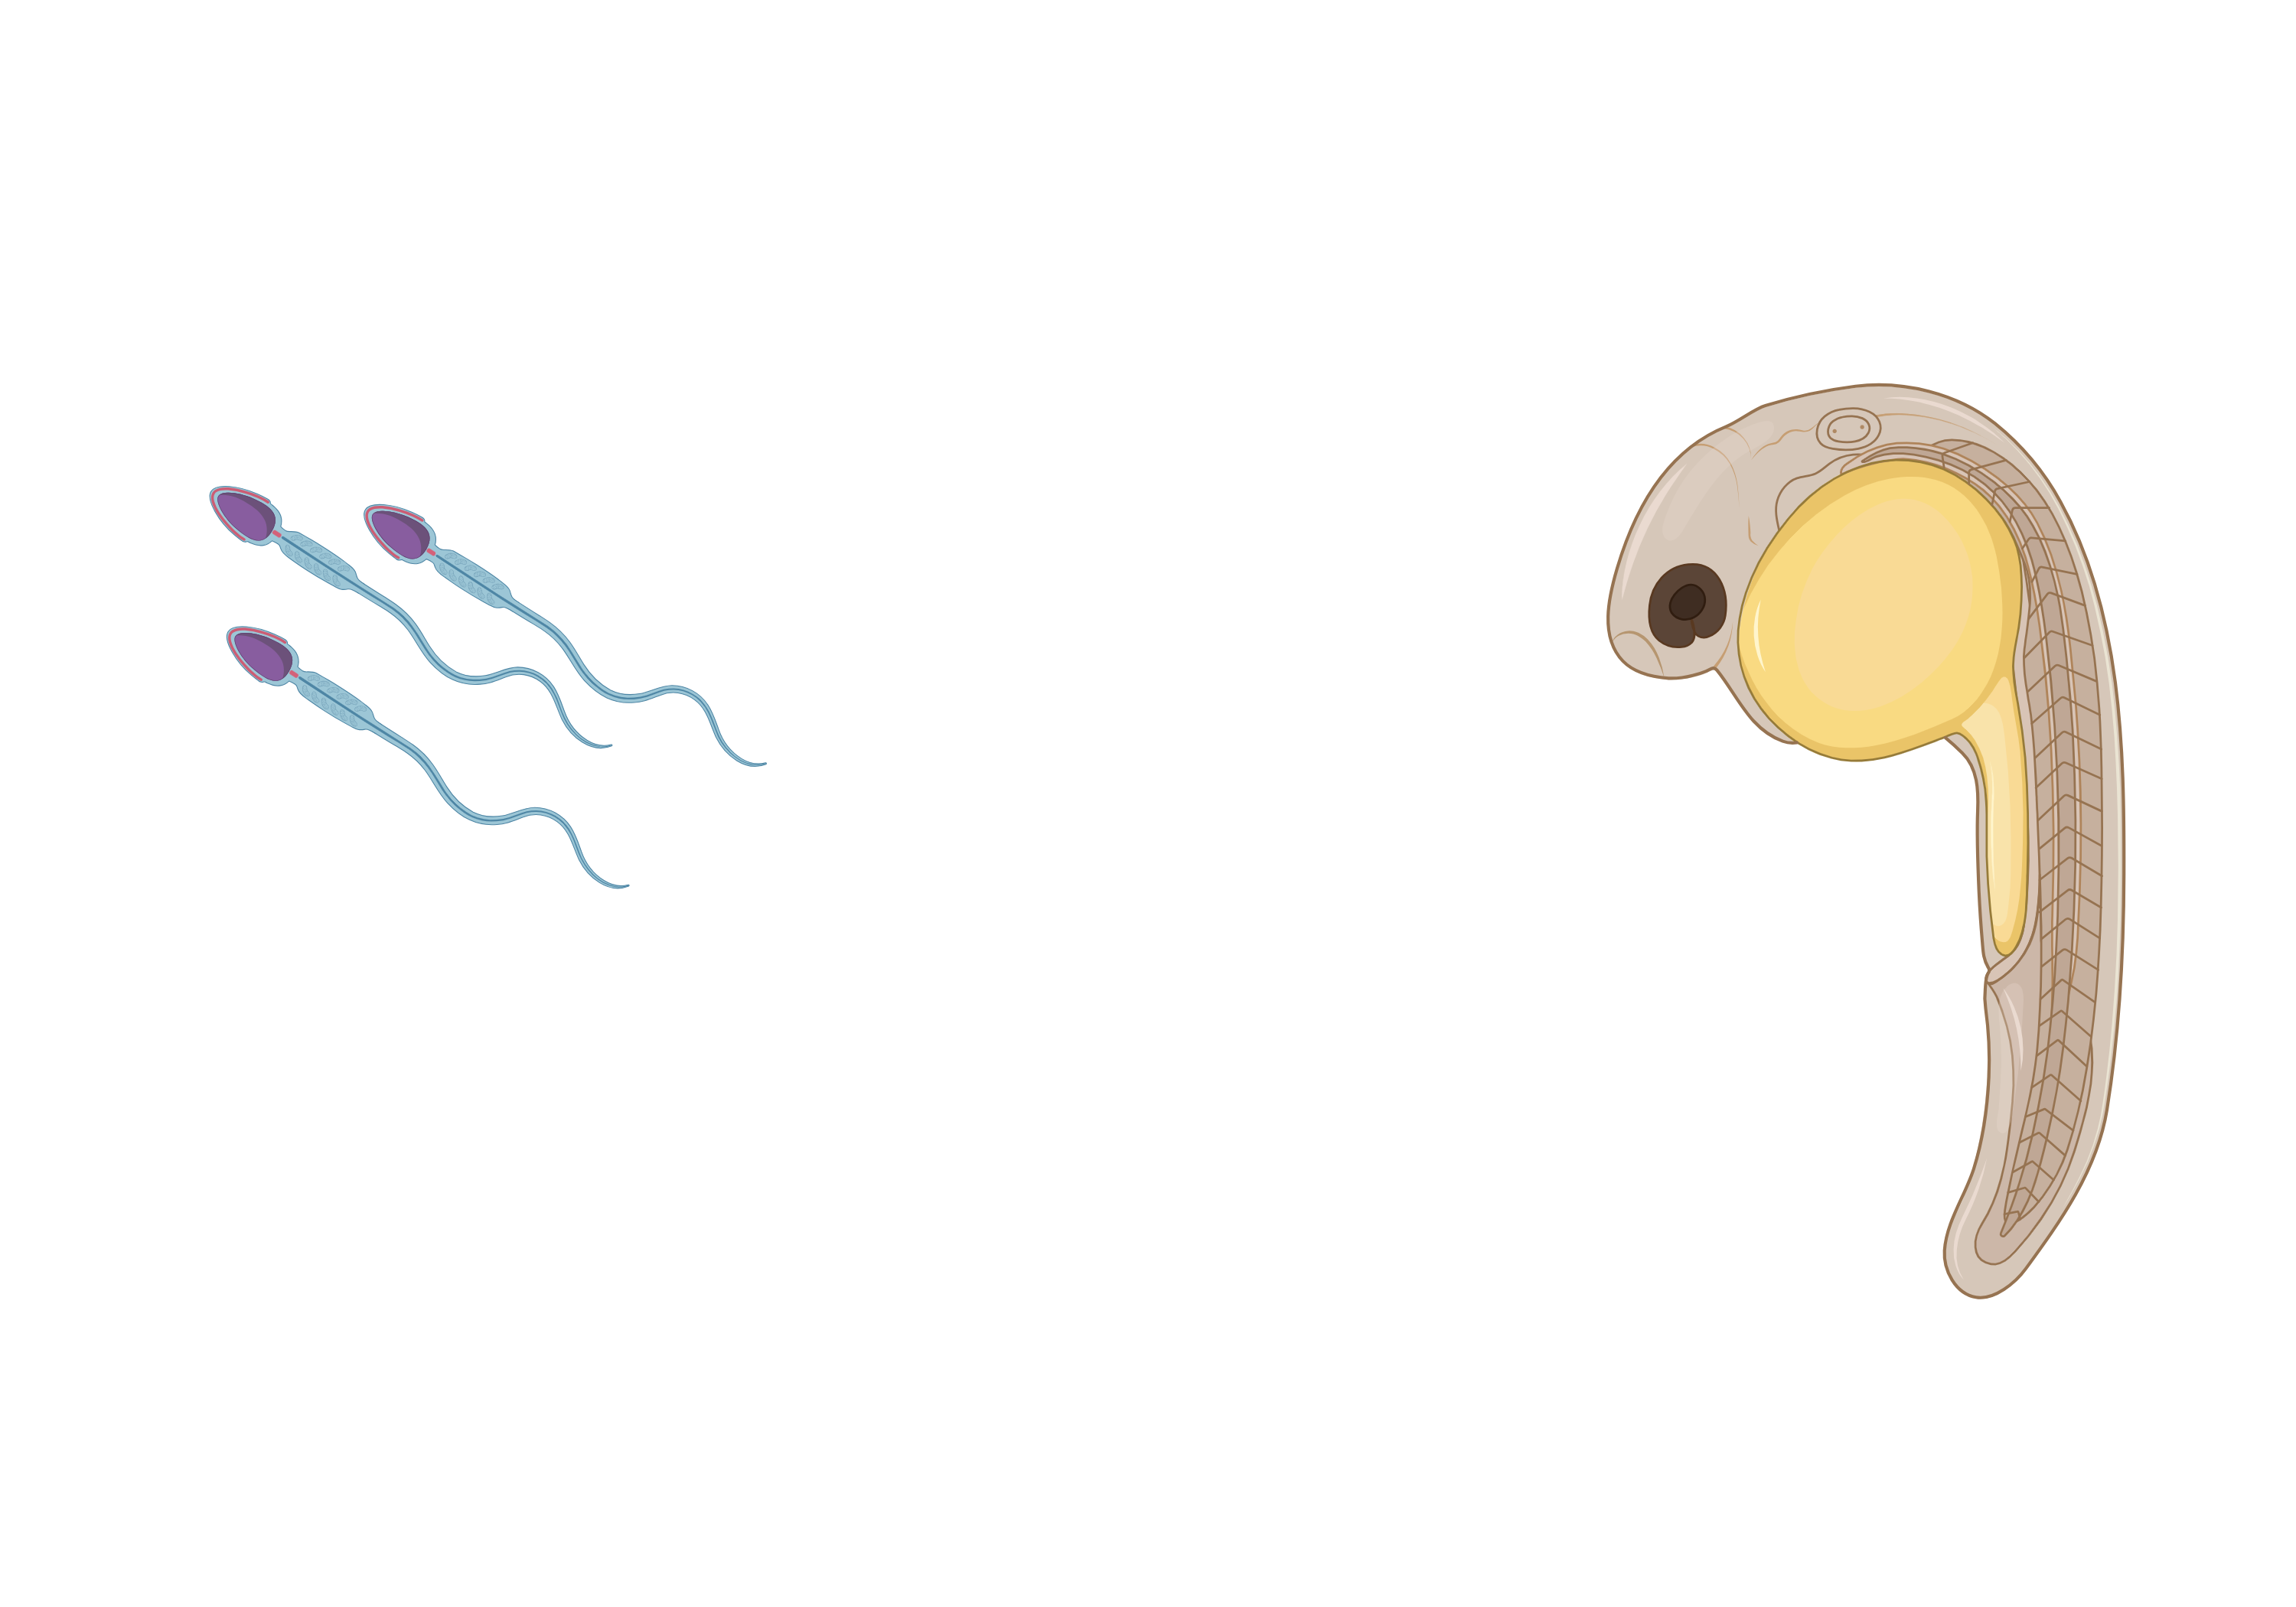

**Supplementary Figure 6.** SRNA-seq miRNA GO terms analysis. GO Biological processes on the significantly differentially expressed genes that are targets of the significantly differentially expressed miRNAs from miRanda analysis.

**Supplementary Tables**

**Supplementary Table S1.** Effects of social treatment and status on sperm VCL (N=86 males). Statistical parameters come from a linear mixed model (REML) with an Analysis of Deviance (Type III Wald chi-square tests). Male IDs were included as random variables. * indicate statistical significance at α<0.05.

|  | Chisq | Df | Pr(>Chisq) |
| --- | --- | --- | --- |
| (Intercept) | 5360.7945 | 1 | < 2.2e-16 * |
| Treatment | 0.0057 | 1 | 0.9395844 |
| Time | 5915.1316 | 1 | < 2.2e-16 * |
| Status | 0.0648 | 1 | 0.7990292 |
| Treatment:Time | 4.6236 | 1 | 0.0315359 * |
| Treatment:Time: Status | 13.9221 | 2 | 0.0009481 * |

**Supplementary Files**

**Supplementary materials, methods and figure legends**

Supplementary Material_heredity_2025.docx

**Supplementary File S1- List of piRNA cluster full names in Fig. 4B**

Supp_File_1_piRNAs_heatmap_fullnames.xlsx

**Supplementary File S2 – Phenotypic data**

Supp_File_2_sperm_motility_data.csv

**Supplementary File S3 & S4- raw counts and metadata file RNA seq**

Supp_File_3_RNA_seq_rawcounts.csv

Supp_File_4_rnaseq_metadata.csv

**Supplementary File S5 & S6- raw counts and metadata file sRNA-seq: miRNA data**

Supp_File_5_40_mirna_counts_LF.xlsx

Supp_File_6_40_mirna_metadata_LF.csv

**Supplementary File S7 & S8- raw counts and metadata file sRNA-seq: piRNA data**

Suppl_File_7_piRNA_raw_counts.csv

Supp_File_8_pirna_metadata.csv

**Supplementary File S9 & S10- TEtranscripts RNAseq raw counts output and metadata file**

Suppl_File_9_tetranscripts_raw_counts_Teonly.xlsx

Suppl_File_10_metadata_rnaseq_TEtranscripts.csv

How the deposited data were processed for this re-analysis (not part of the article)

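Sperm small RNA of zebrafish males from the High1, High2, Low1 and Low2 treatments was analysed from the deposited tables of miRNAs and piRNA clusters. The authors trimmed the adaptors, aligned the reads with PatMaN without mismatch or gap to the mature zebrafish miRNAs of miRBase or to the piRNA clusters, and counted them with a Perl script. The values deposited by the authors are log2 values, and both tables are on the scale of log2 of the read count divided by a library size factor, plus 4. This scale was read from the values themselves, whose lowest is 2 and which step by a single unit of reads in every library. The paper's text names DESeq2 for normalisation and for the tests, with treatment as the sole fixed effect, and does not say how the log2 values were made. The reads recovered from the miRNA values were compared with the counts of Supplementary File S5 and were equal in all values compared.

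The miRNA table holds 346 miRNAs in 39 libraries and the piRNA table 1434 clusters in 24 libraries. One of the 40 sperm samples has no column in the miRNA table, a Low2 sample, and 16 have none in the piRNA table. These samples are not analysed here. Supplementary File S5 has 40 columns, 2 of them headed Ha_10, with total counts of 3573621 and 7490725, so number 10 of the High-first line is uncertain and an alternative left it out. Over all libraries the miRNA reads ranged from 79435 to 8447142 and the piRNA cluster reads from 5983071 to 56435023, and 4 miRNA libraries had fewer than 500000 reads. The depth covers counting error only, since reads without molecular identifiers are not independent molecules. For piRNA clusters, a read that aligns to several clusters may also have been counted in each. Embryo transcriptomes, sperm traits, transposable elements and predicted targets have no file in the series of the public record and are not analysed here. The paper's supplement lists tables of sperm traits, embryo RNA-seq counts and transposable element counts, which were not used.

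The groups, tests, thresholds and most alternatives were chosen before the data were examined. Groups followed the metadata of the paper's supplementary files and Fig. 1B, and the treatment labels of the public record were an alternative. Names and samples of the features to be reported were every miRNA and cluster that the paper names in its text, and for each comparison the 3 features with the smallest adjusted p among those past the threshold, of which there were 0. Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, all groups in one fit, group as the only factor), with two-sided p-values, Benjamini-Hochberg adjustment over the features of a comparison and a threshold of 0.05. Group means and SDs of single features are of normalised reads, and fold changes are differences of mean log2 values. The mean Z-score of a library was taken on the deposited log2 values, 1 of the 2 scales named beforehand, over the 7 miRNAs or over the 58 clusters of Supplementary File S1. Permutation tests used 100000 resamples, or every arrangement where a group held fewer than 10 libraries and the arrangements could be listed. That same-numbered samples of a line come from 1 male is an assumption, since the paper does not state that the number is the Male ID. Same-male correlations compared the deviations of same-numbered samples from their group means with random pairings within the line, one-sided. Other computing was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

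The alternatives set for the counts of differentially expressed features were limma without the trend, each library centred on its median, the features left after dropping the lowest 25% by mean, only the groups compared, the replicate number as a block, the labels of the public record, the sequencing pool as a covariate, and, for miRNAs, libraries of at least 500000 reads and number 10 of the High-first line left out. For piRNA clusters a pseudocount of 1 in place of 4 and clusters of identical values counted as 1 were added to these. For mean Z-scores, log2 CPM with pseudocounts of 1 and 0.1 was used for miRNAs, and all clusters and centred libraries for piRNAs. The sequencing pool was taken by library number, and the sample titles place 6 of the 39 miRNA libraries and 2 of the 24 piRNA libraries in another pool. Alternatives planned for files of read counts were not run, since the deposited values are log2, and the reads recovered from them were used only in the models added later. The paper's own test, DESeq2, was thus not repeated, although the recovered miRNA reads equal the counts of Supplementary File S5.

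Models of the recovered reads were added after the data were seen. One was limma-voom. The other was a negative binomial model written for this purpose, with 1 mean per group, a dispersion per feature shrunk toward a trend on the mean, and a Wald test. It is not the authors' software, and it has no handling of outlying counts and no filter on features. Its calls near the threshold moved with the fineness of the dispersion grid. With the coarsest of 3 grids it called 20 clusters in High2 against Low1 and 5 in High1 against Low1, with the middle grid 24 and 5, and with the finest, which is the one reported, 24 and 6. An earlier version of the grid, not kept, called more clusters in High2 against Low1 than any of these. The number of miRNAs called in each comparison was the same with the 3 grids. The contrasts of line and period were also added after the data were seen.

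The models were tested on simulated data with the depth and dispersion of the real libraries. With no change put in, limma and the negative binomial model called 0 features. This does not show how often they call features by chance in the real libraries, where the spread differed between groups. For dre-miR-183-5p the SD was 340 normalised reads in High2 and 17863 in Low2. Of 100 splits of the real libraries, 21 gave as many negative binomial calls as the 12 miRNAs in High2 against Low2. With 60 miRNAs changed by a log2 fold change of 1, 2 or 3, limma called 41.7%, 85% and 88.3% of them, and the negative binomial model 48.3%, 98.3% and 96.7%. With 200 piRNA clusters changed by the same amounts, limma called 88%, 98% and 100% of them, and the negative binomial model 90.5%, 99.5% and 100%. Of the unchanged miRNAs, limma called 0, 0 and 6 in these simulations and the negative binomial model 1, 0 and 4, and of the unchanged clusters limma called 5, 10 and 7 and the negative binomial model 15, 16 and 15. The sizes of the simulated changes were set after the real results had been seen. The shares called are of simulated features and need not hold for the real ones.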

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

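The tests on sequencing pool, reads and treatment for the miRNAs, and those on reads, top clusters and treatment for PC1 of the piRNAs, were chosen only after the results were seen, and the tests on marker miRNAs and on pool for PC1 were set beforehand.

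Library High1_1 lay far from the others of its group in both piRNA summaries. Its PC1 score was 24.9, against -6.57 to 0.447 in the other High1 libraries, and its mean Z-score over the clusters of Supplementary File S1 was 1.17, against -0.609 to 0.0354. These were the only 2 of 76 groups tested with a library so far out, and chance gives about 1 in 20, so 2 is fewer than chance would give. Sequencing pool was tested as a source of the PC1 scores, and the pool means differed (permutation test, p = 0.0181), while without High1_1 itself they did not (permutation p = 0.0885), a check added after the data were seen. The titles place 2 of the 24 libraries in another pool, and with those pools the test gave p = 0.00724 with and p = 0.0224 without High1_1 by permutation. Of the other libraries in its pool, Low2_3 scored 26.2, but Low1_9 scored 2.44 and High2_2 scored -2.64. High2_2 was still the highest of High2, whose other libraries ran from -8.33 to -5.45, while Low1_9 was not the highest of Low1. A fault that raised the whole pool alike thus does not explain the position of High1_1, but a part played by the pool is not ruled out. The share of reads in the 10 most abundant clusters had a Pearson correlation of 0.567 with PC1 (permutation p = 0.00320), a Spearman correlation of 0.393 (permutation p = 0.0587) and, without the 2 libraries farthest from the median share, a Pearson correlation of 0.460. That relation could not be decided, since only one of the coefficients passed. Log10 reads had a Pearson correlation of -0.374 with PC1 (permutation p = 0.0730) and a Spearman correlation of -0.168. Without the 2 most distant libraries the Pearson correlation was 0.359, of the other sign. High1_1 had the highest total of cluster reads, 56435023, and Low2_3 the lowest, 5983071, although both had the highest scores. These totals may count a read in several clusters. A trend over all libraries thus gave no evidence for depth but cannot exclude it for High1_1. Over all libraries the PC1 scores of High and Low did not differ (permutation test, p = 0.161), but that test includes High1_1 and was not repeated without it. High1_1 had 88.3% of its reads in the 10 most abundant clusters, while Low2_2 with 88.2% scored 9.39 and High2_10 with 86.5% scored -7.07. Low2_3 with 91.7% scored 26.2. The share alone thus does not set the position of High1_1, but an effect of a few abundant clusters is not ruled out. Within one library no biological explanation was tested.

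The difference between High and Low in the mean Z-score of the 7 miRNAs changed between the periods. High exceeded Low by 0.572 in the first period and was below it by a difference of -0.863 in the second, a change of 1.43 (permutation test, p = 0.00713, adjusted p = 0.0686 over 30 such tests). Of these 30 tests, 13 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05, and only the mean Z-scores are listed here, a choice made after the values were seen. The change compares the High-first line (High1 and Low2) with the Low-first line (Low1 and High2), so a difference between lines of males would give it too. The permutation takes samples of the same male as independent, although line differs between males, so its p-value can be too small. The 7 miRNAs are the ones the paper called on the same samples, so the test is not independent of their choice. The mean Z-score by pool was -0.295, -0.382, -0.354 and -0.0330 in pools 1 to 4 and 1.02 ± 1.43 (SD, n = 8) in pool 5 (permutation test of the pool means, p = 0.00310), with pools by library number. With pools by title, a check added after these values were seen, the mean was 0.908 in pool 5 (permutation p = 0.00888). The 4 highest libraries are High1_7, High1_8, Low2_6 and Low2_7, all of the High-first line and all in pool 5 either way, while by library number the Low1 and High2 libraries of pool 5 were not raised, with means of -0.120 and -0.416. A fault of the whole pool would have raised all groups, but a fault of those 4 libraries alone was not tested. Log10 reads had a Pearson correlation of -0.276 with the mean Z-score (permutation p = 0.0841), a Spearman correlation of -0.394 (permutation p = 0.0140) and a Pearson correlation of -0.413 without the 2 most distant libraries, which leaves a relation with depth undecided over all libraries. The share of reads in the 10 most abundant miRNAs had a Pearson correlation of -0.0724 (permutation p = 0.666), and gave no evidence that a few miRNAs set the score.

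RNA from other cells was tested with 5 sets of 1 to 3 marker miRNAs each, for which contamination would give a positive correlation with the mean Z-score. The Pearson correlations were 0.203 for muscle (adjusted p = 0.360 by permutation), -0.0427 for red blood cells (adjusted p = 0.786), 0.112 for epithelium (adjusted p = 0.629), -0.341 for liver (adjusted p = 0.0863) and -0.368 for nerve cells (adjusted p = 0.0863). The Spearman correlation was 0.405 for epithelium (permutation p = 0.0110) and -0.597 for nerve cells (permutation p = 6e-05). The epithelial markers were below average in High1_7, High1_8, Low2_6 and Low2_7, at -0.521, -0.591, -0.0968 and -0.535. These markers thus give no sign of epithelial RNA in these libraries, but a set of 3 miRNAs cannot exclude it. The muscle markers were at 0.0211, -0.0284, 0.543 and 0.858 in the same libraries, above average in the Low2 ones, and their Pearson correlation was 0.323 without the 2 most distant libraries, so muscle RNA in Low2_6 and Low2_7 is not ruled out. Outside pool 5, by library number, the mean Z-score of pools 1 to 4 was -0.00713, -0.0530, -0.431 and 0.164 in High1 and -0.441, -0.591, -0.426 and 0.370 in Low2. Neither the treatment history of the High-first line nor a fault of the whole pool 5 thus gives the pattern alone. Low2_7 and High1_8 had few reads, 515863 and 742784, but depth does not account for all 4 libraries, since High1_7 and Low2_6 had 2169909 and 1902366 reads and the libraries with the fewest reads, Low1_1, Low2_3 and Low1_3, had mean Z-scores of 0.0527, -0.591 and -0.360. What sets the 4 libraries apart was not found.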

How the results depend on the processing

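Of the counts of differentially expressed features and the group measures, 157 results under alternatives kept their direction and their side of the threshold, 12 passed it, 3 no longer passed it and 2 changed sign. Of the named features, 147 did, 9 passed the threshold, all with the negative binomial model, and 16 changed sign. Without pool 5 the negative binomial model called 0 miRNAs in High2 against Low2 and 0 in Low2 against Low1, with 7 at an unadjusted p under 0.05 in each. For the other changes the cause was not tested or could not be decided.

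With the negative binomial model, added after the data were seen, the count was 12 miRNAs in High2 against Low2 and 14 in Low2 against Low1, and among piRNA clusters 24 in High2 against Low1, 6 in High1 against Low1, 8 in High2 against High1, 1 in Low2 against Low1 (NC_007115.7:43701007-43707025) and 1 between High and Low (NC_007130.7:16906265-16910931). With limma-voom, added likewise, the count was 0 in every comparison. In fits of only the groups compared, limma called 9 miRNAs in High2 against High1 and 55 clusters in High2 against Low1. Libraries of at least 500000 reads gave 10 miRNAs in High2 against High1, which stand for 2 measurements. The pool covariate gave 1 cluster in High2 against High1 (3:2960000-2969978), and the labels of the public record gave 1 between High and Low (5:747001-760987). These single clusters were named after their values were seen.

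The mean Z-score difference of 0.515 between Low and High over the clusters of Supplementary File S1 was 0.00736 over all clusters, where the scaling of the libraries holds it near 0, 0.468 with centred libraries and 0.0809 with the labels of the public record. With those labels the PC1 difference of the piRNAs was -0.116. The same-male correlation of the miRNAs was 0.0164 with Spearman's method.

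With the labels of the public record, the log2 fold changes in High2 against Low2 were 0.72 for dre-miR-129-5p, 1.31 for dre-miR-184, 0.72 for dre-miR-181a-5-3p, 1.07 for dre-miR-183-5p, 0.83 for dre-miR-193b-5p, 1.04 for dre-miR-10b-5p and 0.90 for dre-miR-200a-5p. That of dre-miR-10b-5p in High2 against Low1 was -0.000241 in libraries of at least 500000 reads and at most 0.98 over all settings chosen beforehand. Between High and Low it was 0.029 with centred libraries, 0.050 with the block, 0.96 with the labels of the public record, 0.000385 with the pool covariate, 0.050 without number 10 of the High-first line and 0.000535 with limma-voom. With the block, it was 0.11 for NC_007115.7:52720448-52740603 and -0.024 for NC_007133.7:32643430-32648896 between High and Low. For groups of different males, a block for the replicate number left every count at 0, and same-numbered samples had correlations from -0.0775 to 0.0815. The planned count-model tests and RLE size factors were set for files of counts and were not run on these log2 values, so only limma-voom and the negative binomial model used the recovered reads. In simulated data with a log2 fold change of 1, limma called 41.7% of the changed miRNAs, so smaller changes than that can be missed at this depth and number of libraries.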

Differences from the paper's values

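The paper tested with DESeq2, whereas limma on log2 values was the main test here, so the numbers of calls below come from unlike tests. The paper's number of differentially expressed miRNAs is 7 in High2 against Low2, and limma called 0, with 14 at an unadjusted p under 0.05. The paper's number is 1 in High2 against Low1, and limma called 0, with 20 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed either gap. The negative binomial model, chosen after seeing the values, called 12 miRNAs in High2 against Low2, among them all 7 that the paper calls, and 0 in High2 against Low1, with an adjusted p of 1 for dre-miR-10b-5p there.

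For piRNA clusters the paper's number is 45 in High2 against Low1, and limma called 0, with 202 at an unadjusted p under 0.05. The fit of only the groups compared, set before the data were examined, called 55 and is within the margin of the paper's number, although 17 of the 55 are in Supplementary File S1. No other alternative set before then closed this gap, and the negative binomial model, chosen after seeing the values, called 24, of which 20 are in Supplementary File S1. The paper's number is 6 in High1 against Low1, 5 in High2 against High1 and 1 in Low2 against Low1, and limma called 0 in each, with 91, 117 and 68 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed these gaps, and the pool covariate gave 1 in High2 against High1. The negative binomial model, chosen after seeing the values, called 6, 8 and 1 clusters, and 5 of the 6, 7 of the 8 and the single one are in Supplementary File S1. With coarser grids of the dispersion it called 5 in High1 against Low1. The labels of the public record, an alternative set before the data were examined, gave 1 cluster of Supplementary File S1, 5:747001-760987, between High and Low.

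The paper states that the called miRNAs were enriched in High2 against Low2, whereas all 7 were lower in High2, with log2 fold changes from -1.37 to -0.76. With the labels of the public record, an alternative set before the data were examined, all 7 were higher in High2, from 0.72 to 1.31, and limma called 0 of them, with 8 miRNAs of the table at an unadjusted p under 0.05. In its account of single samples, however, the paper names Low2_6 and Low2_7 as higher for all the miRNAs. The public record labels these libraries High2, so that account goes with the groups used here. The paper names dre-miR-10b-5p as the most significant between High and Low, where its log2 fold change was -0.02 (limma adjusted p = 0.998). The paper states a substantial effect of Male ID on miRNA profiles and clear clustering of piRNAs by Male ID, whereas same-numbered samples of one line, assumed to be of the same male, had mean correlations of -0.00726 and -0.0807. The paper describes Low1 as appearing to have the lowest expression of the miRNAs, and High1 as the highest. The lowest mean Z-score was that of High2 at -0.44 and the highest that of Low2 at 0.42. On log2 CPM with a pseudocount of 1, set before the data were examined, Low1 was the lowest at -0.363 and Low2 the highest at 0.382.

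The paper describes the clusters as higher in High2 and lower overall in High1 on log2 CPM, a scale not used for the clusters here. On the deposited log2 values their mean Z-score was -0.530 in High2, the lowest of the groups, and 0.0146 in High1. The paper names NC_007123.7:14899002-14913024 as the most upregulated in High2 against Low1, where it was the 56th highest of 1434. The paper names NC_007115.7:52720448-52740603 as the largest cluster, which ranks 167 of 1434 by length and 7 among the 58 of Supplementary File S1, and as enriched in High, where its log2 fold change was -0.10. In High2 against High1 it was the 2nd highest by limma and the highest with the negative binomial model, chosen after seeing the values. The paper describes NC_007133.7:32643430-32648896 as downregulated in both High groups, whereas its log2 fold change was 0.02 between High and Low and 0.82 in High1 against Low1. In High2 it was lower, by a log2 fold change of -0.79 against Low2 and -0.64 against Low1.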

Other observations

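All tests in this part were chosen only after the results were seen, among them the count of features at an unadjusted p under 0.05 as the measure for other splits of the samples, since the adjusted count of 0 is reached by every split.

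Other splits of the libraries into groups of the same sizes were tested for 27 results, with the real split counted among them. For a pair of groups, only splits that part as many same-numbered samples as the real one were used, since the others put samples of one number in the same group. For miRNAs, 100 splits were drawn for each comparison, and as many miRNAs at an unadjusted p under 0.05 by limma were given by 53 splits for High2 against Low2, 22 for High2 against Low1, 81 for High1 against Low1, 100 for High1 against Low2, 14 for High2 against High1, 34 for Low2 against Low1 and 97 for High against Low. For the contrast of lines it was 10 splits of 100 and for that of periods 66 of 100. For piRNA clusters it was 9 of 80 splits for High2 against Low2, 2 of 48 for High2 against Low1, 12 of 48 for High1 against Low1, 69 of 80 for High1 against Low2, 7 of 80 for High2 against High1, 23 of 48 for Low2 against Low1, 11 of 100 for High against Low, 22 of 100 for the lines and 54 of 100 for the periods. The splits for the lines join a split of each period, so samples of the same male could fall in different lines.

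For calls past the adjusted threshold, the fit of only the groups compared gave as many miRNAs in High2 against High1 in 1 of 100 splits, where the 9 called miRNAs share the same values and stand for a single measurement (the 10 called in libraries of at least 500000 reads are these 9 and dre-miR-430b-5p, or 2 measurements), and as many clusters in High2 against Low1 in 3 of 48 splits. The negative binomial model gave as many miRNAs in 21 of 100 splits for High2 against Low2 and in 20 of 100 for Low2 against Low1. It gave as many clusters in 3 of 48 splits for High2 against Low1, 4 of 48 for High1 against Low1, 3 of 80 for High2 against High1, 11 of 48 for Low2 against Low1 and 28 of 100 for High against Low. Of the 27 results, 3 had a share of splits under 5%, namely the clusters at an unadjusted p under 0.05 in High2 against Low1, the miRNAs called in the fit of High2 and High1 alone and the clusters called by the negative binomial model in High2 against High1. With 27 results tested, some shares under 5% arise by chance, although fewer than these 3 would be expected. The 27 results share libraries, so whether 3 is more than chance gives was not decided. Most counts, those of the miRNAs called by the negative binomial model included, are no larger than many regroupings of the same libraries give.

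The miRNA calls of the negative binomial model were examined by leaving out pools and libraries. Without pool 5 the model called 0 miRNAs in High2 against Low2 and 0 in Low2 against Low1, with 7 at an unadjusted p under 0.05 in each. Without any other pool it called 11 to 21 in the first comparison and 9 to 19 in the second. With pools taken by title, a check added after these values were seen, it also called 0 in both without pool 5, with 5 and 11 at an unadjusted p under 0.05. With a single library left out, the fewest calls were 5 in High2 against Low2 and 2 in Low2 against Low1, both without Low2_7, and without Low2_6 there were 6 and 4, so no single library accounts for all calls. A candidate explanation is that these calls rest on the Low2 libraries of pool 5, but pool 5, which was taken by library number here, holds libraries of every group and the cause of their high values was not found.

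The cluster calls of the negative binomial model in High2 against Low1 were examined in the same way. Without pools 1 to 5 by library number in turn it called 0, 135, 14, 0 and 0 clusters, against 24 with all libraries. By library number, pools 1 and 2 each hold 1 library of every group and pool 3 holds none of High2 or Low1, so the number of libraries lost does not explain why the calls went without pool 1 and rose without pool 2. Without pool 2 the model also called 113 clusters in High1 against Low1, against 6 with all libraries, and 24 between High and Low, against 1. Pool 2 holds High1_1 and Low2_3, the libraries with the highest PC1 scores. Without High1_1 alone the model called 95 clusters in High2 against Low1, 68 in High1 against Low1 and 125 between High and Low, and without Low2_3 alone 47, 6 and 1. Limma called 32 clusters in High2 against Low1 without pool 2, and without High1_1 alone it called 0 there, in High1 against Low1 and between High and Low, with 262, 210 and 310 at an unadjusted p under 0.05. Leaving out a single library of the groups compared moved the 24 calls of High2 against Low1 both ways, to 0 without High2_7 (with 193 at an unadjusted p under 0.05), 1 without High2_10 or Low1_5, 62 without Low1_6 and 77 without High2_6. The 6 calls of High1 against Low1 fell to 0 without High1_4, Low1_4, Low1_5 or Low1_7. The 8 calls of High2 against High1 fell to 0 without High2_8 or High2_10 and rose to at most 10, without Low2_6. The number of clusters called thus depends on single libraries, and neither the calls nor their absence can be taken as settled. No biological explanation of the calls was tested beyond the treatment contrasts themselves.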
